# The Role of Parathyroid Hormone-Related Protein (PTHrP) in Osteoblast Response to Microgravity: Mechanistic Implications for Osteoporosis Development

**DOI:** 10.1371/journal.pone.0160034

**Published:** 2016-07-27

**Authors:** Anne Camirand, David Goltzman, Ajay Gupta, Mohammadi Kaouass, Dibyendu Panda, Andrew Karaplis

## Abstract

Prolonged skeletal unloading through bedrest results in bone loss similar to that observed in elderly osteoporotic patients, but with an accelerated timeframe. This rapid effect on weight-bearing bones is also observed in astronauts who can lose up to 2% of their bone mass per month spent in Space. Despite the important implications for Spaceflight travelers and bedridden patients, the exact mechanisms involved in disuse osteoporosis have not been elucidated. Parathyroid hormone-related protein (PTHrP) regulates many physiological processes including skeletal development, and has been proposed as a mechanosensor. To investigate the role of PTHrP in microgravity-induced bone loss, trabecular and calvarial osteoblasts (TOs and COs) from *Pthrp* ^+/+^ and ^-/-^ mice were subjected to actual Spaceflight for 6 days (Foton M3 satellite). *Pthrp* ^+/+^, ^+/-^ and ^-/-^ osteoblasts were also exposed to simulated microgravity for periods varying from 6 days to 6 weeks. While COs displayed little change in viability in 0*g*, viability of all TOs rapidly decreased in inverse proportion to PTHrP expression levels. Furthermore, *Pthrp*^+/+^ TOs displayed a sharp viability decline after 2 weeks at 0*g*. Microarray analysis of *Pthrp*^+/+^ TOs after 6 days in simulated 0*g* revealed expression changes in genes encoding prolactins, apoptosis/survival molecules, bone metabolism and extra-cellular matrix composition proteins, chemokines, insulin-like growth factor family members and Wnt-related signalling molecules. 88% of 0*g*-induced expression changes in *Pthrp*^*+/+*^ cells overlapped those caused by *Pthrp* ablation in normal gravity, and pulsatile treatment with PTHrP_1-36_ not only reversed a large proportion of 0*g*-induced effects in *Pthrp*^*+/+*^ TOs but maintained viability over 6-week exposure to microgravity. Our results confirm PTHrP efficacy as an anabolic agent to prevent microgravity-induced cell death in TOs.

## Introduction

Bone loss due to osteoporosis (OP) is the most common cause of fractures among the elderly. Age-related OP elicits fractures with minimal trauma in up to 40% of women and 20% of men over the age of fifty and is a major health and fiscal burden [1, 2]. OP can also develop in younger individuals as a consequence of premature menopause or skeletal unloading. In the absence of gravity load on weight-bearing bones, the equilibrium between osteoblastic bone formation and osteoclastic bone resorption is uncoupled and the balance is shifted towards resorption, resulting in bone loss. Skeletal disuse can occur after prolonged bedrest on Earth but is also encountered in the weightless conditions of Space [3]. During orbital flight, astronauts are exposed to gravity forces below the physiological detection threshold (≤ 10^-5^*g*). Even a short-duration exposure to microgravity results in profound metabolic changes, and the lack of mechanical loading causes rapid demineralization in bones of the lower body leading to development of a disuse osteoporotic-like phenotype [4]. Microgravity can cause a remarkable loss of up to 2% of load-bearing bone mineral density (BMD) per month spent in Space, compared to an average 1% per year observed on Earth (starting from approximately 24–30 years of age when peak bone mass is attained) [5]. Microgravity-induced bone loss shows no sign of stabilization while at 0*g* and displays a highly-variable speed of skeletal recovery upon return to Earth [6–10]. The causes of this rapidly-progressing syndrome have not been elucidated, and only partially-effective countermeasures have been developed [11].

Skeletal loss has severe implications for long-time inhabitants of the International Space Station and will be a hindrance to spatial exploration since up to one half of bone mass could be lost during a three-year trip to Mars, resulting in mission-compromising fractures as well as complications from renal stones caused by skeleton-released calcium [5, 12–14]. The mechanosensors which control bone loss during unloading are not known, and the striking difference in microgravity-induced mineral loss between bone derived from endochondral formation (eg. trabecular bone) and bone derived from membraneous formation (calvarial bone) has also not been fully analysed. Elucidation of the causes of skeletal loss at 0*g* is further complicated by the fact that the two main cellular components regulating bone turnover, the osteoblasts and osteoclasts, are differently affected by microgravity. Osteoblasts exposed to 0*g* undergo decreases in cellular integrity with modified microtubule structure, focal adhesions and increasingly fragmented nuclei, while osteoclasts present higher numbers of discrete resorption pits and increased cellular activity [15]. Spaceflight countermeasures to bone loss include exercise and resistive training, artificial musculoskeletal loading, electrical stimulation and vibration treatment, as well as dietary additions of vitamin D, K, calcium and various drugs [16]. While physical activity in Space helps to counter muscle atrophy, it does not prevent bone loss and none of these measures fully compensate for skeletal degradation [10, 13, 14]. In long-duration bedrest studies which mimic microgravity’s physiological effects, treatment of male subjects with the anti-resorptive bisphosphonate drugs alendronate or pamidronate (osteoclast inhibitors) prevented some, but not all, bone loss [17, 18]. Furthermore, skeletal bone formed during bisphosphonate administration does not display the mechanical integrity of normal bone [6, 19] and high doses of anti-resorptive drugs may inhibit formation in unloaded bone [20]. Consequently, an alternative to be investigated is the use of anabolic substances such as parathyroid hormone (PTH) and parathyroid hormone-related hormone (PTHrP) which promote bone formation rather than inhibit resorption [21, 22].

PTHrP is a secreted factor expressed in almost all normal fetal and adult tissues. It acts as an autocrine, paracrine or intracrine factor in a wide range of developmental and physiological processes, including skeletal development and growth [23, 24]. The 13 N-terminal amino acids of PTHrP are highly-homologous to those of PTH, a characteristic that allows PTHrP to activate their common type 1 PTH/PTHrP receptor. PTH and PTHrP differ in the remainder of their sequence, a fact which accounts at least in part for the distinct properties of the two molecules [23, 24]. The major role played by PTHrP in bone development was made evident through *Pthrp* gene deletion which caused profound abnormalities in the development of the cartilaginous growth plate [25, 26], a phenotype not seen in mice with *PTH* deletion [27]. Heterozygous mice with only one null *Pthrp* allele (*Pthrp* ^*+/-*^) developed premature OP due to decreased bone formation linked to enhanced apoptosis of osteogenic cells [28]. Knock-out mice with a selective *Pthrp* deletion targeting only the osteoblasts further recapitulated this severe osteoporotic phenotype and importantly, exogenous application of PTH or PTHrP prevented apoptosis and associated bone loss [29]. PTH_1-34_ (teriparatide, Forteo^™^) is currently the only approved anabolic drug for treatment of osteoporosis but may cause bone resorption, hypercalcemia, nausea, muscle cramps and other adverse side-effects. In contrast, a study conducted on post-menopausal women showed that the _1–36_ N-terminal peptide of PTHrP did not activate bone resorption (based on bone marker responses, although changes in BMD were not measured) and acted as a pure anabolic agent while causing none of the adverse effects observed with teriparatide [30]. Although intermittent treatment with PTHrP causes an anabolic response, continuous treatment causes paradoxical downregulation of osteogenic genes resulting in skeletal catabolism [31, 32].

Decreased expression levels of PTHrP have been reported in rat long bones and cultured osteoblasts following exposure to microgravity [33], and loss of PTHrP may underlie at least part of the pathophysiology of microgravity-induced OP. We consequently tested the hypothesis that PTHrP could counter actual or simulated microgravity-induced deleterious effects in osteoblasts, and we investigated a timeline of viability for osteoblasts in weightlessness which would predispose astronauts to impaired bone formation. We also examined the efficacy of exogenous PTHrP_1-36_ peptide administration in preventing osteoblast viability loss in microgravity conditions. For these studies, we used trabecular and calvarial osteoblasts isolated one day before birth from bones of *Pthrp* ^+/+^, ^+/-^, or ^-/-^ mice. The cells in adherent conditions were subjected to Spaceflight aboard the Foton M3 satellite or to simulated microgravity in a Synthecon rotary cell culture system (RCCS) for 6-day experiments, with or without intermittent PTHrP _1–36_ treatment. We observed that PTHrP expression confers resistance to microgravity-induced cell death, that a very large proportion of the genes affected by microgravity is common to those affected by *Pthrp* gene deletion, and that intermittent treatment with the PTHrP_1-36_ peptide reverses the 0*g* effects on TO viability.

## Materials and Methods

### Animal Ethics Statement

All experiments were carried out in compliance with regulations of the McGill University Institutional Animal Care Committee (Animal permit: 5210) which specifically approved this study.

The mice were housed in conventional (non-barrier) animal facilities at 21°C with light-dark cycles of 12 hours, and were fed Bacon Softies^™^ soft pellets (Bio Serv) and water from drinking bottles *ad libitum*.

### Animals

Mice with various levels of *Pthrp* gene ablation (wild-type *Pthrp* ^+/+^, heterozygous *Pthrp* ^+/-^, and homozygous *Pthrp* ^-/-^) in a C57BL/6 background [26] were used to obtain osteoblasts. Because homozygous animals (*Pthrp* ^-/-^) exhibit perinatal lethality due to skeletal and pulmonary problems [26], osteoblasts were collected from fetal mice of all types one day before birth. Briefly, *Pthrp* ^+/-^ males were bred with *Pthrp* ^+/-^ females, pregnant females were sacrificed by cervical dislocation one day before partum and the fetal mice collected and sacrificed by decapitation. The animals were immediately surface-sterilized in 70% ethanol, tail samples were preserved for genotyping, and femoral and cranium bones extracted immediately to obtain trabecular and calvarial osteoblast cells respectively.

### Preparation of osteoblasts and cell culture

The trabecular and calvarial cells were obtained by a method modified after [34]. Briefly, calvarial (cranium, derived from membraneous bone formation) and trabecular (femur, derived from endochondral bone formation) bones were dissected from the animals and predigested in 6-well culture plates for 15 min at 37°C with gentle rotation in digestion medium (TCDA) made immediately before use: trypsin 0.05%, type I collagenase (2 mg/ml, Gibco), DNAse I (0.3 mg/ml, Sigma), penicillin streptomycin (100 U/ml). Bones were transferred to new 6-well plates with fresh TCDA, chopped into small slivers, particles were transferred to a third plate with TCDA and incubated at 37°C 15 min with rotation. Finally, the bone fragments were transferred to a fourth plate containing MAF medium (α-MEM with 15% FBS, penicillin/streptomycin 100 U/ml, fungizone 0.25 ug/ml) and incubated without rotation at 37°C in a humidified cell incubator (5% CO_2_). Only the cells emerging from the bone fragments at this step were kept for experimental purposes. The MAF medium was changed every two days and cells were transferred to 6-well plates when confluent. Aliquots were incubated with AGD differenciation medium (α-MEM 15% FBS, penicillin/streptomycin 100U/ml, fungizone 0.25 ug/ml, ascorbic acid 50 ug/ml, glycerophosphate 10 mM and dexamethasone 0,1 uM final) [35] or MAF as control to test for differenciation markers. The osteoblast primary cultures were filtered through sterile nylon cell strainers (100 microns, BD Biosciences), passaged twice, and 500,000 cells (minimum) were frozen per vial in 90% FBS, 10% DMSO using cryojars (ethanol/ dry ice) for 4 hours at -80°C. The cell vials were transferred to liquid nitrogen storage after 2 days. All culture reagents were from Wisent.

### Genotyping

Tail segments were incubated in lysis buffer (100 mM Tris-HCl 8.0, 5 mM EDTA 8.0, 0.2% SDS, 200 mM NaCl, 0.2 mg/ml proteinase K) at 55°C for 16 hours. Genomic DNA was extracted with phenol/CHCl_3_, ethanol-precipitated and resuspended in TE buffer. Aliquots were digested with PvuII, separated by agarose electrophoresis, and blots hybridized with a PTHrP-specific probe [26].

### Culture for Space mission bioreactors

The available surface on culture slides in the Foton M3 mission biomodules was extremely limited, and allowed testing of the *Pthrp* ^+/+^ and ^-/-^ genotypes only. Cultured primary osteoblasts of both genotypes from calvarial and trabecular origin were exposed to AGD differenciation medium for 4–5 days then trypsinised, counted and cells were attached at very high density (25,000 cells/cm^2^, or 6,500 cells/compartment in 4-compartment slides) to the growth surfaces of sterile CC2 glass slides (Nunc). These slides were handled in a completely sterile fashion and placed inside 10cm culture dishes in a normal culture incubator (5% CO_2_) for a 4-day pre-attachment period in AGD medium. The CC2 slides superstructures were removed under sterile conditions, the glass slides inserted into the sterile mission biomodules and connected to the feeding syringes and waste exhaust lines of the automated experimental trays (Fig 1A, CALM Technologies, Kingston, Canada). Two identical trays were sealed and powered by battery to maintain 37°C temperature and provide medium changes every 48 hours. One tray was kept at 1*g* at the European Space Research and Technology Centre (ESTEC, Noordwijk, The Netherlands) while the twin tray (for 0*g*) was transported over a period of 4 days to Baikonour and installed aboard the Roscosmos (Russian Federal Space Agency) Foton M3 satellite which was launched into orbital flight. (http://esamultimedia.esa.int/docs/foton/FOTON-M3_brochure.pdf).

**Fig 1:**
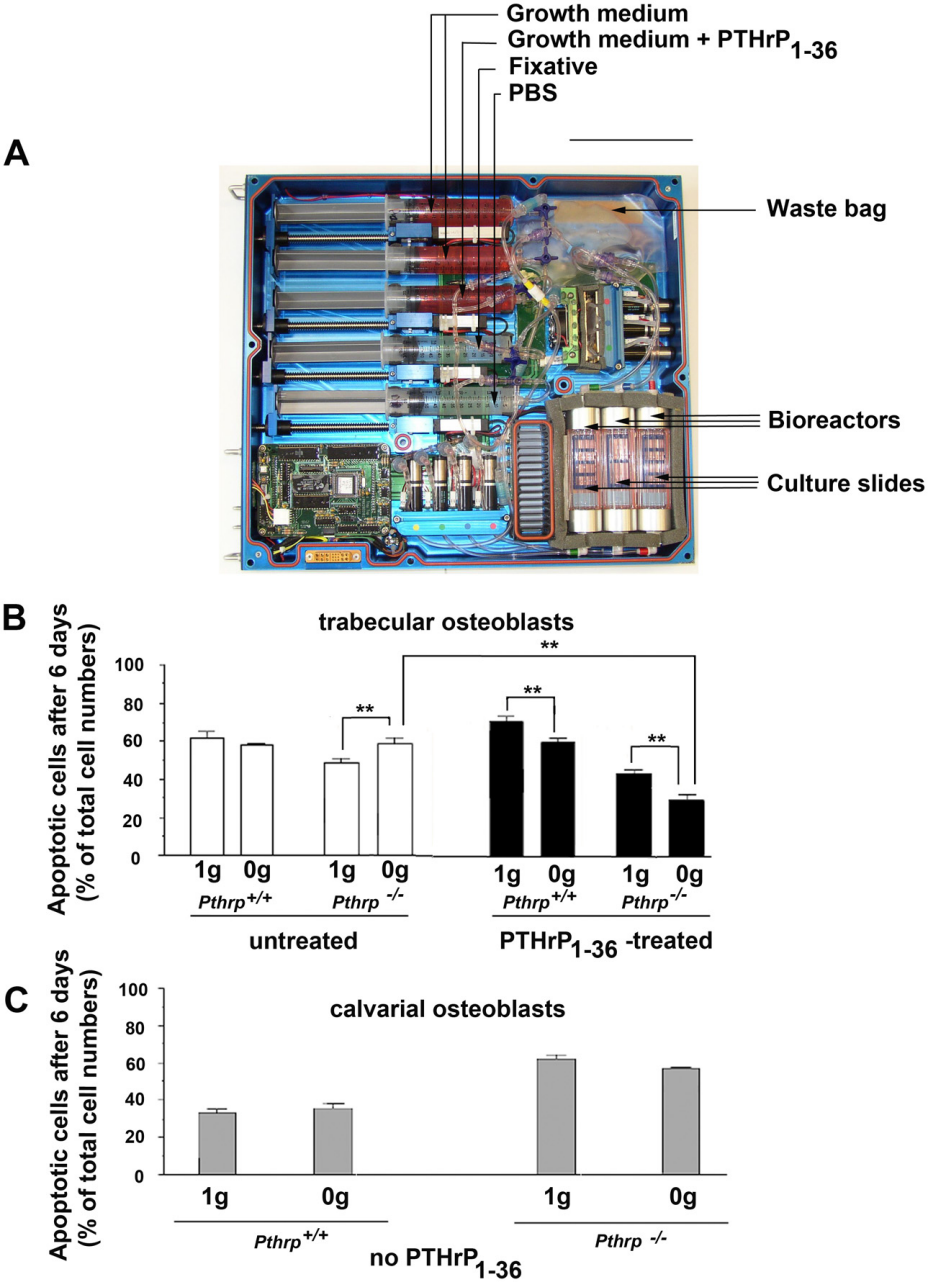
Endogenous PTHrP protects trabecular osteoblasts from Space microgravity-induced apoptosis. (6-day experiments). **(A)** Automated flight-ready tray for conducting cell culture experiments aboard Foton M3 satellite. Osteoblasts were attached onto CC2 culture slides inside three bioreactors (lower right) in a sealed pathway. **(B)** Proportion of apoptotic cells in trabecular osteoblasts in bioreactors after 6 days in Space microgravity (0*g*) or in normal Earth gravity (1*g*). ** p < 0.01. White bars: untreated; black bars: 2-h daily treatment with PTHrP_1-36_ 10^-8^M. **(C)** Proportion of apoptotic cells in calvarial osteoblasts in bioreactors after 6 days in Space microgravity (0*g*) or in normal Earth gravity (1*g*). No PTHrP_1-36_ treatment was conducted on calvarial cells. Scale bar A: 15 cm.

### Experimental flight conditions

Experimental conditions were automatically started one day after reaching orbital flight. Cells were fed fresh AGD growth medium every day, or received a daily 2-hour treatment with 10^-8^M PTHrP peptide amino acids 1–36, (Bachem, Germany) in AGD, followed by a phosphate-buffered saline (PBS) rinse, then fresh AGD medium. Intermittent PTHrP_1-36_ treatment was used as it provides anabolic effects on bone whereas continuous treatment does not [36]. After 6 days of experimentation, the cells were fixed with 1% glutaraldehyde *in situ* on the slides within the 3 bioreactors, then stored in PBS at 15°C. After retrieval from the satellite, slides were stored in PBS at 4°C until assays. Experimental conditions were identical for both 0*g* and 1*g* trays (described in S1 Table).

### Apoptosis assay

Mission slides were analysed for apoptosis events using the single-stranded DNA (ssDNA) detection technique [37]. The glass slides with glutaraldehyde-fixed cells were heated for 20 minutes at 75°C in neat formamide, rinsed with H_2_O, blocked with 3% non-fat dry milk for 1h at room temperature, reacted with a monoclonal antibody to ssDNA (1:10) coupled with horseradish peroxidase (Chemicon), then colored with freshly-prepared diaminobenzidine (DAB) and counter-stained with hematoxylin. Fixed cells positive for DAB (i.e.ssDNA) were apoptotic at the time of in-flight fixation, cells stained with hematoxylin were viable at the same moment. 11 optical fields were counted on each slide and the proportion of apoptotic cells to non-apoptotic cells at the time of fixation was determined.

### Simulated microgravity in rotary cell culture system

The flight data was completed, confirmed and expanded using the Synthecon Revolving Cell Culture System (RCCS) Earth-based microgravity simulator consisting of a horizontally-rotating axis connected to a sterile 10-ml disposable growth chamber called High Aspect Ratio Vessel (HARV) with a CO_2_-permeable membrane (Fig 2A, Synthecon, Houston, TX). The equipment was used inside a standard CO_2_ incubator while connected to an external speed regulator and power supply. Because free, non-adherent cells would rapidly undergo anoikis-induced apoptosis [38], osteoblasts grown in AGD medium were trypsinised, counted, and aliquots of 10^6^ cells were pre-attached to sterile MicroHex microcarriers (Nunc) using 1 ml of 50 cm^2^/ml MicroHex per 10^6^ cells, and incubated 4 days in AGD medium at 30°C in culture plates coated with sterile 4% agarose (Gibco) to prevent attachment [39]. The medium was changed every second day. Primary osteoblasts attach to the surface of the microcarriers and develop in a manner similar to osteoblasts plated on standard culture plasticware except for the fact that the cells create three-dimensional connections with more than one plastic surface, resulting in microcarrier-cell aggregates (Fig 2B and 2C). Within 24 hours of attachment at 1*g*, the cell/microcarrier structures assembled into clumps visible to the naked eye which mimicked the more natural cellular environment found in a living organism. After 5 days, MicroHex-attached osteoblasts (5 x 10^6^) were transferred to 10-ml sterile Synthecon HARV chambers containing AGD medium which were placed inside a standard cell incubator (37°C, 5% CO_2_). The units were rotated at optimized speed (20 rpm) to maintain the constant free fall state characteristic of orbital flight and which is the cause of weightlessness. The rotation simulated 0*g* while avoiding shear forces due to excessive rotation and collision with vessel walls. Two chambers were rotated simultaneously on the same rotation axis, one containing the untreated control receiving daily medium change, the other receiving a daily 2-h PTHrP_1-36_ 10^-8^M treatment followed by fresh medium. Cells on microcarriers but growing in AGD medium in agarose-coated plasticware in a standard cell culture incubator were used as 1g controls and received the same regimen of treatments or medium changes. Triplicate experiments were conducted with conditions identical to those aboard the satellite. At the end of the 6^th^ day, cells were collected, trypsinized to release them from the microcarriers, and aliquots analysed for viability by Trypan Blue analysis. Treatment and media change conditions for 6-week experiments were identical to those lasting 6 days.

**Fig 2:**
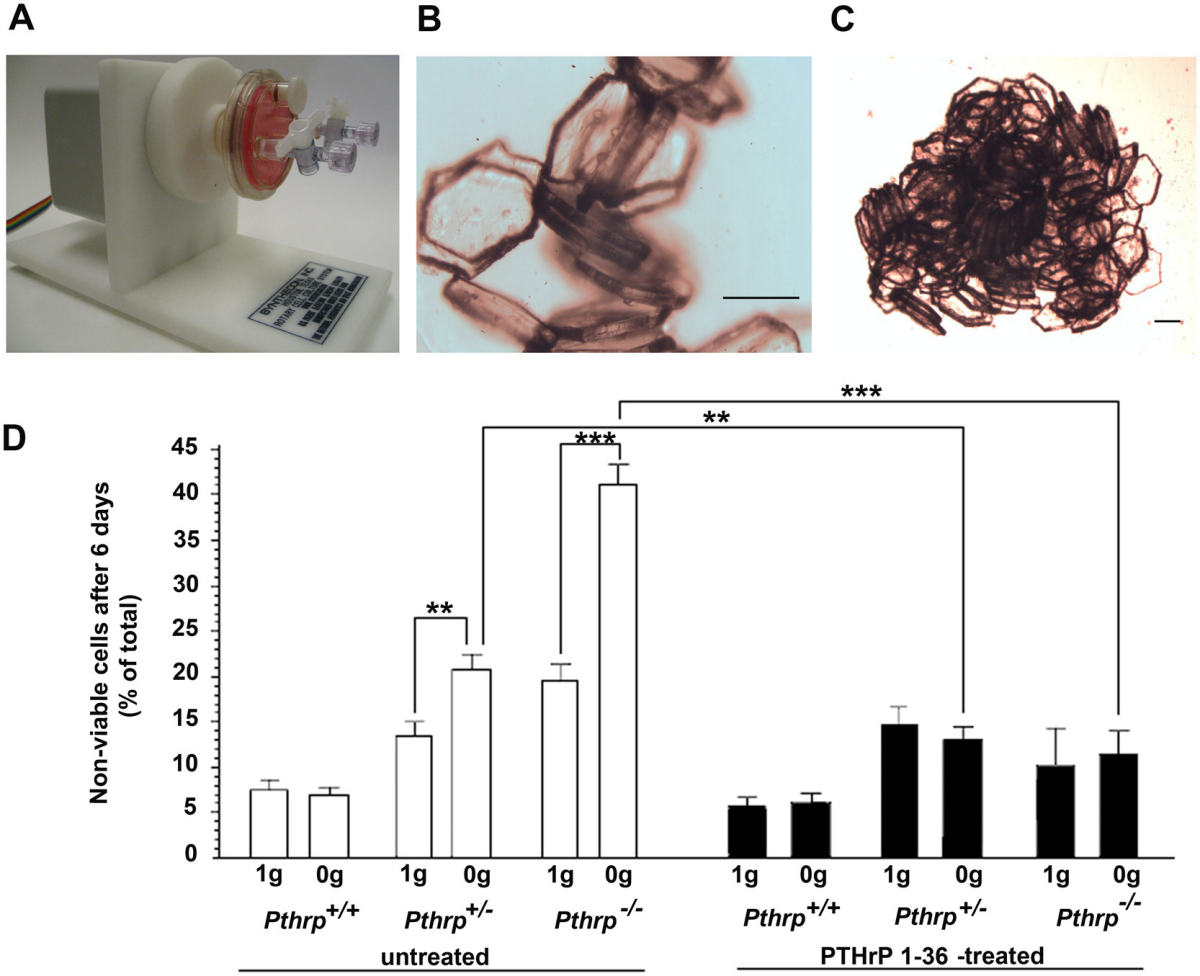
Allelic effect of endogenous PTHrP levels in simulated microgravity, and compensation by exogenous PTHrP _1–36_ (6-day experiments). **(A)** Microgravity simulation apparatus (RCCS) with one rotating culture unit (HARV). **(B)** MicroHex carriers with attached trabecular osteoblasts in culture. **(C)** Cell-induced MicroHex aggregate in culture (occurs for both trabecular and calvarial osteoblasts). **(D)** Trabecular osteoblast viability after 6 days on MicroHex carriers in normal gravity (1*g*) or in simulated microgravity (0*g*) (triplicate 6-day experiments). White bars: untreated; black bars: 2-h daily treatment with PTHrP_1-36_ 10^-8^M. ** p < 0.01, *** p < 0.001. Scale bars: B, C: 200 μm.

### Trypan Blue viability test

During long-term experiments, sampling from the HARV rotating chamber was conducted at weekly intervals. Aliquots of cell-microcarriers aggregate were quickly collected in sterile fashion from the momentarily-immobilised HARV, and transferred to sterile microfuge tubes. The aggregates were washed with growth medium then trypsinized in tubes kept horizontally for 20 minutes at 37°C. After cell detachment, the tubes were put vertically in racks to sediment the microcarriers, and the supernatant collected. Microcarriers were rinsed twice with growth medium to collect residual cells, the trypsinised combined volumes were centrifuged, the cells resuspended in growth medium and stained with Trypan Blue for viability [40].

### RNA extraction and microarrays

Collected cells from duplicate experiments were lysed on MicroHex microcarriers using Trizol (InVitrogen, Carlsbad, CA) according to manufacturer’s intructions, frozen at -80°C and sent for RNA extraction and microarray analysis to the Centre d’Innovation de Génome Québec, (Montréal, QC). 

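Each of the 8 conditions of the array experiment was hybridised in duplicate, on 2 arrays, which makes 16 arrays in all. Over the tested probes, the log2 values of the 2 arrays of a condition correlated at 0.989 to 0.997. By the methods, an untreated and a treated 0g chamber were rotated together on the same axis, but no source used names the replicates that shared a run, and the comparisons are unpaired. The text gives the replicates only as duplicate experiments and does not say whether they came from separate animals, so the p-values measure the spread between these cultures.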

Illumina Mouse Ref-8 v2.0 slides (25,697 probes) were hybridized with trabecular osteoblast samples (*Pthrp* ^+/+^ and *Pthrp* ^-/-^) from experiments in 1*g* or in simulated microgravity for 6 days, conducted with or without intermittent (2-h daily) PTHrP _1–36_ treatment (8 different conditions in total). Data pre-processing and analysis of expressions levels results were conducted using the FlexArray software version 1.5 from Génome Québec [41] http://genomequebec.mcgill.ca/FlexArray. 

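The authors' normalized values are on a log2 scale, and on each array they rank the probes as the non-normalized intensities do (rank correlation 1). Sfrp2, which encodes a secreted Wnt regulator, had a fold change of 0.0466 at 0g (n = 2 arrays per group) from background-corrected intensities and of 0.120 from the authors' normalized values. The values below were computed from the intensities, and the authors' normalized values were used as an alternative, as was Wright and Simon's random variance model.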

Normalization was performed with the Lumi package and the data were analyzed using EB Wright and Simon statistical analysis. We retained only gene lists with probe values of p ≤ 0.05 for analysis. 

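At an unadjusted p under 0.05 from limma and with no fold minimum, 4092 of 10437 tested genes differed between 0g and 1g, 6420 between genotypes at 1g, and 2674 between treated and untreated Pthrp+/+ TOs at 0g. In 100 simulated sets of unchanged groups of the same size, the paper's fold and p thresholds together called on average 0.530 genes for 0g (at most 4), 0.610 for ablation (at most 3) and 27.9 for the treatment (at most 37). The fold threshold for the treatment is lower. The largest adjusted p among the genes called at these thresholds was 0.0164 for 0g, 0.0239 for ablation and 0.232 for the treatment.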

Cluster analysis was performed with the Database for Annotation, Visualization and Integrated Discovery online functional annotation tool [42] and by manual searches. Venn diagrams were made using FunRich analysis tool [43]. Microarray data was deposited in the NCBI GEO database and is available under accession number GSE 78980.

### Analysis software, statistics

Statistical analyses of viability experiments were conducted using GraphPad Prism 4.0 for Windows (GraphPad Software, San Diego, CA), using one-way ANOVA with Bonferroni’s multiple comparison post-test. Results were considered significant at p ≤ 0.05.

## Results

### Endogenous PTHrP and exogenous PTHrP_1-36_ protect trabecular osteoblasts from Space microgravity-induced apoptosis

In order to investigate the role of PTHrP in bone cells exposed to space microgravity, trabecular and calvarial osteoblasts obtained from bones of *Pthrp* ^-/-^ fetal mice and *Pthrp* ^+/+^ littermates [26] were attached to CC2 culture slides and inserted into sterile bioreactors connected online to the automated experimental trays (Fig 1A). The 6-day experiment involved a daily 2-hour treatment with 10^-8^ M PTHrP _1–36_ peptide, or a control with growth medium change only for both the 0*g* and 1*g* trays (S1 Table). After return to Earth, an analysis of apoptotic cells was conducted by the ssDNA method [37]. A comparison of *Pthrp* ^+/+^ TOs in the 1*g* tray with equivalent cells aboard the Foton3 satellite indicates that a 6-day exposure to microgravity causes no significant induction of apoptosis. For *Pthrp* ^*-/-*^ TOs, however, a 20.4 ± 5.0% increase in apoptotic cells was observed at 0*g* over the 6-day period compared to the equivalent *Pthrp* ^-/-^ cells which had remained on Earth (Fig 1B white bars). Intermittent treatment with 10^-8^M PTHrP _1–36_ peptide reduced the number of apoptotic cells in 0g compared to 1g by 11.6 ± 4.1% and 50.2% ± 5.4% for ^+/+^ and ^-/-^ TOs respectively (Fig 1B black bars) (p < 0.01). In contrast, over the 6-day period, osteoblasts of calvarial origin (COs) showed little difference in apoptosis due to microgravity exposure although *Pthrp* ^*-/-*^ COs displayed elevated apotosis proportions compared to ^+/+^ COs regardless of gravity conditions (Fig 1C). COs were not treated with PTHrP due to the limited reaction volumes available within the experimental trays. These data implicate PTHrP in TO survival in short-term microgravity exposure, and show that in the absence of endogenous PTHrP, intermittent treatment with exogenous PTHrP _1–36_ reduces the number of cells undergoing apoptosis.

### Allelic effect of endogenous PTHrP levels in simulated microgravity, and compensation by exogenous PTHrP _1–36_

In order to reproduce and expand Space flight results on the role of endogenous and exogenous PTHrP in trabecular octeoblasts, we used the Revolving Cell Culture System Earth-based microgravity simulator from Synthecon (Fig 2A). TOs from *Pthrp* ^+/+^, *Pthrp* ^+/-^ and *Pthrp* ^-/-^ fetal animals attached to sterile MicroHex microcarriers (Fig 2B) spontaneously transformed into three-dimensional structures within 24 h (Fig 2C) and these aggregates remained intact throughout the experiment. The low negative impact of our design is evident in the excellent survival of various types of osteoblasts in the Synthecon chambers for extended periods of time (see next section).

Cell-microcarrier aggregates were collected after 6 days, trypsinised and analysed by Trypan blue for viability. After 6 days, *Pthrp*^+/+^ TOs presented a low (7.5±1.1%) percentage of non-viable cells in both 0*g* and 1*g* experimental set-ups. Heterozygous *Pthrp* ^+/-^ TOs displayed a higher percentage of non-viable cells (22% ± 2.1 at 0*g* compared to 13.5±1.9% at 1*g*) p < 0.01, and *Pthrp* ^-/-^ TOs were greatly affected by weightlessness (non-viable cells: 43±3.1% at 0*g* compared to 20 ± 2.5% at 1*g*) (Fig 2D white bars) p < 0.001. Intermittent treatment with PTHrP _1–36_ made little difference at 1*g* or 0*g* for *Pthrp*^+/+^ TOs but reduced the percentage of non-viable cells from 22.1 to 12.7 ± 4% at 0*g* in the heterozygous TOs. In *Pthrp* ^-/-^ cells, PTHrP _1–36_ intermittent treatment decreased non-viable cells from 20±3.2% to 11±2.5% at 1*g*, but there was a striking reduction (43±4.2% to 11±5.0%) in numbers of non-viable cells at 0*g* (Fig 2D black bars) p < 0.001. These data confirm the results obtained in Space: there is little to no effect of microgravity on *Pthrp*^*+/+*^ cell viability in 0g over 6 days, but incremental loss of viability as *Pthrp* levels of expression decrease. Intermittent PTHrP_1-36_ maintains or increases viability, especially in *Pthrp*^*-/-*^ TOs. The simulated microgravity experiments demonstrate again the greater vulnerability of *Pthrp*-ablated trabecular osteoblasts to microgravity and point to a definite allelic effect for *Pthrp* ablation.

### Long-term exposure to simulated microgravity is detrimental to wild-type trabecular osteoblasts but compensated for by exogenous PTHrP_1-36_ treatment

In order to investigate the effect of longer microgravity exposure on wild-type TOs, 6-week experiments were conducted with wild-type *Pthrp*^+/+^ TO cells attached to microcarriers and exposed to RCCS-simulated microgravity (0*g*) or to normal gravity (1*g*). Incubation conditions, media changes and intermittent daily PTHrP _1–36_ treatments (10^-8^ M) were identical to those described above. Samples of osteoblast aggregates on microcarriers were drawn from 1*g* and 0*g* experimental set at weekly intervals, trypsinized, and cell viability assessed by Trypan blue staining. The three-dimensional cell aggregates on micro-carriers provide *in vitro* growth conditions that are closer to those found *in vivo* compared to single layer cultures [44] and allow excellent survival of wild-type trabecular osteoblasts in normal gravity over the course of 6 weeks; wild-type *Pthrp*^+/+^ TOs attached to MicroHex carriers easily survived 6 weeks in culture plates in normal 1*g* gravity, with only a 10–15% overall loss in viability (Fig 3). In contrast, *Pthrp*^+/+^ TOs on MicroHex carriers exposed to simulated microgravity (0*g*) started to lose viability after 2 weeks and presented a striking 50% non-viable cells after 6 weeks. Importantly, a 2-h daily treatment with PTHrP_1-36_ over the 6-week period reduced this loss of viability to 15%, similar to that of cells left at 1*g*. As expected from results observed in Fig 2, *Pthrp*^*-/-*^ TOs did not survive past week 2 (not shown). These results suggest that microgravity-induced molecular events leading to cell death occur early in wild-type TOs and that intermittent treatment with PTHrP _1–36_ peptide maintains viability in these cells over the course of 6 weeks.

**Fig 3:**
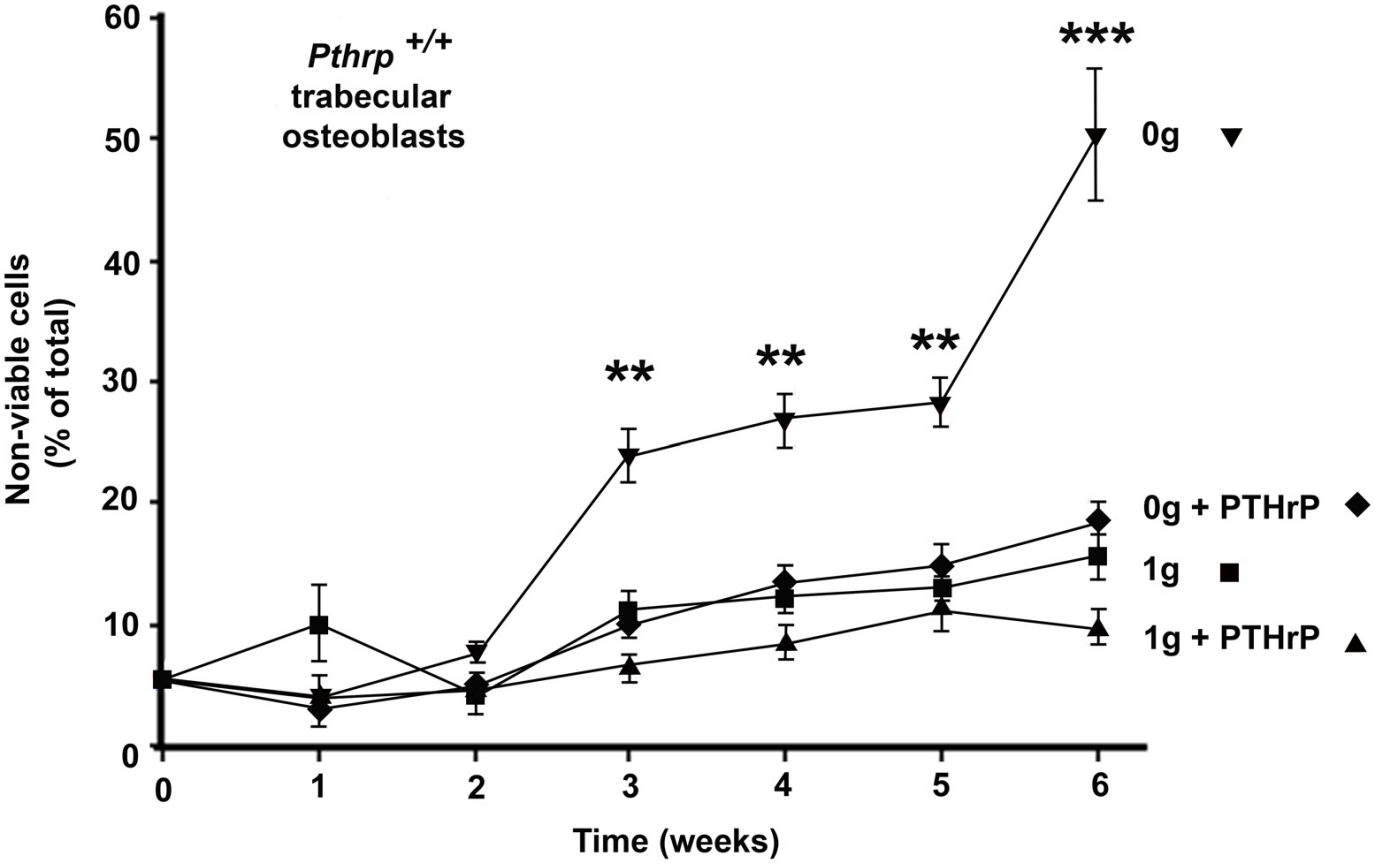
Long-term exposure to simulated microgravity is detrimental to wild-type trabecular osteoblasts but compensated for by exogenous intermittent PTHrP_1-36_ treatment. *Pthrp*^*+/+*^ trabecular osteoblasts at 1*g* (■) or 0*g* (▼). *Pthrp*^*+/+*^ trabecular osteoblasts treated with PTHrP_1-36_ 10^-8^M.at 1*g* (▲) or 0*g* (♦). (triplicate 6-week experiments). Viability estimated by Trypan blue. ** p < 0.01, *** p < 0.001.

### Long-term exposure to simulated microgravity has little negative effect on calvarial osteoblasts

Long-term experiments (6-weeks) were conducted in the RCCS equipment with calvarial osteoblasts from *Pthrp* ^+/+^ and ^-/-^ mice. CO cells attached to MicroHex carriers produced three-dimensional structures similar to those observed in trabecular experiments. Experimental 0*g* and 1*g* conditions were identical to above except that no exogenous PTHrP _1–36_ treatment was conducted. Fig 4 shows that COs from wild type *Pthrp* ^+/+^ mice maintain comparable viability in 0*g* and 1*g* for at least 6 weeks (10 to 12% non-viable cells). As suggested by results from Fig 1C, *Pthrp* ^-/-^ COs are more sensitive to 0g but the percentage of non-viable cells after 6 weeks at 0*g* is only 13% above that of *Pthrp* ^-/-^ calvarial cells at 1*g*. These results indicate that wild-type COs are little affected by a 6-week exposure to microgravity, but that PTHrP nevertheless plays some role in resistance to weightlessness in cranium-derived osteoblasts since *Pthrp* ^-/-^ calvarial cells slowly lose viability in 0*g*.

**Fig 4:**
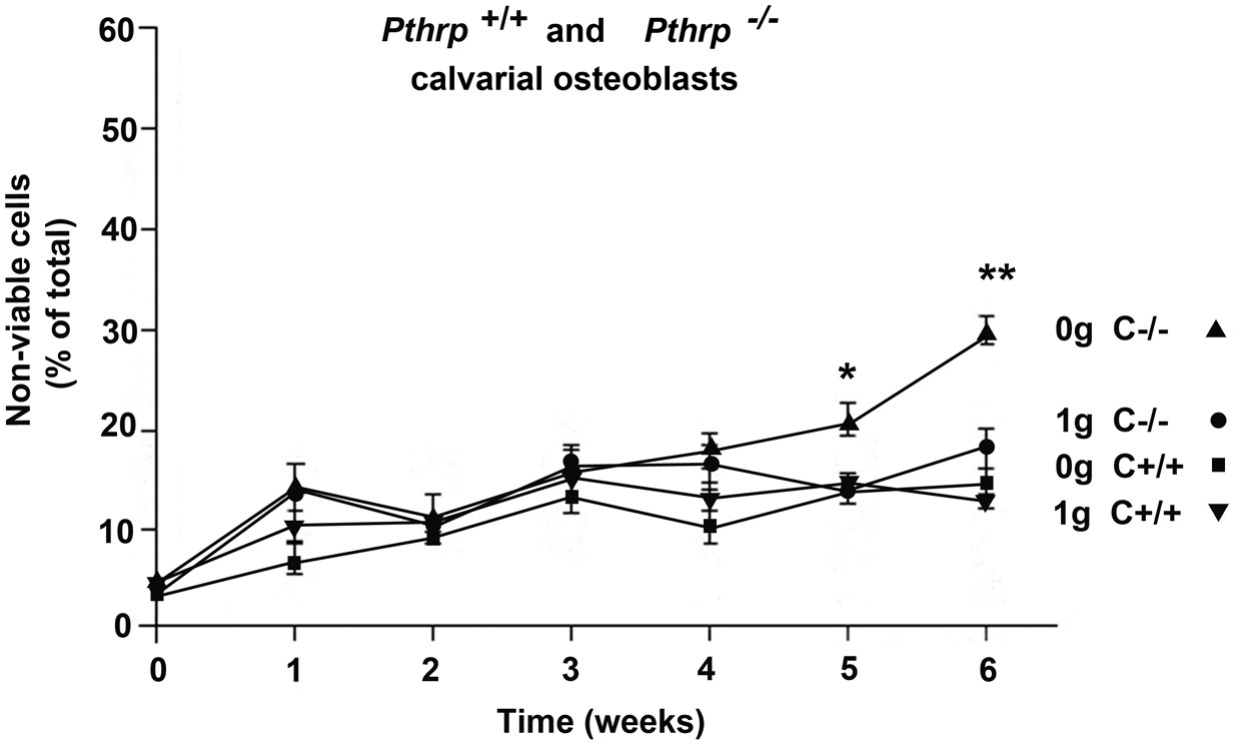
Long-term exposure to simulated microgravity has little negative effect on calvarial osteoblasts. *Phtrp*^*+/+*^ calvarial osteoblasts at 1g (▼) or 0g (■). *Pthrp*^*-/-*^ calvarial osteoblasts at 1g (●) or 0g (▲). (triplicate 6-week experiments). No exogenous PTHrP_1-36_ treatment was applied in this experiment. Viability estimated by Trypan blue. * p < 0.05, ** p < 0.01.

### Microarray analysis conducted on trabecular osteoblasts: effect of 6-day exposure to microgravity, effect of *Pthrp* ablation, and reversal by intermittent PTHrP _1–36_ treatment

Microgravity-induced adverse effects appear early on in TOs exposed to weightless conditions. Since these early events are crucial to all subsequent physiological changes, expression microarrays after 6 days at 0*g* were analysed in order to identify the genes involved. 

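Trabecular osteoblasts (TOs), the bone-forming cells of spongy bone, were cultured on microcarriers from Pthrp+/+ mice or from mice without the gene for parathyroid hormone-related protein (Pthrp-/-). They were kept for 6 days at 1g or in a rotating vessel that simulates microgravity (0g), with or without PTHrP1-36 at 10 nM for 2 h per day. By the methods, the 1g cultures stood in agarose-coated plasticware, so a 0g effect here cannot be told apart from an effect of the vessel or its rotation. Untreated cultures had a daily medium change and treated ones the peptide and then fresh medium, so treatment and handling also go together. RNA from each of the 8 conditions was hybridised to 2 Illumina Mouse Ref-8 v2.0 arrays of 25697 probes. Between 12161 and 13560 probes per array were detected (detection p under 0.05 against the negative control beads), and the median intensity of the detected probes was 3.42 to 5.21 times the mean of the negative controls. The authors deposited non-normalized intensities with their detection p and log2 values normalized with the lumi package. The intensities were corrected for background with limma's neqc (offset 16), quantile-normalized and log2-transformed. Of the probes, 15279 were detected on at least 2 arrays and were tested, and they cover 10437 genes. All 8 conditions entered 1 limma fit with 8 residual degrees of freedom, and a gene was counted where any of its probes passed. Background correction widens the folds of genes that are dim in 1 group, and a fold against a group in which the probe was not detected is given as a lower bound. With 2 arrays per condition, their number limits the precision. Pthlh, the gene for PTHrP itself, has 0 probes on the array. Pth1r, which encodes its receptor, had log2 fold changes of -0.21 ± 0.20 (SE) at 0g, 0.20 ± 0.20 with ablation and -0.01 ± 0.20 with the treatment, with adjusted p = 0.527, 0.431 and 0.982.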

Microarray analysis (Illumina Mouse Ref8) was conducted on *Pthrp*^+/+^ wild type TOs exposed to 6 days of simulated microgravity to check for early gene expression changes that lead to microgravity-induced alterations detectable in the following weeks. 0*g*-induced changes in *Pthrp*^*+/+*^ TOs were also compared with those resulting from *Pthrp* gene ablation. 

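Across genes, the log2 fold changes of Pthrp+/+ TOs at 0g and of Pthrp-/- TOs at 1g, both against the 2 arrays of untreated Pthrp+/+ TOs at 1g, correlated at 0.76. The shared arrays alone gave 0.50 in simulated unchanged groups. With the ablation effect taken from treated cells at 1g, which share no array with the 0g comparison, the correlation was 0.72, against a simulated value near 0. Genes are not independent replicates, so no p is given for these correlations. Cck, the gene of the peptide hormone cholecystokinin, had the largest rise at 0g (log2 fold change 4.52 ± 0.13, SE, n = 2 arrays per group) and rose by 2.43 ± 0.13 with ablation. Hp, which encodes the hemoglobin-binding protein haptoglobin, fell by 3.89 on the log2 scale at 0g and was at least 30.2-fold lower with ablation.

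**Figure D1:**
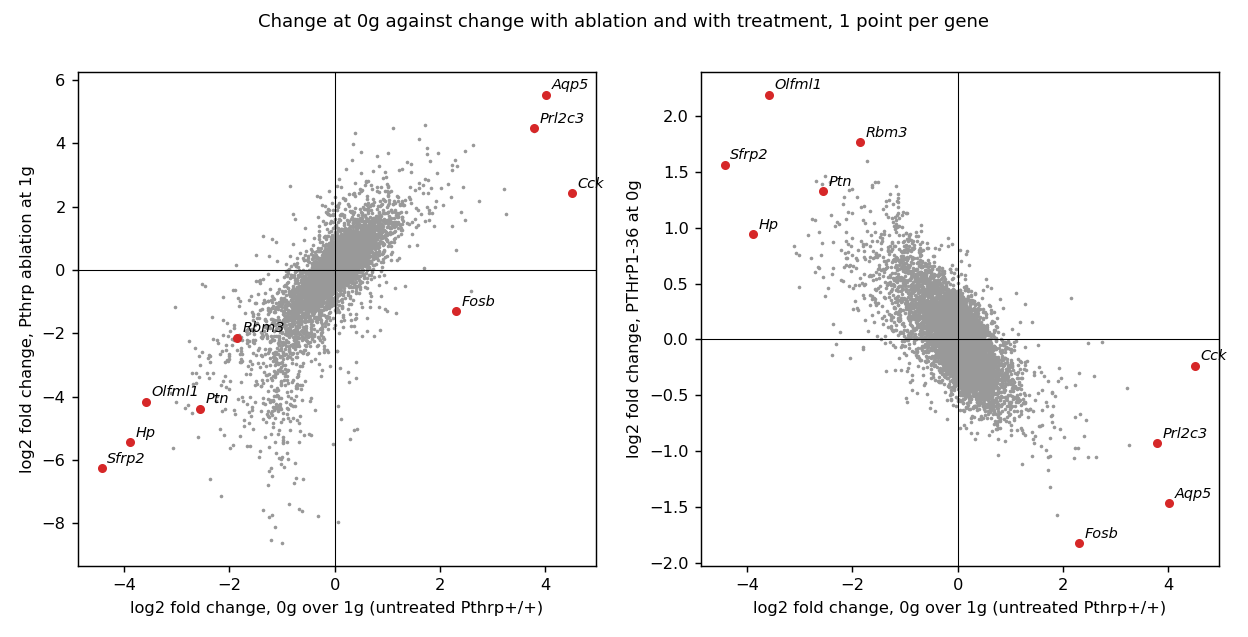
Log2 fold change at 0g in untreated Pthrp+/+ TOs (horizontal axis) against that with Pthrp ablation at 1g (left) and with PTHrP1-36 at 0g (right, vertical axes), 1 grey point per tested gene, with 9 named genes in red. The points run along a rising diagonal on the left and a falling one on the right, and both panels share arrays between their axes.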

Reversal was examined upon intermittent treatment with the PTHrP_1-36_ peptide (10^-8^M) of *Pthrp*-ablated and 0*g*-exposed TO cells.

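In Pthrp-/- TOs the treatment changed 387 genes at 1g and 264 at 0g at an adjusted p under 0.05 (limma); the genes named here were chosen after their values were seen. At 1g, Tac1, the precursor of the neuropeptide substance P, was at least 2.49-fold higher with the treatment, and Col15a1, a basement membrane collagen, rose by 1.62 ± 0.14 (log2, SE, n = 2 arrays per group). Chodl, which encodes the membrane protein chondrolectin, fell at both gravities (log2 fold change -1.56 at 1g, and at least 3.47-fold lower at 0g). At the paper's thresholds, 30 ablation-upregulated genes fell with treatment of Pthrp-/- TOs at 1g and 27 rose further, while 57 ablation-downregulated genes rose and 20 fell further. These arrays are shared with the ablation comparison. At 0g, where none is shared, the same 4 counts were 22, 26, 56 and 11. Independent lists of these sizes would share 10.5, 16.1, 21.4 and 14.1 genes at 1g, and 10.8, 16.1, 21.5 and 14.4 at 0g.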

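After 6 days at 0g, Pthrp+/+ TOs had lower levels of genes of cell division, of hypoxia and of immune cells, and higher levels of H2B histone genes and of targets of the aryl hydrocarbon receptor (AHR). Of 20 mitosis genes, 19 fell and none rose (19 adjusted over the list alone, median log2 fold change -1.08), among them Nusap1, a spindle protein, at -1.36 ± 0.12 (SE, n = 2 arrays per group). Of 22 hypoxia-induced genes, 15 fell and 1 rose (16 and 1 adjusted over the list alone), with carbonic anhydrase 9 (Car9) at -3.02 ± 0.13 and the prolyl hydroxylase gene Egln3 at -2.64 ± 0.13. In addition, 9 of 14 glycolysis enzymes fell (10 adjusted over the list alone). Since the 0g and 1g cultures also differed in vessel and rotation, these falls cannot be assigned to gravity alone. Of 31 macrophage markers, 29 fell and 2 did not pass (29 adjusted over the list alone). Of 20 interferon-stimulated genes, 16 fell (17 lower and 1 higher adjusted over the list alone), and so did 6 of 6 complement genes (6 adjusted over the list alone). All 5 tested AHR targets rose (5 adjusted over the list alone), led by the aldehyde dehydrogenase gene Aldh3a1 at 3.22 ± 0.12. So did 8 of 11 H2B histone genes (9 adjusted over the list alone). The H2B genes, like the H2A genes below, are near-identical copies, so their counts in any comparison need not stand for separate signals. Of 20 p53 targets, 11 rose and 1, Sesn1, fell (14 higher and 1 lower adjusted over the list alone). In camera with an estimated correlation these lists had adjusted p between 0.00295 and 0.0322, and the macrophage markers 0.000193. The lists were fixed beforehand, but 24 of the macrophage markers, 14 of the mitosis genes and 7 of the hypoxia-induced genes stand in the paper's tables, whose values had been seen. So do 4 of the glycolysis enzymes, 1 of the complement genes, 3 of the AHR targets and 6 of the p53 targets. At the paper's thresholds 195 genes were upregulated and 429 downregulated (624 in total), and at an adjusted p under 0.05 the counts were 1488 and 1483. Without background correction the total at the paper's thresholds was 398, and with the authors' normalized values it was 204. With cyclic loess normalization the adjusted counts split into 1128 up and 1756 down.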

In *Pthrp*^+/+^ trabecular osteoblasts, a 6-day period in simulated microgravity significantly upregulated 59 genes (fold change > 2.0, *p* < 0.05, complete gene list in S2A Table), and downregulated 129 genes (fold change < 0.5, *p* < 0.05, complete gene list in S2B Table) compared to *Pthrp*^+/+^ TOs which remained at 1*g* (total number of genes significantly affected by 6 days at 0g = 188). *Pthrp* gene ablation (i.e. comparison of *Pthrp*^+/+^ and *Pthrp*^-/-^ TOs at 1*g*) significantly upregulated 270 genes (fold change > 2.0, *p* < 0.05, complete genelist in S3A Table) and downregulated 493 genes (fold change < 0.5, *p* < 0.05, complete gene list in S3B Table)(total number of genes significantly affected by *Pthrp* ablation = 763).

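In Pthrp-/- TOs at 1g the largest falls were in macrophage genes, all 31 of whose tested markers fell (31 adjusted over the list alone). The median log2 fold change of these markers was -5.57, or -5.45 with the 21 markers that were not detected on either Pthrp-/- array set to their bound. C1qb and C1qc, subunits of complement C1q, were at least 227-fold and 179-fold lower, Fcer1g, an Fc receptor subunit, was at least 354-fold lower, and Lyz2, lysozyme, had a log2 fold change of -7.77 ± 0.16 (SE, n = 2 arrays per group). All 20 chemokine genes fell as well (20 adjusted over the list alone), with Ccl4 at least 153-fold lower, and so did 19 of 20 interferon-stimulated genes (19 adjusted over the list alone). Of 24 S phase genes, 21 fell and 1, Rrm2, rose (22 lower and 1 higher adjusted over the list alone), with thymidine kinase (Tk1) at -5.26 ± 0.15, and 19 of 20 mitosis genes fell (19 adjusted over the list alone), with Birc5 at -4.67 ± 0.14. All 10 fibrillar and associated collagens fell (10 adjusted over the list alone). Among the largest rises were Anxa8, a calcium-binding annexin, at 4.59 ± 0.11, Wnt10a, a Wnt ligand, at 4.48 ± 0.14, and Esm1, which encodes endocan, at 4.33 ± 0.14. All 11 H2B histone genes rose (11 adjusted over the list alone; adjusted p = 0.0550 with an estimated correlation). In the paper's tables, whose values had been seen, stand 9 of the chemokine genes, 11 of the interferon-stimulated genes, 12 of the S phase genes, 6 of the collagens and 8 of the H2B histone genes. At the paper's thresholds 834 genes were upregulated and 1112 downregulated, 1944 in total since 2 genes had probes that went both ways, and at an adjusted p under 0.05 the counts were 3444 and 2393. The median of all genes lay at 0.12 (log2), and at -0.01 with cyclic loess, which split the counts at the paper's thresholds into 604 and 1272 and the adjusted counts into 2465 and 3006. With the authors' normalized values the total at the paper's thresholds was 717.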

With this information, a parallel was established between the effects of microgravity exposure on wild-type *Pthrp*^+/+^ TOs, and the changes in gene expression occurring after *Pthrp* ablation at 1*g*. 

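At the paper's thresholds, 173 genes were upregulated both at 0g and with ablation, where 15.6 would be common to 2 independent lists of these sizes among the tested genes, and 387 were downregulated by both, where the corresponding number is 45.7. The upregulated genes included Whrn, a scaffold protein gene (log2 fold changes 2.21 ± 0.15 and 2.31 ± 0.15, SE, n = 2 arrays per group), Fam110c (1.72 ± 0.12 and 2.86 ± 0.12) and the activin subunit gene Inhbb (3.26 ± 0.17 and 1.76 ± 0.17). The downregulated genes included Agtr1a, an angiotensin II receptor (-3.11 ± 0.21 and -3.89 ± 0.21), Fmo1, a monooxygenase (-2.52 ± 0.10 and -2.59 ± 0.10), and Tril, a Toll-like receptor cofactor (-2.70 ± 0.20 and -3.59 ± 0.20). Both comparisons use the same 2 arrays of untreated Pthrp+/+ TOs at 1g, so part of the overlap may come from them. In 100 simulated sets of unchanged groups, which hold hardly any called gene, at most 1 gene was common. With the ablation effects kept in size but shuffled over genes of like level, and the arrays still shared, 82.3 genes were common on average (at most 102), where 1 probe per gene gave 535. With the ablation effect taken from treated cells, which shares no array, 158 upregulated and 367 downregulated genes were common. That comparison removes the shared arrays only. Like the untreated one, it relies on the gravity labels of the Pthrp-/- arrays. An exchange of these labels, taken up under the results flagged for a closer look, would put 0g arrays into both.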

52 upregulated and 115 downregulated genes were found to be common between 0*g* exposure and *Pthrp* ablation effects (Fig 5A and 5B, intersects, complete list of common genes in Tables 1 and 2). 

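The 560 genes changed in the same direction by 0g and by ablation are 89.7% of the 624 genes changed at 0g (95% Wilson interval 87.1 to 91.9), 88.7% of the upregulated and 90.2% of the downregulated genes. Among the genes in this share were Tinagl1, a matrix protein gene (log2 fold changes 1.60 ± 0.17 and 4.14 ± 0.17, SE, n = 2 arrays per group). Mgarp, a mitochondrial protein gene in it, fell by 3.07 at 0g and was at least 32.9-fold lower with ablation. At an adjusted p under 0.05 with no fold minimum, 1316 of 1488 upregulated and 1335 of 1483 downregulated genes went the same way with ablation. The interval treats genes as independent, which they are not.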

In all, 88% of the genes modified by microgravity were similarly affected by *Pthrp* ablation. 

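The 53 genes that the paper names in these categories and that have a tested probe all changed in the stated direction both at 0g and with ablation at an adjusted p under 0.05 (limma). Each gene was read from its tested probe with the highest mean. Other tested probes did not pass at 0g for Rbm3 (log2 fold change 0.02), Bdnf (0.15 and 0.11), Cd44 (-0.02 and -0.01) and Col7a1 (0.17). The 53 genes were chosen from the paper's tables and so are not independent evidence of direction. Aqp5, a water channel gene, rose most among them, with log2 fold changes of 4.03 ± 0.11 at 0g and 5.53 ± 0.11 with ablation (SE, n = 2 arrays per group). Scx, a tendon transcription factor, rose by 2.30 ± 0.18 and 3.48 ± 0.18, Cryab, a small heat shock protein, by 1.46 ± 0.12 and 3.33 ± 0.12, and Nkd2, a Wnt antagonist, by 2.64 ± 0.09 and 3.94 ± 0.09. Dlk1, a regulator of cell differentiation, fell (-2.09 ± 0.17 and -4.40 ± 0.17). Dpt, the matrix protein dermatopontin, fell at 0g (-2.71 ± 0.18) and was at least 17.6-fold lower with ablation. Of the lists fixed beforehand that match these categories, 8 of 13 heat shock genes rose at 0g and 10 with ablation (10 and 11 adjusted over the list alone), and none fell. Of 12 BMP and activin pathway genes, 8 rose and 2, Bmp4 and Fst, fell at 0g (8 and 2 adjusted over the list alone; adjusted p = 0.0530 with an estimated correlation). The 21 Wnt pathway genes went both ways (4 up and 7 down at 0g, the same adjusted over the list alone). So did the 17 osteoblast markers (3 up and 5 down, the same adjusted over the list alone), among them Ibsp, bone sialoprotein (-1.56 ± 0.16), and Alpl, alkaline phosphatase (-1.09 ± 0.22). In the paper's tables stand 5 of the heat shock genes, 6 of the BMP and activin pathway genes, 6 of the Wnt pathway genes and 2 of the osteoblast markers.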

Clustering analysis suggests the common genes are mainly related to the following metabolic categories: prolactins (up: *Plf2*, *Mrpplf3)*, genes involved in bone growth, mineralization and bone morphogenic protein (BMP) metabolism (up: *Aqp5; Grem1*, *Inhba*, *Nbl1*, *Cryab*, *Ank*, *CD44*, *Scx*, *Mustn1*, *Tnfrsf11b* (osteoprotegerin), *Bdnf*, *Stmn2*; down: *Ptn* (pleiotrophin), *Hp*, *Scara5*, *Itm2a*, *Ptn*, *Dlk1*, *Ramp2*, *Dab*, *Eno1*, *CD14*, *Hemp1*, *Lgmn*, *Txnip*, *Ptx3)*, apoptosis/survival (down: *Clu*, *Rbm3*), extracellular matrix components (up: *Timp3*, *Prelp*, *Ctgf*, *Col7a1*; down: *Lum*, *Dcn*, *H19*, *Nid2*, *Col3a1*, *Dpt*, *Ctsc*), Wnt signaling (up: *Gpc1*, *Nkd2*; down: *Sfrp 2* and *1*), IGF signaling (down: *Igfbp5* and *3*, *Igf2*), heat-shock proteins (up: *Hspb1* and *8*), chemokines (down: *Cxcl12* and *4*, *Ccr5*), cell cycle control (up: *Ccng1*, down: *Cdkn1c*), as well as a variety of histone genes. 

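Between 0g and ablation, 4 genes changed in opposite directions at the paper's thresholds, and they were named after their values were seen. The chemokine genes Ccl2 (log2 fold changes 1.16 ± 0.15 and -1.35 ± 0.15, SE, n = 2 arrays per group) and Cxcl14 (1.00 ± 0.19 and -1.30 ± 0.19) and the immediate early gene Fosb (2.31 ± 0.17 and -1.30 ± 0.17) were upregulated at 0g and downregulated with ablation. Ptpn22, a phosphatase of immune cells, was downregulated at 0g (-1.35 ± 0.22) and upregulated with ablation (1.07 ± 0.22). The adjusted p of these 8 changes from limma were at most 0.00176. Unrelated lists of these sizes would hold 20.8 and 34.3 such genes, a number that leaves out the arrays of untreated 1g TOs that both comparisons use and that can make opposite calls rarer. With these arrays shared and the ablation effects shuffled over genes of like level, 21.3 and 31.2 genes were opposite on average. With ablation taken from treated cells, which shares no array, 5 and 3 were. With the authors' normalized values there were 0 such genes, and without background correction there was 1.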

Importantly, none of the significantly-affected genes presented a contradictory direction change in expression level between *Pthrp* ablation or microgravity treatment.

**Fig 5:**
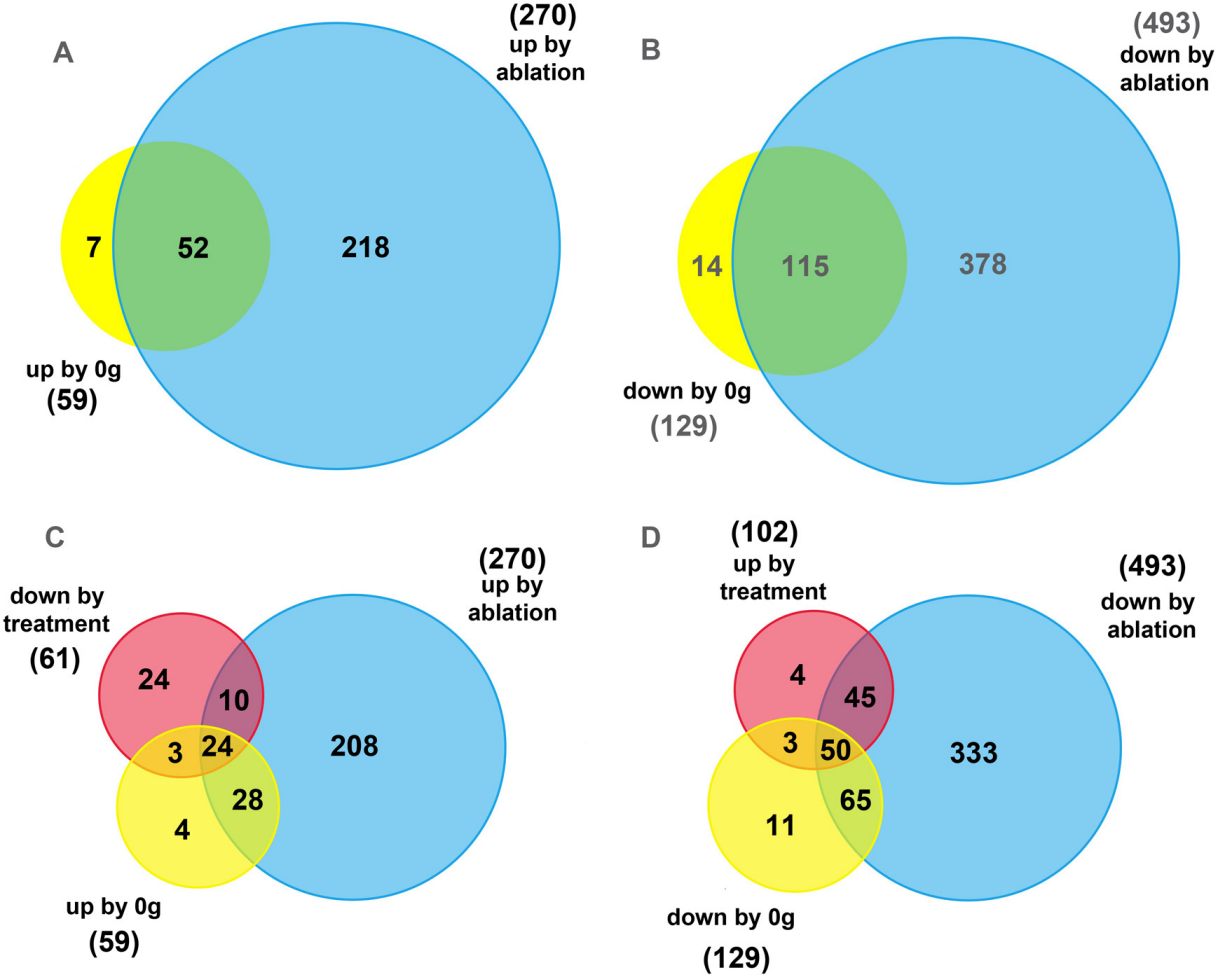
Venn diagrams illustrating the number of trabecular osteoblast genes significantly up- or downregulated by microgravity exposure (6 days) or by *Pthrp* ablation, and reversed by PTHrP_1-36_ treatment. **(A)** 52 genes are upregulated by both 0g (yellow) and *Pthrp* ablation (blue). Fold change > 2.0, *p* < 0.05. **(B)** 115 genes are downregulated by both 0*g* (yellow) and *Pthrp* ablation (blue). Fold change < 0.5, *p* < 0.05. **(C)** 24 genes are upregulated by both 0g (yellow) and *Pthrp* ablation (blue), and are also downregulated (central intersect) by PTHrP_1-36_ treatment (red). Fold change < 0.65, *p* < 0.05. **(D)** 50 genes are downregulated by both 0*g* (yellow) and *Pthrp* ablation (blue), and upregulated (central intersect) by PTHrP_1-36_ treatment (red). Fold change >1.5, *p* < 0.05.

**Table 1:** Genes (52) upregulated by both microgravity and *Pthrp* ablation.

Target ID	Definition (all probes: *Mus musculus*)	RefSeq ID	Fold change 0g	Fold change ablation	C
PLF2	prolactin family 2, subfamily c, member 3 (Prl2c3), mRNA.	NM_011118.1	12.81098	20.67081	P
MRPPLF3	prolactin family 2, subfamily c, member 4 (Prl2c4), mRNA.	NM_011954.2	11.76853	19.04649	P
AQP5	aquaporin 5 (Aqp5), mRNA.PREDICTED: similar to aquaporin 5 (LOC100046616), mRNA.	NM_009701.4XM_001476512.1	7.7909763.627969	25.586929.547247	A
GREM1	gremlin1 (Grem1) mRNA.	NM_011824.1	4.151464	5.17375	B
GPC1	glypican 1 (Gpc1), mRNA.	NM_016696.3	4.13393	4.008327	W
ALDH3A1	aldehyde dehydrogenase family 3, subfamily A1 (Aldh3a1), mRNA.	NM_007436.1	3.821048	2.733907	
ASS1	argininosuccinate synthetase 1 (Ass1), mRNA.	NM_007494.3	3.663361	2.781254	
NKD2	naked cuticle 2 homolog (Drosophila) (Nkd2), mRNA.	NM_028186.3	3.63063	9.964373	W
NQO1	NAD(P)H dehydrogenase, quinone 1 (Nqo1), mRNA.	NM_008706.4	3.439677	9.410905	
INHBA	inhibin beta-A (Inhba), mRNA.	NM_008380.1	3.374437	6.03861	B
HIST1H4H	histone cluster 1, H4h (Hist1h4h), mRNA.	NM_153173.2	3.122563	6.525515	H
HSPB1	heat shock protein 1 (Hspb1), mRNA.	NM_013560.1	2.937195	3.686913	HS
CRIP2	cysteine rich protein 2 (Crip2), mRNA.	NM_024223.1	2.87678	4.260978	
TIMP3	tissue inhibitor of metalloproteinase 3 (Timp3), mRNA	NM_011595.2NM_011595.2	2.8337662.168426	4.7180244.573879	E
ESD	esterase D/formylglutathione hydrolase (Esd), mRNA.	NM_016903.2	2.617979	4.782361	
PRELP	proline arginine-rich end leucine-rich repeat (Prelp), mRNA.	NM_054077.3	2.563206	2.682429	E
1110032E23RIK	RIKEN cDNA 1110032E23 gene (1110032E23Rik), mRNA	NM_133187.2	2.532211	5.501027	
GDF15	growth differentiation factor 15 (Gdf15), mRNA.	NM_011819.1	2.506674	2.841855	T
AHRR	aryl-hydrocarbon receptor repressor (Ahrr), mRNA.	NM_009644.2	2.366026	2.51242	
NBL1	neuroblastoma, suppression of tumorigenicity 1 (Nbl1), mRNA.	NM_008675.1	2.362421	2.214473	B
CRYAB	crystallin, alpha B (Cryab), mRNA.	NM_009964.1	2.332638	5.135748	B
FABP3	fatty acid binding protein 3, muscle and heart (Fabp3), mRNA.	NM_010174.1	2.32906	7.70136	
MDM2	transformed mouse 3T3 cell double minute 2 (Mdm2), mRNA.	NM_010786.2NM_010786.3	2.318342.246531	2.8090142.71183	
KCTD10	potassium channel tetramerisation domain containing 10 (Kctd10), mRNA.	NM_026145.3	2.279135	2.72172	IC
SGK	serum/glucocorticoid regulated kinase 1 (Sgk1), mRNA.	NM_011361.1	2.240079	2.362139	
ANK	progressive ankylosis (Ank), mRNA.	NM_020332.3	2.228785	9.115022	B
EPHX1	epoxide hydrolase 1, microsomal (Ephx1), mRNA.	NM_010145.2	2.215451	2.907278	
WHRN	whirlin (Whrn), transcript variant 3, mRNA.	NM_001008792.1	2.202689	2.327795	
CD44	CD44 antigen (Cd44), transcript variant 2, mRNA.	NM_001039150.1	2.195092	4.927895	B
CTGF	connective tissue growth factor (Ctgf), mRNA.	NM_010217.1	2.193812	3.29075	E
SCX	scleraxis (Scx), mRNA.	NM_198885.2	2.185468	4.251521	B
MUSTN1	musculoskeletal, embryonic nuclear protein 1 (Mustn1), mRNA.	NM_181390.1NM_181390.2	2.1853642.109783	3.9570883.099647	B
HIST1H2BJ	histone cluster 1, H2bj (Hist1h2bj), mRNA.	NM_178198.1	2.173656	2.755197	H
EEF1A2	eukaryotic translation elongation factor 1 alpha 2 (Eef1a2), mRNA.	NM_007906.2	2.153269	2.293173	A
TNFRSF11B	tumor necrosis factor receptor superfamily, member 11b (osteoprotegerin) (Tnfrsf11b), mRNA.	NM_008764.3	2.129809	9.058214	B
HOXC6	homeo box C6 (Hoxc6), mRNA.	NM_010465.2	2.107019	2.215212	
2300002D11RIK	RIKEN cDNA 2300002D11 gene (2300002D11Rik), mRNA.	NM_001081156.1	2.097322	4.2774	
BDNF	brain derived neurotrophic factor (Bdnf), transcript variant 3, mRNA.	NM_001048141.1	2.091327	7.461118	B
HSPB8	heat shock protein 8 (Hspb8), mRNA.	NM_030704.1	2.090601	2.42948	H
PDGFA	platelet-derived growth factor, alpha chain (Pdgfa) mRNA.		2.084386	2.631637	PD
CCNG1	cyclin G1 (Ccng1), mRNA.	NM_009831.2	2.083259	3.109058	CC
HIST1H2BM	histone cluster 1, H2bm (Hist1h2bm), mRNA.	NM_178200.1	2.072647	2.824912	H
HIST1H2BH	histone cluster 1, H2bh (Hist1h2bh), mRNA.	NM_178197.1	2.069317	2.693571	H
HIST1H2BF	histone cluster 1, H2bf (Hist1h2bf), mRNA.	NM_178195.1	2.066524	2.55937	H
COL7A1	collagen, type VII, alpha 1 (Col7a1), mRNA.	NM_007738.3	2.044317	3.129226	E
A630005A06RIK	TBC1 domain family, member 2 (Tbc1d2), mRNA.	NM_198664.3	2.044002	3.518042	
GSTP1	glutathione S-transferase, pi 1 (Gstp1), mRNA.	NM_013541.1	2.039079	2.672256	
TNFRSF12A	tumor necrosis factor receptor superfamily, member 12a (Tnfrsf12a), mRNA.	NM_013749.1	2.026671	3.449432	
SNRPN	SNRPN upstream reading frame (Snurf), mRNA.	NM_033174.2	2.014161	3.736806	
HIST1H2BK	histone cluster 1, H2bk (Hist1h2bk), mRNA.	NM_175665.1	2.012974	2.669902	H
STMN2	stathmin-like 2 (Stmn2), mRNA.	NM_025285.2	2.007183	3.763786	B
DOS	downstream of Stk11 (Dos), mRNA.	NM_015761.2	2.00261	3.474366	

Genes (52) upregulated by both microgravity and *Pthrp* ablation. All fold changes > 2. All p values < 0.05. Multiple entries for a gene indicate multiple probes. C: Clustering: A: apoptosis/survival, B: bone metabolism and bone morphogenic proteins, CC: cell cycle, E: extracellular matrix, H: histone, HS: heat shock, IC: ion channel, P: prolactins, PD: Platelet-derived growth factor, T: tumor growth factor, W: Wnt.

**Table 2:** Genes (115) downregulated by both microgravity and *Pthrp* ablation.

Target ID	Definition (all probes: *Mus musculus*)	RefSeq ID	Fold change 0g	Fold change ablation	C
SFRP2	secreted frizzled-related protein 2 (Sfrp2), mRNA.	NM_009144.1	0.1316429	0.096523	W
PTN	pleiotrophin (Ptn), mRNA.	NM_008973.2	0.1557338	0.047141	B
IGFBP5	insulin-like growth factor binding protein 5 (Igfbp5), mRNA.	NM_010518.2	0.1603545	0.2130594	I
1500015O10RIK	RIKEN cDNA 1500015O10 gene (1500015O10Rik), mRNA.	NM_024283.2	0.1804316	0.0975587	
IGF2	insulin-like growth factor 2 (Igf2), mRNA.	NM_010514.2	0.2085582	0.026108	I
CLU	PREDICTED: similar to clusterin (LOC100046120), mRNA.	XM_001475611.1	0.213665	0.47421	A
CXCL12	chemokine (C-X-C motif) ligand 12 (Cxcl12), transcript variant 3, mRNA.	NM_013655.2NM_021704.2NM_001012477.1	0.21502010.22348560.236011	0.28323790.40775260.3778157	CH
HP	haptoglobin (Hp), mRNA.	NM_017370.1NM_017370.1	0.22221020.4034571	0.18333460.4167181	B
C3	complement 3 (C3) mRNA.	NM_009778.1	0.2325967	0.1254136	
SCARA5	scavenger receptor class A, member 5 (putative) (Scara5), mRNA.	NM_028903.1	0.2351416	0.1405516	B
LUM	lumican (Lum), mRNA.	NM_008524.1	0.235224	0.0573447	E
MRC1	mannose receptor, C type 1 (Mrc1), mRNA.	NM_008625.1	0.253038	0.0815048	
4930583H14RIK	RIKEN cDNA 4930583H14 gene (4930583H14Rik), mRNA.	NM_026358.2	0.2575598	0.1684547	
2310061N23RIK	interferon, alpha-inducible protein 27 (Ifi27), mRNA.	NM_029803.1	0.2600992	0.0590283	
DCN	decorin (Dcn), mRNA.	NM_007833.4NM_007833.4	0.28897940.3837174	0.06403410.0548521	E
H19	H19 fetal liver mRNA (H19), non-coding RNA.	NR_001592.1	0.2906019	0.0360464	E
PPP1R3C	protein phosphatase 1, regulatory (inhibitor) subunit 3C (Ppp1r3c), mRNA.	NM_016854.2	0.2954025	0.1777717	
RBM3	PREDICTED: similar to RNA binding motif protein 3 (LOC100043257), mRNA.	XM_001480197.1	0.2991486	0.2378549	A
APOD	PREDICTED: similar to apolipoprotein D (LOC100047583), mRNA.	XM_001479138.1	0.2996465	0.1742532	A
ITM2A	integral membrane protein 2A (Itm2a), mRNA.	NM_008409.2	0.2997355	0.138948	B
D930038M13RIK	ABI gene family, member 3 (NESH) binding protein (Abi3bp), transcript variant 1, mRNA.	NM_178790.3	0.3036303	0.2955018	B
PFKL	phosphofructokinase, liver, B-type (Pfkl), mRNA.	NM_008826.3	0.3054363	0.2514627	
OLFML1	olfactomedin-like 1 (Olfml1), mRNA.	NM_172907.2	0.3123395	0.3050197	
HIST1H2AD	histone cluster 1, H2ad (Hist1h2ad), mRNA.	NM_178188.3	0.3149356	0.0061305	
DLK1	delta-like 1 homolog (Drosophila) (Dlk1), mRNA.	NM_010052.4	0.3273854	0.1513731	B
HIST1H2AK	histone cluster 1, H2ak (Hist1h2ak), mRNA.	NM_178183.1	0.3372404	0.0596174	H
2310056P07RIK	family with sequence similarity 162, member A (Fam162a), mRNA.	NM_027342.1	0.3391683	0.2567712	
HIST1H2AF	histone cluster 1, H2af (Hist1h2af), mRNA.	NM_175661.1	0.3396376	0.067387	H
SLC1A3	solute carrier family 1 (glial high affinity glutamate transporter), member 3 (Slc1a3), mRNA.	NM_148938.2	0.3399492	0.1181837	
PSCDBP	cytohesin 1 interacting protein (Cytip), mRNA.	NM_139200.4	0.3403133	0.1328767	
NID2	nidogen 2 (Nid2), mRNA.	NM_008695.2	0.3477556	0.3321977	E
TGFBI	transforming growth factor, beta induced (Tgfbi), mRNA.	NM_009369.1	0.3514812	0.0792747	T
HIST1H2AH	histone cluster 1, H2ah (Hist1h2ah), mRNA.	NM_175659.1	0.352093	0.0777217	
FMO1	flavin containing monooxygenase 1 (Fmo1), mRNA.	NM_010231.2	0.3568025	0.3366457	
EGLN3	EGL nine homolog 3 (C. elegans) (Egln3), mRNA.	NM_028133.1	0.3569504	0.3106277	
DPEP2	dipeptidase 2 (Dpep2), mRNA.	NM_176913.3	0.35774720.3965119	0.14003250.18665	
COL3A1	collagen, type III, alpha 1 (Col3a1), mRNA.	NM_009930.1	0.3599768	0.2207009	E
1200009O22RIK	RIKEN cDNA 1200009O22 gene (1200009O22Rik), mRNA.	NM_025817.3	0.3616481	0.3116025	
HIST1H2AO	histone cluster 1, H2ao (Hist1h2ao), mRNA.	NM_178185.1	0.3618695	0.057145	H
AGTR1A	angiotensin II receptor, type 1a (Agtr1a), mRNA.	NM_177322.2	0.3640873	0.3477361	
LDB2	LIM domain-binding protein 2 (Ldb2) mRNA.	NM_010698.2	0.3694307	0.2963222	
DPT	dermatopontin (Dpt), mRNA.	NM_019759.2	0.369822	0.2973928	E
6330406I15RIK	RIKEN cDNA 6330406I15 gene (6330406I15Rik), mRNA.	NM_027519.1NM_027519.3	0.37182430.3991528	0.19828060.2041744	
RASSF4	Ras association (RalGDS/AF-6) domain family member 4 (Rassf4), mRNA.	NM_178045.3NM_178045.3	0.3723380.3845508	0.36712360.1214973	
PDGFRA	platelet derived growth factor receptor, alpha polypeptide (Pdgfra), transcript variant 1, mRNA.	NM_011058.2	0.3755132	0.394926	PD
HIST1H2AN	histone cluster 1, H2an (Hist1h2an), mRNA.	NM_178184.1	0.3776532	0.0945669	H
ZCCH5	Zinc finger, CCHC domain-containing 5 (Zcchc5), mRNA	NM_199468.2	0.3839341	0.4813192	
IGFBP3	insulin-like growth factor binding protein 3 (Igfbp3), mRNA.	NM_008343.2	0.3878084	0.3767934	I
AOC3	amine oxidase, copper containing 3 (Aoc3), mRNA.	NM_009675.1	0.390921	0.102008	
KNG1	kininogen 1 (Kng1), mRNA.	NM_023125.2	0.3914529	0.2682237	
SERPING1	serine (or cysteine) peptidase inhibitor, clade G, member 1 (Serping1), mRNA.	NM_009776.1	0.3939361	0.2493484	
SFRP1	secreted frizzled-related protein 1 (Sfrp1), mRNA.	NM_013834.1	0.3966504	0.1332278	W
EMR1	EGF-like module containing, mucin-like, hormone receptor-like sequence 1 (Emr1), mRNA.	NM_010130.3	0.4002873	0.0452258	
SIRPB1	signal-regulatory protein beta 1 (Sirpb1), transcript variant 3, mRNA.	NM_001002898.1	0.4006563	0.250706	
CAR9	carbonic anhydrase 9 (Car9), mRNA.	NM_139305.1	0.401926	0.3807879	
SRPX	sushi-repeat-containing protein (Srpx), mRNA.	NM_016911.4NM_016911.4	0.40437110.4169736	0.12827860.1438187	
LBP	lipopolysaccharide binding protein (Lbp), mRNA.	NM_008489.2	0.4046987	0.3596355	
2310006J04RIK	Ankyrin repeat domain 37 (Ankrd 37), mRNA	NM_001039562.1	0.4075139	0.4461992	
CCR5	chemokine (C-C motif) receptor 5 (Ccr5), mRNA.	NM_009917.2NM_009917.2NM_009917.4	0.40916990.44612370.4461237	0.31747080.32485210.3880605	CH
RAMP2	receptor (calcitonin) activity modifying protein 2 (Ramp2), mRNA.	NM_019444.2	0.4105468	0.2878545	B
LSP1	PREDICTED: predicted gene, ENSMUSG00000043795 (ENSMUSG00000043795), mRNA.	XM_001480835.1	0.4114556	0.1243922	
CDKN1C	cyclin-dependent kinase inhibitor 1C (P57) (Cdkn1c), mRNA.	NM_009876.3	0.4116614	0.347614	CC
CORO1A	coronin, actin binding protein 1A (Coro1a), mRNA.	NM_009898.2NM_009898.2NM_009898.2	0.41277540.44359450.4970813	0.08707340.05964910.1696803	
C1QA	complement component 1, q subcomponent, alpha polypeptide (C1qa), mRNA.	NM_007572.2	0.4128893	0.1927809	
SLC2A1	solute carrier family 2 (facilitated glucose transporter), member 1 (Slc2a1), mRNA.	NM_011400.2	0.4167042	0.2991707	
GPR23	G protein-coupled receptor 23 (Gpr23), mRNA.	NM_175271.2	0.4254305	0.4447173	
PDK1	pyruvate dehydrogenase kinase, isoenzyme 1 (Pdk1), nuclear gene encoding mitochondrial protein, mRNA.	NM_172665.3	0.4255101	0.3667602	
CTSC	cathepsin C (Ctsc), mRNA.	NM_009982.2	0.4265272	0.0758005	E
OASL2	2'-5' oligoadenylate synthetase-like 2 (Oasl2), mRNA.	NM_011854.1	0.4272569	0.1159377	
C1QB	complement component 1, q subcomponent, beta polypeptide (C1qb), mRNA.	NM_009777.2	0.4278048	0.0245339	
DAB2	disabled homolog 2 (Drosophila) (Dab2), transcript variant 2, mRNA.	NM_023118.1NM_001008702.1	0.42782040.4450885	0.17925610.1341114	B
RSPO3	R-spondin 3 homolog (Xenopus laevis) (Rspo3), mRNA.	NM_028351.2	0.4293909	0.2896171	W
MFAP2	microfibrillar-associated protein 2 (Mfap2), mRNA.	NM_008546.2NM_008546.2NM_008546.2	0.42967080.47591550.4945922	0.18086140.25899670.2757687	B
GMFG	glia maturation factor, gamma (Gmfg), transcript variant 1, mRNA.	NM_022024.2NM_022024.2	0.43023620.4870403	0.203090.2355645	
SELENBP1	PREDICTED: hypothetical protein LOC100044204 (LOC100044204), mRNA.	XM_001471696.1	0.433163	0.2613255	
MEST	mesoderm specific transcript (Mest), mRNA.	NM_008590.1NM_008590.1	0.43492520.4556044	0.31959320.3918639	
NDRG1	N-myc downstream regulated gene 1 (Ndrg1), mRNA.	NM_008681.2	0.4352534	0.3870171	
MS4A6D	membrane-spanning 4-domains, subfamily A, member 6D (Ms4a6d), mRNA.	NM_026835.2	0.4373044	0.0358791	
ALOX5AP	arachidonate 5-lipoxygenase activating protein (Alox5ap), mRNA.	NM_009663.1	0.4387523	0.0317102	
HIST1H2AG	histone cluster 1, H2ag (Hist1h2ag), mRNA.	NM_178186.2	0.4395184	0.2645484	H
1300002F13RIK	ERBB receptor feedback inhibitor 1 (Errfi1), mRNA.	NM_133753.1	0.4395548	0.2132049	
EVI2A	ecotropic viral integration site 2a (Evi2a), transcript variant 2, mRNA.	NM_010161.3	0.4402088	0.1280774	
CXCL4	chemokine (C-X-C motif) ligand 4 (Cxcl4), mRNA.	NM_019932.2	0.4419611	0.180652	CH
1190002H23RIK	RIKEN cDNA 1190002H23 gene (1190002H23Rik), mRNA.	NM_025427.2	0.4430251	0.3481645	
ENO1	enolase 1, alpha non-neuron (Eno1), mRNA.	NM_023119.1	0.4461543	0.4872021	B
LYZ	lysozyme 1 (Lyz1), mRNA.	NM_013590.3	0.4473266	0.3851333	
CD52	CD52 antigen (Cd52), mRNA.	NM_013706.1	0.44963	0.0749331	
NDRL	N-myc downstream gene 1 (Ndrl), mRNA.		0.4504366	0.4056498	
CYP7B1	cytochrome P450, family 7, subfamily b, polypeptide 1 (Cyp7b1), mRNA.	NM_007825.3	0.450876	0.1997939	
PIRA4	paired-Ig-like receptor A4 (Pira4), mRNA.	NM_011091.1	0.4527747	0.0263051	
RARRES2	retinoic acid receptor responder (tazarotene induced) 2 (Rarres2), mRNA.	NM_027852.1	0.4537163	0.3671236	
CD14	CD14 antigen (Cd14), mRNA.	NM_009841.3	0.4582975	0.1117494	B
ALDH3B1	aldehyde dehydrogenase 3 family, member B1 (Aldh3b1), mRNA.	NM_026316.2	0.4627661	0.3188771	
KCNAB2	potassium voltage-gated channel, shaker-related subfamily, beta member 2 (Kcnab2), mRNA.	NM_010598.2	0.4659567	0.1179869	
C1QG	complement component 1, q subcomponent, C chain (C1qc), mRNA.	NM_007574.2	0.468035	0.3163972	
GALNT9	UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetylgalactosaminyltransferase 9 (Galnt9), mRNA.	NM_198306.1	0.4683551	0.3906375	
ADD3	adducin 3 (gamma) (Add3), mRNA.	NM_013758.2	0.4687887	0.306828	
ZFP36L1	zinc finger protein 36, C3H type-like 1 (Zfp36l1), mRNA.	NM_007564.4	0.4703194	0.2280471	
HEMP1	NCK associated protein 1 like (Nckap1l), mRNA.	NM_153505.4	0.4709411	0.0826084	B
2810046M22RIK		NM_026621.1	0.4778584	0.4976117	
LGMN	legumain (Lgmn), mRNA.	NM_011175.2	0.4770529	0.2286424	B
TXNIP	thioredoxin interacting protein (Txnip), transcript variant 1, mRNA.	NM_001009935.2	0.4827267	0.3327381	B
EHD4	EH-domain containing 4 (Ehd4), mRNA.	NM_133838.4	0.483588	0.3327381	E
EMR1	EGF-like module containing, mucin-like, hormone receptor-like sequence 1 (Emr1), mRNA.	NM_010130.1	0.4839607	0.1299728	
ARHGAP20	Rho GTPase activating protein 20 (Arhgap20), mRNA.	NM_175535.3	0.4859805	0.4102931	
PTX3	pentaxin related gene (Ptx3) mRNA	NM_008987.2	0.4867727	0.1136763	B
NCF4	neutrophil cytosolic factor 4 (Ncf4), mRNA.	NM_008677.1	0.4881307	0.1080301	
PFC	complement factor properdin (Cfp), mRNA.	NM_008823.3	0.488737	0.0720321	
SMARCA1	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 1 (Smarca1), mRNA.	NM_053123.3	0.4911543	0.3176144	
FCER1G	Fc receptor IgE high affinity 1 gamma polypeptide (Fcerg) mRNA.	NM_010185.2	0.4915371	0.0163625	
CENPA	centromere protein A (Cenpa), mRNA.	NM_007681.2	0.4943203	0.0808812	
1200002N14RIK	RIKEN cDNA 1200002N14 gene (1200002N14Rik), mRNA.	NM_027878.2	0.4949315	0.207954	
TK1	thymidine kinase 1 (Tk1), mRNA.	NM_009387.1	0.4950169	0.1742371	
ALDOA	aldolase A, fructose-bisphosphate (Aldoa), mRNA.	NM_007438.3	0.4959253	0.4941576	
SLPI	secretory leukocyte peptidase inhibitor (Slpi), mRNA.	NM_011414.2	0.4988716	0.2429238	

Genes (115) downregulated by both microgravity and *Pthrp* ablation. All fold changes < 0.5. All p values < 0.05. Multiple entries for a gene indicate multiple probes. C: Clustering: A: apoptosis/survival, B: bone metabolism and bone morphogenic proteins, CC: cell cycle, CH: chemokines, E: extracellular matrix, H: histone, I: Insulin-like growth factor, PD: Platelet-derived growth factor, T: tumor growth factor, W: Wnt.

Because the PTHrP_1-36_ anabolic agent was observed to compensate for weightlessness and reverse the effects of microgravity exposure in TOs (Figs 1, 2 and 3), microarray analysis was conducted on *Pthrp*^*+/+*^ TOs at 0*g* treated intermittently with 10^-8^M PTHrP_1-36_ for 6 days. The expression levels of 102 genes were upregulated and 61 downregulated (total 163, fold change >1.5 or <0.65, *p* value< 0.05, complete list in S4A and S4B Table). 

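Pthrp+/+ TOs treated with PTHrP1-36 at 0g had higher levels of cell division genes and lower levels of heat shock and immediate early genes than untreated ones. Of 20 mitosis genes, 18 rose and none fell (19 adjusted over the list alone), with Cdca3 at a log2 fold change of 1.37 ± 0.14 (SE, n = 2 arrays per group). Of S phase genes, 11 of 24 rose (17 adjusted over the list alone). Of 31 macrophage markers, 14 rose (20 adjusted over the list alone), with the fractalkine receptor Cx3cr1 at 1.13 ± 0.15. Of 13 heat shock genes, 6 fell (7 adjusted over the list alone), with the inducible chaperone Hspa1a at -1.58 ± 0.16, and of 17 immediate early genes 7 fell (9 adjusted over the list alone), with Fosb at -1.83 ± 0.17. In camera with an estimated correlation, the adjusted p of these 5 lists were 0.00138, 0.00420, 0.000919, 0.00420 and 0.00556. Of 13 H2A histone genes, 8 rose, with H2ac11 at 1.76 ± 0.16 and H2ac7 at 1.60 ± 0.14 (8 higher and 1 lower adjusted over the list alone; adjusted p = 0.0720 with an estimated correlation). Among the lists, 8 of the immediate early genes and 7 of the H2A histone genes stand in the paper's tables. At the paper's thresholds, which for the treatment are fold changes above 1.5 or below 0.65, 393 genes were upregulated and 162 downregulated (555 in total), and at an adjusted p under 0.05 the counts were 561 and 377. The counts depend on single arrays. Without untreated 0g replicate 2 the total at the paper's thresholds was 1039. The 938 genes at an adjusted p under 0.05 became 386 or 1448 without untreated replicate 1 or 2, and 311 or 276 without treated replicate 1 or 2. Without background correction the total at the paper's thresholds was 288, and with the authors' normalized values 149.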

Although the treatment peptide corresponds to only 36 amino acids from the N-terminus of PTHrP and not the whole sequence, we expect reversal of some effects induced by microgravity and/or *Pthrp* ablation. Accordingly, 27 of the 0*g*-upregulated genes (45.7%), and 34 of the ablation-upregulated genes (12.5%) were downregulated by PTHrP_1-36_ treatment. Of those, 24 genes were common to all three conditions (Fig 5C, listed in Table 3). 

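The treatment downregulated, at the paper's thresholds, 69 of the 195 genes upregulated at 0g (35.4%) and 95 of the 834 upregulated with ablation (11.4%). Independent lists of these sizes would share 3.03 and 12.9 genes. They included Bdnf, a neurotrophic factor gene (log2 fold change with the treatment -1.32 ± 0.11, SE, n = 2 arrays per group), Aqp5 (-1.47 ± 0.11) and Hspb1, a small heat shock protein gene (-1.04 ± 0.14). The treatment comparison and the 0g comparison share the arrays of untreated Pthrp+/+ TOs at 0g with opposite signs, so part of the reversal may come from them. In 100 simulated sets of unchanged groups, which hold at most 4 genes changed at 0g, at most 3 were changed and reversed. With the treatment effects kept in size but shuffled over genes of like level, and the arrays still shared, 33.5 genes of both directions were reversed on average (at most 52), where 1 probe per gene gave 272. The ablation comparison shares no array with the treatment comparison.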

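Of the 173 genes upregulated at 0g and with ablation, 62 (35.8%) were downregulated by the treatment, against 2.69 for independent lists, and 0 were upregulated. With the treatment, Anxa8 (-1.17 ± 0.11, log2, SE, n = 2 arrays per group), Whrn (-1.06 ± 0.15), Nkd2 (-1.05 ± 0.09) and Cryab (-0.93 ± 0.12) fell. Cck, which rose most at 0g, had a log2 fold change of -0.24 ± 0.13 with the treatment (adjusted p = 0.332).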

53 of the 0*g*-downregulated (41%) and 95 of the ablation-downregulated genes (19.2%) were upregulated by PTHrP_1-36_ treatment. Of those, 50 genes were common to all three conditions (Fig 5D, listed in Table 4). 

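The treatment upregulated, at the paper's thresholds, 222 of the 429 genes downregulated at 0g (51.7%) and 329 of the 1112 downregulated with ablation (29.6%), where independent lists would share 16.2 and 41.9 genes. Olfml1, an olfactomedin family gene, rose most, with a log2 fold change of 2.19 ± 0.14 (SE, n = 2 arrays per group), and Fmo1 rose by 1.47 ± 0.10, Tril by 1.42 ± 0.20 and the cytokinesis gene Anln by 1.04 ± 0.12. Of the macrophage markers, C1qa, a complement C1q subunit, rose by 1.07 ± 0.11.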

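Of the 387 genes downregulated at 0g and with ablation, 209 (54.0%) were upregulated by the treatment, against 14.6 for independent lists, and 0 were downregulated. Itm2a, a membrane protein gene of chondrocyte and muscle differentiation, rose with the treatment by 1.04 ± 0.10 on the log2 scale (SE, n = 2 arrays per group), Lum, the proteoglycan lumican, by 1.08 ± 0.12, and Kera, keratocan, by 1.39 ± 0.20. Together with the upregulated genes, 271 of the 560 common genes (48.4%) were reversed. Part of this may come from the arrays of untreated 0g TOs, which the 0g and treatment comparisons share. In 100 simulated sets of unchanged groups, which hold at most 1 common gene, at most 1 was reversed. With the treatment effects shuffled over genes of like level and the arrays still shared, 28.4 common genes were reversed on average (at most 45), where 1 probe per gene gave 253. With the treatment effect taken from Pthrp+/+ TOs at 1g, where 129 genes passed these thresholds, 5 were reversed. That comparison measures another condition. It shares its untreated arrays with the 0g and ablation comparisons with the same sign, which can make opposite calls rarer. Without background correction the number at 0g was 155, and with the authors' normalized values 82.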

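Of the 53 genes named by the paper in the categories above, 46 changed in the opposite direction with the treatment at an adjusted p under 0.05, 7 did not pass and none changed in the same direction. These counts use the same probe per gene as above. Among the reversed genes, other tested probes of Rbm3 (-0.15) and Bdnf (-0.14 and -0.23), for example, did not pass. Another probe of Mustn1, which did not pass, fell (-0.78). The bone growth, mineralization and BMP category had 19 of 24 reversed, the extracellular matrix category 10 of 11 and the Wnt category 3 of 4. The heat shock protein genes Hspb8 (-0.62 ± 0.11, log2, SE, n = 2 arrays per group) and Hspb1 fell, Stmn2, a neuronal microtubule regulator, fell (-0.70 ± 0.12), and Mfap2, a microfibril protein gene, rose (0.87 ± 0.12). Among those that did not pass were Ank, a pyrophosphate transport regulator (-0.20 ± 0.10, adjusted p = 0.267), and Ptx3, pentraxin 3 (0.25 ± 0.13, adjusted p = 0.307). Of 11 H2B histone genes, 5 fell (8 adjusted over the list alone; adjusted p = 0.0720 with an estimated correlation). None of 22 hypoxia-induced genes fell and 3 rose (4 adjusted over the list alone), and the list's adjusted p from camera was 0.255.

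**Figure D2:**
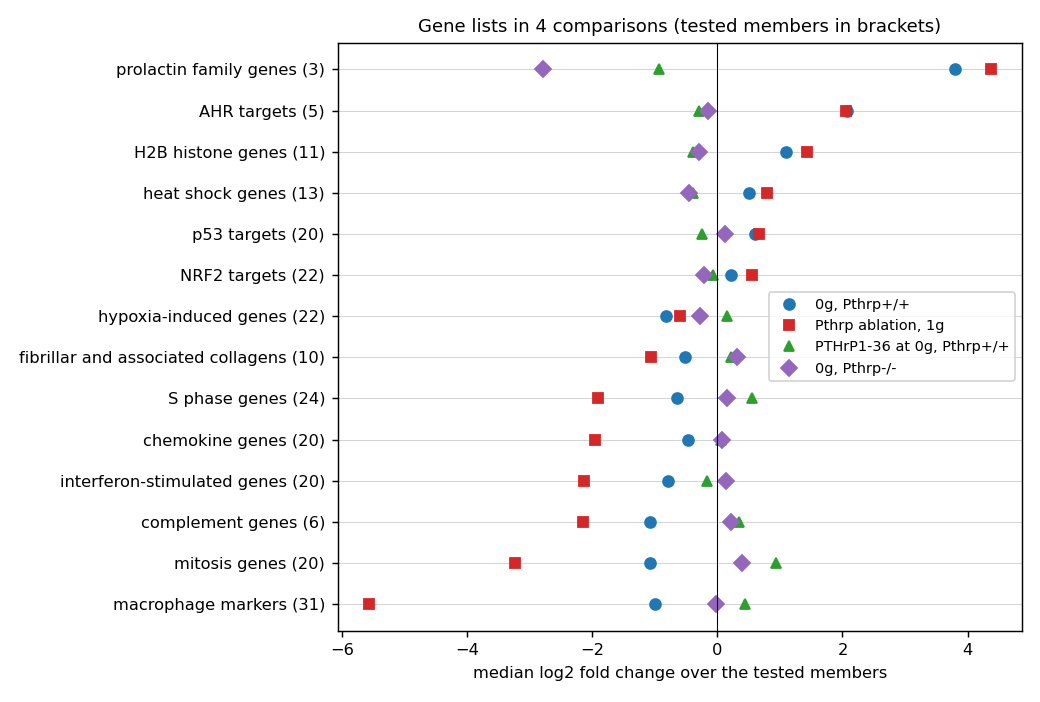
Median log2 fold change over the tested members of 14 gene lists (numbers in brackets) at 0g (circles) and with Pthrp ablation at 1g (squares), with PTHrP1-36 at 0g (triangles) and at 0g in Pthrp-/- TOs (diamonds). Medians of fitted values are drawn, and in the ablation comparison 21 of the 31 macrophage markers were not detected in Pthrp-/- TOs.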

Clustering analysis revealed the same functional gene categories as above. 

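No gene (0) changed in the same direction at 0g and with the treatment at the paper's thresholds (limma), and 12 changed in the same direction with ablation and with the treatment. Of these, Fos, Fosb, Junb, Zfp36, Nectin2, Ngfr, Avpr1a and Vdr were downregulated by both, and Fbxo2, Gdf10, Gsg1 and Ptpn22 were upregulated by both; they were named after their values were seen. Gdf10, a growth factor of the TGF-β family, rose by 2.02 ± 0.11 with ablation and 0.91 ± 0.11 with the treatment (log2, SE, n = 2 arrays per group). Vdr, the vitamin D receptor, had log2 fold changes of -2.11 ± 0.21 and -0.64 ± 0.21. With the treatment, the adjusted p from limma was 0.000437 for Gdf10 and 0.0940 for Vdr. Unrelated lists of these sizes would share 31.4 upregulated and 17.3 downregulated genes.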

None of the significantly-affected genes presented a contradictory direction change in expression level between PTHrP_1-36_ treatment and *Pthrp* ablation or microgravity treatment (S1 Fig).

**Table 3:** Genes (24) upregulated by both *Pthrp* ablation and microgravity and downregulated by PTHrP_1-36_ treatment.

Target ID	Definition (all probes: *Mus musculus*)	RefSeqID	Fold change PTHrP 1–36 treatment	C
AQP5	aquaporin 5 (Aqp5), mRNA.PREDICTED: similar to aquaporin 5 (LOC100046616), mRNA.	NM_009701.4XM_001476512.1	0.37050890.4987479	A
TNFRSF11B	tumor necrosis factor receptor superfamily, member 11b (osteoprotegerin) (Tnfrsf11b), mRNA.	NM_008764.3	0.4687011	B
HSPB1	heat shock protein 1 (Hspb1), mRNA.	NM_013560.1	0.4871401	HS
MRPPLF3	prolactin family 2, subfamily c, member 4 (Prl2c4), mRNA.	NM_011954.2	0.5052176	P
NKD2	naked cuticle 2 homolog (Drosophila) (Nkd2), mRNA.	NM_028186.3	0.5150308	W
PLF2	prolactin family 2, subfamily c, member 3 (Prl2c3), mRNA.	NM_011118.1	0.5191368	P
BDNF	brain derived neurotrophic factor (Bdnf), transcript variant 3, mRNA.	NM_001048141.1	0.5334656	B
TIMP3	tissue inhibitor of metalloproteinase 3 (Timp3), mRNA.	NM_011595.2NM_011595.2	0.53376130.6267908	E
CRYAB	crystallin, alpha B (Cryab), mRNA.	NM_009964.1	0.5387105	B
ASS1	argininosuccinate synthetase 1 (Ass1), mRNA.	NM_007494.3	0.5595178	
ESD	esterase D/formylglutathione hydrolase (Esd), mRNA.	NM_016903.2	0.5693265	
INHBA	inhibin beta-A (Inhba), mRNA.	NM_008380.1	0.5792015	B
CD44	CD44 antigen (Cd44), transcript variant 2, mRNA	NM_001039150.1	0.5834	B
GREM1	gremlin1 (Grem1) mRNA.	NM_011824.1	0.5978743	B
GDF15	growth differentiation factor 15 (Gdf15), mRNA.	NM_011819.1	0.5985932	T
MUSTN1	musculoskeletal, embryonic nuclear protein 1 (Mustn1), mRNA.	NM_181390.1	0.6015734	B
MDM2	transformed mouse 3T3 cell double minute 2 (Mdm2), mRNA.	NM_010786.2	0.6034403	
KCTD10	potassium channel tetramerisation domain containing 10 (Kctd10), mRNA.	NM_026145.3	0.61132	IC
EEF1A2	eukaryotic translation elongation factor 1 alpha 2 (Eef1a2), mRNA.	NM_007906.2	0.6231256	A
WHRN	whirlin (Whrn), transcript variant 3, mRNA	NM_001008792.1	0.6237	
EPHX1	epoxide hydrolase 1, microsomal (Ephx1), mRNA	NM_010145.2	0.6255	
HIST1H4H	histone cluster 1, H4h (Hist1h4h), mRNA	NM_153173.2	0.635	H
STMN2	stathmin-like 2 (Stmn2), mRNA	NM_025285.2	0.645	B
SCX	scleraxis (Scx), mRNA.	NM_198885.2	0.6553575	B

All -fold changes < 0.66, all p values < 0.05. Multiple entries for a gene indicate multiple probes. C: Clustering: A: apoptosis/survival, B: bone metabolism and bone morphogenic proteins, E: extracellular matrix, H: histone, HS: heat shock, IC: ion channel, P: prolactin, T: tumor growth factor, W: Wnt.

**Table 4:** Genes (50) downregulated by both *Pthrp* ablation and microgravity and upregulated by PTHrP_1-36_ treatment.

Target ID	Definition (all probes: *Mus musculus*)	RefSeqID	Fold change PTHrP 1–36 treatment	C
RBM3	PREDICTED: similar to RNA binding motif protein 3 (LOC100043257), mRNA.	XM_001480197.1	3.316729	A
HIST1H2AD	histone cluster 1, H2ad (Hist1h2ad), mRNA.	NM_178188.3	3.070246	H
HIST1H2AH	histone cluster 1, H2ah (Hist1h2ah), mRNA.	NM_175659.1	2.644405	H
HIST1H2AN	histone cluster 1, H2an (Hist1h2an), mRNA.	NM_178184.1	2.629741	H
HIST1H2AK	histone cluster 1, H2ak (Hist1h2ak), mRNA.	NM_178183.1	2.619065	H
PTN	pleiotrophin (Ptn), mRNA.	NM_008973.2	2.610166	B
HIST1H2AF	histone cluster 1, H2af (Hist1h2af), mRNA.	NM_175661.1	2.590586	H
HIST1H2AO	histone cluster 1, H2ao (Hist1h2ao), mRNA.	NM_178185.1	2.363633	H
2310061N23RIK	interferon, alpha-inducible protein 27 (Ifi27), mRNA.	NM_029803.1	2.240007	A
CENPA	centromere protein A (Cenpa), mRNA.	NM_007681.2	2.217246	
HIST1H2AG	histone cluster 1, H2ag (Hist1h2ag), mRNA.	NM_178186.2	2.186001	H
LUM	lumican (Lum), mRNA.	NM_008524.1	2.127828	E
ITM2A	integral membrane protein 2A (Itm2a), mRNA.	NM_008409.2	2.072151	B
IGFBP5	insulin-like growth factor binding protein 5 (Igfbp5), mRNA.	NM_010518.2	2.068563	I
DCN	decorin (Dcn), mRNA.	NM_007833.4	2.0663121.731693	E
1500015O10RIK	RIKEN cDNA 1500015O10 gene (1500015O10Rik), mRNA.	NM_024283.2	1.860714	
MFAP2	microfibrillar-associated protein 2 (Mfap2), mRNA.	NM_008546.2	1.8432941.5754411.501827	B
TK1	thymidine kinase 1 (Tk1), mRNA	NM_009387.1	1.8403	
ALOX5AP	arachidonate 5-lipoxygenase activating protein (Alox5ap), mRNA	NM_009663.1	1.8329	
CDKN1C	cyclin-dependent kinase inhibitor 1C (P57) (Cdkn1c), mRNA.	NM_009876.3	1.797543	CC
GPR23	G protein-coupled receptor 23 (Gpr23), mRNA	NM_175271.2	1.7145	
CD52	CD52 antigen (Cd52), mRNA.	NM_013706.1	1.688404	
C1QA	complement component 1, q subcomponent, alpha polypeptide (C1qa), mRNA.	NM_007572.2	1.685787	
CTSC	cathepsin C (Ctsc), mRNA.	NM_009982.2	1.68393	E
ALDH3B1	aldehyde dehydrogenase 3 family, member B1 (Aldh3b1), mRNA.	NM_026316.2	1.678022	
TGFBI	transforming growth factor, beta induced (Tgfbi), mRNA.	NM_009369.1	1.664148	T
FMO1	flavin containing monooxygenase 1 (Fmo1), mRNA.	NM_010231.2	1.657767	
IGF2	insulin-like growth factor 2 (Igf2), mRNA.	NM_010514.2	1.656335	I
CYP7B1	cytochrome P450, family 7, subfamily b, polypeptide 1 (Cyp7b1), mRNA.	NM_007825.3	1.652679	
CXCL12	chemokine (C-X-C motif) ligand 12 (Cxcl12) mRNA.	NM_013655.2	1.637518	CH
LDB2	LIM domain-binding 2 (Ldb2) mRNA.	NM_010698.2	1.634978	
CORO1A	coronin, actin binding protein 1A (Coro1a), mRNA.	NM_009898.2	1.6294451.620518	
EMR1	EGF-like module containing, mucin-like, hormone receptor-like sequence 1 (Emr1), mRNA.	NM_010130.3	1.626247	
KNG1	kininogen 1 (Kng1), mRNA.	NM_023125.2	1.5999	
OLFML1	olfactomedin-like 1 (Olfml1), mRNA.	NM_172907.2	1.599738	
AOC3	amine oxidase, copper containing 3 (Aoc3), mRNA.	NM_009675.1	1.598282	
GMFG	glia maturation factor, gamma (Gmfg), transcript variant 1, mRNA.	NM_022024.2	1.5965611.532455	
NCF4	neutrophil cytosolic factor 4 (Ncf4), mRNA.	NM_008677.1	1.593552	
SFRP2	secreted frizzled-related protein 2 (Sfrp2), mRNA.	NM_009144.1	1.589225	W
SMARCA1	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 1 (Smarca1), mRNA.	NM_053123.3	1.5706	
SIRPB1	signal-regulatory protein beta 1 (Sirpb1), transcript variant 3, mRNA.	NM_001002898.1	1.559451	
RASSF4	Ras association (RalGDS/AF-6) domain family member 4 (Rassf4), mRNA.	NM_178045.3	1.558789	
KCNAB2	potassium voltage-gated channel, shaker-related subfamily, beta member 2 (Kcnab2), mRNA.	NM_010598.2	1.556591	IC
LSP1	PREDICTED: predicted gene, ENSMUSG00000043795 (ENSMUG00000043795), mRNA	XM_001480835.1	1.5468	
COL3A1	collagen, type III, alpha 1 (Col3a1), mRNA.	NM_009930.1	1.531741	E
SRPX	sushi-repeat-containing protein (Srpx), mRNA.	NM_016911.4	1.522525	
DAB2	disabled 2 mitogen-responsive phosphoprotein (Dab2) mRNA	NM_023118.1	1.519832	
EVI2A	ecotropic viral integration site 2a (Evi2a), transcript variant 2, mRNA.	NM_010161.3	1.517936	
NID2	nidogen 2 (Nid2), mRNA.	NM_008695.2	1.506611	E
C1QB	complement component 1, q subcomponent, beta polypeptide (C1qb), mRNA.	NM_009777.2	1.503228	

All -fold changes > 1.5, all p values < 0.05. C: Clustering: A: apoptosis/survival, B: bone metabolism and bone morphogenic proteins, CC: cell cycle, CH: chemokines, E: extracellular matrix, H: histone, I: Insulin-like growth factor, IC: ion channel, T: tumor growth factor, W: Wnt.

## Discussion

Exposure to Space microgravity causes an important and rapid decrease in the BMD of astronauts’ weight-bearing bones similar to that observed in disuse osteoporosis on Earth [45]. Exercise in weightless conditions does not effectively counter spine and hip bone loss, and a better understanding of bone formation/resorption uncoupling mechanisms under these conditions is needed in order to provide effective countermeasures useful to flight personnel as well as to patients suffering from disuse-induced osteoporosis on Earth. Microgravity has been reported to reduce the expression of PTHrP in lung and bone cells, leading to speculation that this molecule can act as a gravisensor [33]. In view of the fact that bone loss appears to result in significant part from osteoblast dysfunction, we investigated the mechanistic implications of PTHrP metabolism in 0*g*-induced skeletal disorders using mouse wild-type trabecular osteoblasts (*Pthrp*^*+/+*^) which mimic astronauts’ TOs at the start of their mission. Comparison of viability of the wild-type cells with *Pthrp*^*+/-*^ and ^-/-^ TOs confirmed the involvement of PTHrP in resistance to microgravity: a 6-day exposure to microgravity (actual and simulated) significantly decreased viability of *Pthrp*^*-/-*^ trabecular osteoblasts while *Pthrp*^*+/+*^ cells appeared unaffected. An allelic dose-effect for PTHrP expression was even observed using heterozygous *Pthrp*^*+/-*^ TOs in simulated 0*g*. Although *Pthrp*^*+/+*^ cells maintained viability after 6 days at 0*g*, a crucial observation made during exposure of TOs to longer periods of simulated microgravity revealed that the astronaut-mimicking *Pthrp*^*+/+*^ TOs start to lose viability at 2 weeks, suggesting early metabolic changes in the wild-type cells at 0*g*. Importantly, this sharp decline in viability could be countered by treatment with 10^-8^M PTHrP_1-36_ peptide which, when administered intermittently (in a pulsatile manner), has anabolic properties, in contrast with a continuous treatment which causes downregulation of osteogenic genes [36]. These observations confirmed the role of PTHrP in cell survival in microgravity in trabecular osteoblasts. In the present study, calvarial osteoblasts appeared much less sensitive to 0*g* conditions than trabecular osteoblasts, an observation which agrees with those made in human 6° head-down bedrest prolonged tests (which effectively mimic weightlessness) where weight-bearing bones incur substantial skeletal loss but cranium bones in fact appear to gain bone mass [46].

The mechanisms by which PTHrP counters the signal of absent gravity were investigated through expression array analyses revealing that radical changes were already occurring in *Pthrp*^*+/+*^ TOs after 6 days in microgravity. Strikingly, the genes affected by 0*g* present an 87% overlap with genes affected by *Pthrp* ablation (comparison of *Pthrp*^*+/+*^ and *Pthrp*^*-/-*^ TOs at 1*g*), and all changes proceed in the same direction for ablation and 0*g* exposure. This observation indicates that microgravity-induced metabolic changes in wild-type trabecular osteoblasts proceed mostly through PTHrP-controlled genes, affirming a prominent role of PTHrP in cell survival under microgravity. 

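Macrophage markers, all of which fell with ablation, are part of the overlap among downregulated genes. Without them, a choice made after their fall was seen, 371 of 413 genes downregulated at 0g were downregulated with ablation, and the share over both directions was 89.5%. With them it was 387 of 429 genes, so leaving out the listed markers could move the share only little. Any macrophage genes outside the list stay in, so this cannot tell how far missing cells make up the overlap. With only the genes detected on at least 1 Pthrp-/- array, a choice made after that fall was seen and before its own value, the share was 87.8%, and with only the genes detected on all 16 arrays it was 85.1%. Of the genes downregulated at 0g, 163 of the 201 that were detected on all 16 arrays (81.1%) were downregulated with ablation. Genes detected in both genotypes include the paper's Pdgfra, a growth factor receptor (log2 fold changes -1.55 ± 0.13 at 0g and -1.38 ± 0.13 with ablation, SE, n = 2 arrays per group), and Inhba, an activin subunit (1.83 ± 0.10 and 2.57 ± 0.10). The covariance of the 0g and ablation effects across genes was 0.408, of which the shared arrays gave 0.0122 in simulated unchanged groups. With the ablation effect from treated cells the share was 84.1%, and without untreated 0g replicate 2 it was 85.2%. Like the other shares, these rest on the gravity labels of the Pthrp-/- arrays. From the overlap and the common direction, the paper concludes that the changes in wild-type TOs in microgravity proceed mostly through genes controlled by PTHrP.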

Among the most up- or downregulated genes common to 0*g* and *Pthrp* ablation are genes encoding members of the prolactin family, several genes involved in bone growth including Wnt signaling and insulin-like growth factor (IGF) signaling, genes encoding extracellular matrix (ECM)-related proteins and involved in BMP metabolism and, in mineralization, heat-shock proteins, chemokines, and genes encoding apoptosis/survival, cell cycle control as well as histones. A comparison of our microarray results with expression changes in wild-type mouse 2T3 pre-osteoblasts attached to growth container surface and exposed to simulated 0g for 3 days [47] confirms the loss of bone growth, mineralization, bone morphogenic and extra-cellular matrix proteins upon exposure to simulated microgravity by similar changes in expression of numerous common genes at 0g: osteoprotegerin, RAMP 2, lumican, decorin and various collagen proteins. Several cell signaling molecules are also similarly affected by microgravity in both studies: PDGFRα, IGF2, SFRP2, and members of the TNF and Fos family. 

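Sfrp1 and Sfrp2 encode secreted regulators of Wnt signaling. At 0g, Sfrp2 had the largest fall of all genes, with a log2 fold change of -4.42 ± 0.18, adjusted p = 2.56e-09 (SE, n = 2 arrays per group, limma), and Sfrp1 had -1.59 ± 0.10, adjusted p = 1.38e-07. With ablation Sfrp1 fell (-4.59 ± 0.10), and Sfrp2 was not detected on either Pthrp-/- array at 1g and was at least 62.3-fold lower. The treatment at 0g raised Sfrp2 by 1.57 ± 0.18, and Sfrp1 had a log2 fold change of 0.16 ± 0.10 (adjusted p = 0.411). Rspo3, which encodes a Wnt enhancer, fell at 0g (-1.77 ± 0.16) and with ablation (-2.81 ± 0.16), and rose with the treatment (0.59 ± 0.16). In Pthrp-/- TOs, Sfrp1 was higher at 0g than at 1g by 1.51 ± 0.10 (log2, SE), and Sfrp2 was at least 1.64-fold higher.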

The Wnt/βcatenin pathway is essential for bone formation in response to mechanical loading [48], and in our study, expression of mechanosensitive genes such as SFRP1 and 2 which regulate the Wnt pathway [49] was very strongly inhibited by exposure to 0g. This implicates the PTHrP pathway in this mechansensitive pathway in microgravity conditions, and agrees with results of Maycas *et al* [50] who report the involvement of PTH1R as a mechanosensor in osteocyte survival and Chen et al [51] who suggest PTHrP as a candidate mediator of the anabolic effects of mechanical force on bone.

Intermittent treatment with PTHrP_1-36_ of TOs not only reversed loss of viability (in short and long 0*g* exposures) but reversed expression changes in a significant proportion of the genes affected by microgravity. 

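In all, 291 of the 624 genes changed at 0g (46.6%) changed in the opposite direction with the treatment at the paper's thresholds, and none in the same direction. Across genes, the 2 effects correlated at -0.70, where the shared arrays of untreated 0g TOs alone gave -0.50 in simulated unchanged groups. With the treatment effect taken from Pthrp-/- TOs at 0g, which shares no array but is of another genotype, the correlation was -0.08. The simulated value for that pair was near 0. Hp rose with the treatment by 0.94 ± 0.14 on the log2 scale (SE, n = 2 arrays per group), Agtr1a by 0.84 ± 0.21 and Scara5, a ferritin receptor gene, by 0.93 ± 0.15. Other tested probes of Hp had 0.77 and 0.12, and the latter did not pass (adjusted p = 0.788, limma). Akr1c18, a progesterone-metabolizing enzyme gene that rose by 2.74 ± 0.18 at 0g, had -0.02 ± 0.18 with the treatment (adjusted p = 0.970). In Pthrp+/+ TOs at 1g, 0 genes upregulated at 0g fell with the treatment and 13 rose, and 6 genes downregulated at 0g rose and 43 fell; that comparison shares its untreated arrays with the 0g comparison with the same sign.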

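Of the ablation genes, 424 of the 1944 genes changed with ablation (21.8%) changed in the opposite direction with the treatment of Pthrp+/+ TOs at 0g at the paper's thresholds. Across genes, the effects of ablation and of the treatment, which share no array, correlated at -0.54. Tk1 rose with the treatment by 1.09 ± 0.15 on the log2 scale (SE, n = 2 arrays per group) and Birc5, an apoptosis inhibitor needed for cell division, by 1.30 ± 0.14. Among the genes with the largest changes with ablation, Lyz2 had a log2 fold change of 0.19 ± 0.16 (adjusted p = 0.547), Ccl4 of 0.03 ± 0.13 (adjusted p = 0.924) and Wnt10a of 0.42 ± 0.14 (adjusted p = 0.104).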

PTHrP_1-36_ also reversed many, but a lesser number, of the changes in gene expression modified by *Pthrp* ablation. In that respect, it must be noted that PTHrP_1-36_ will impact genes controlled by the N-terminus of PTHrP, and likely not genes controlled by the protein’s mid-region and C-terminus. Furthermore, reversal responses are likely to be dependent on PTHrP_1-36_ concentration, and a dose-response curve would need to be examined for its influence on genes not affected here which might be modified by higher concentrations of PTHrP_1-36_.

Of particular interest are the genes whose expression change in 0*g* was reversed by intermittent PTHrP_1-36_ treatment as their activity is clearly linked to the maintenance of viability obtained in wild-type TOs treated during long periods at 0*g*. The 74 genes (24 + 50 from central intersects in Fig 5C and 5D, common to ablation and 0*g* and reversed by PTHrP_1-36_) belong to similar clustering categories as above. Among the reversals caused by treatment, some strong candidates for microgravity-induced osteoporotic involvement appear. Two genes (*Mrpplf3* and *Plf2*) that belong to the prolactin family were among the most highly-upregulated. 

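Plf2 and Mrpplf3 are Prl2c3 and Prl2c4 under their present symbols, close paralogs of the prolactin family. At 0g, Prl2c3 and Prl2c4 ranked 3 and 4 among all genes by log2 fold change, at 3.79 ± 0.11, adjusted p = 2.08e-10 and 3.79 ± 0.12, adjusted p = 4.96e-10 (SE, n = 2 arrays per group, limma). With ablation they ranked 4 and 5, at 4.48 ± 0.11 and 4.38 ± 0.12. Of the 3 genes with a tested probe in the prolactin list fixed beforehand, 2 rose at 0g (2 adjusted over the list alone) and 3 with ablation (3 adjusted over the list alone; adjusted p = 0.0997 with an estimated correlation). Prl2c3 and Prl2c4, which rose in both, stand in the paper's tables, whose values had been seen. Prl2c5, the remaining one of that list, was not detected in either group at 0g or 1g in Pthrp+/+ TOs and was at least 1.30-fold higher with ablation. Prl2c1, a family member outside the list that was named after its values were seen, was at least 2.23-fold higher at 0g and at least 4.85-fold higher with ablation.

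**Figure D3:**
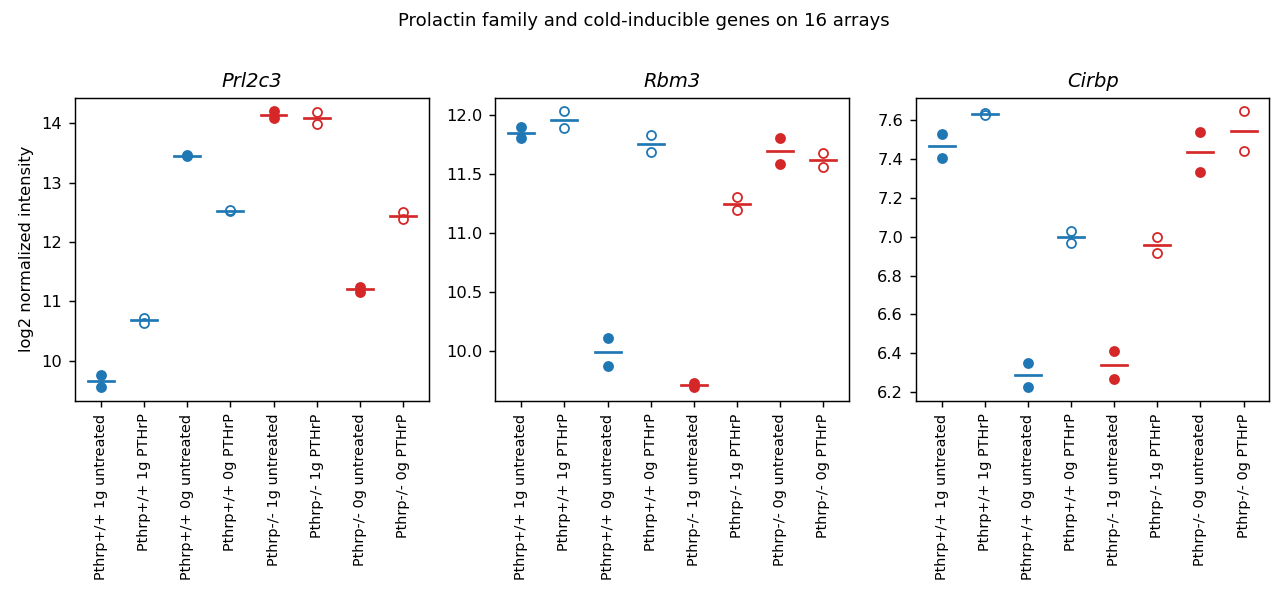
Log2 normalized intensity (vertical axis) of Prl2c3, Rbm3 and Cirbp on each of the 16 arrays, by condition. Blue points are Pthrp+/+ and red points Pthrp-/- TOs, open points are treated cultures and lines are means of 2 arrays. Prl2c3 is higher at 0g than at 1g in Pthrp+/+ TOs and lower at 0g than at 1g in untreated Pthrp-/- TOs.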

Prolactins are hormones secreted by the pituitary gland and some extra-pituitary tissues. Mitogen-regulated protein/proliferin (MRP/PLF) proteins are members of the prolactin gene family involved in developmental processes. Prolactins have pleiotrophic actions in lactation and many other biological functions, and their expression is regulated by PTHrP [52, 53]. Exposure of pregnant rats to prolactins causes reduced ossification in pups [54], and abnormally high prolactin expression encountered in human conditions such as hyperprolactinemic hypogonadism, extended lactation, or as a consequence of the use of some anti-psychotic drugs, is associated with acute skeletal loss [55–57]. 

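The log2 level of Prl2c3 was 9.66 ± 0.15 (SD, n = 2 arrays) in untreated Pthrp+/+ TOs at 1g, 13.46 ± 0.01 at 0g and 12.53 ± 0.01 at 0g with the treatment. The treatment lowered Prl2c3 to 0.524 and Prl2c4 to 0.518 of the untreated level at 0g (adjusted p = 0.000262 and 0.000518, limma), against rises of 13.9-fold and 13.9-fold at 0g. In Pthrp+/+ TOs at 1g the treatment raised Prl2c3 by 1.02 and Prl2c4 by 1.03 on the log2 scale, and in Pthrp-/- TOs at 0g by 1.24 and 1.27. In untreated Pthrp-/- TOs, Prl2c3 was lower at 0g than at 1g (log2 fold change -2.94 ± 0.11, SE).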

Our results indicate that exposure to 0*g* strikingly (by 12-fold) upregulates expression of prolactin genes *Mrpplf3* and *Plf2*, with highly-efficient reversal by PTHrP_1-36_. Our observations agree with reports that Spaceflight increases prolactin levels in rats [58], and that exposure of healthy male volunteers to head-down bed rest causes significant elevation of prolactin levels [59]. Our results demonstrate expression of prolactin genes in osteoblastic cells and implicate their products in a major bone loss event that is PTHrP-controlled and unrelated to lactation.

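Rbm3 encodes an RNA-binding protein that is induced by cold. Its log2 fold change was -1.86 ± 0.12, adjusted p = 1.47e-07 at 0g and -2.13 ± 0.12, adjusted p = 4.44e-09 with ablation (SE, n = 2 arrays per group, limma), and its treatment effect at 0g was 1.76 ± 0.12, adjusted p = 9.71e-06. Another tested probe of Rbm3 did not pass in any of these comparisons (0.02, -0.07 and -0.15). Among the 209 genes downregulated by both and reversed, Rbm3 ranked 55 by the fall at 0g, 169 by the fall with ablation and 2 by the rise with the treatment. Cirbp, which is also induced by cold, changed by -1.18 ± 0.11 at 0g, -1.13 ± 0.11 with ablation and 0.71 ± 0.11 with the treatment. At 0g, Rbm3 was higher in Pthrp-/- than in Pthrp+/+ TOs, by 1.70 ± 0.12, adjusted p = 1.08e-07.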

The most highly-downregulated gene by both 0*g* and *Pthrp* ablation with reversal by PTHrP_1-36_ is *Rbm3* which encodes RNA-binding motif protein 3, an inhibitor of apoptosis [60, 61]. Its expression is upregulated by PTHrP_1-36_ which prevents TO death, suggesting *Rbm3* involvement in loss of viability and cell death observed at 0g and after ablation. 

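The log2 level of Rbm3 in Pthrp+/+ TOs was 11.85 ± 0.06 (SD, n = 2 arrays) at 1g, 9.99 ± 0.17 at 0g and 11.76 ± 0.11 at 0g with the treatment. In Pthrp-/- TOs it was 9.72 ± 0.03 at 1g, 11.25 ± 0.08 at 1g with the treatment and 11.70 ± 0.15 at 0g. Of 16 apoptosis and survival genes, 1 of which stands in the paper's tables, 5 were higher and 6 lower at 0g (the same adjusted over the list alone), and 6 and 8 with ablation (the same adjusted over the list alone). The adjusted p of the list from camera were 0.264 and 0.160. Bcl2l1, which encodes the survival protein Bcl-xL, rose at 0g (0.88 ± 0.16, log2, SE) and fell with the treatment (-0.71 ± 0.16), and Bik, a pro-apoptotic gene, fell at 0g (-1.12 ± 0.11) and rose with the treatment (1.08 ± 0.11).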

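Mustn1, a musculoskeletal nuclear protein gene, rose by 1.19 ± 0.16 at 0g and 1.68 ± 0.16 with ablation on the log2 scale (SE, n = 2 arrays per group), and Bdnf by 1.76 ± 0.11 and 3.66 ± 0.11. Itm2a (-1.75 ± 0.10 and -2.87 ± 0.10) and the basement membrane gene Nid2 (-2.12 ± 0.10 and -2.04 ± 0.10) fell. So did the proteoglycan genes Lum (-2.13 ± 0.12 and -4.46 ± 0.12) and Dcn (-1.32 ± 0.12 and -4.23 ± 0.12). Col3a1, type III collagen, had log2 fold changes of -1.52 ± 0.39, adjusted p = 0.0118 at 0g and -2.22 ± 0.39, adjusted p = 0.000353 with ablation (limma), with a wider error than the other genes. Of 10 fibrillar and associated collagens, 5 fell at 0g (5 adjusted over the list alone). Lum and Dcn were higher at 0g than at 1g in Pthrp-/- TOs, by 2.19 ± 0.12 and 2.08 ± 0.12.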

Several genes encoding proteins involved in bone growth, mineralization, BMP and extracellular matrix metabolism are significantly upregulated (*Tnfrsf11b*, *Bdnf*, *Timp3*, *Cryab*, *Grem1*, *Inhba*, *Mustn1*, *Scx*) or downregulated (*Ptn*, *Itm2a*, *Lum*, *Dcn*, *Mfap2*, *Ctsc*, *Col3a1*, *Nid2*) by both 0*g* and *Pthrp* ablation. Of interest among others, the highly-downregulated *Ptn* gene encodes pleitrophin, an osteoblast-secreted matrix-associated heparin-binding protein which enhances osteogenic differentiation of bone marrow cells [62]. 

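Ptn fell at 0g to 0.169 of its level at 1g (log2 fold change -2.56 ± 0.11, adjusted p = 2.95e-09, SE, n = 2 arrays per group, limma) and to 0.0482 with ablation (-4.38 ± 0.11). With the treatment at 0g it rose 2.51-fold (1.33 ± 0.11, adjusted p = 3.76e-05). At 0g it was higher than at 1g in Pthrp-/- TOs, by 1.62 ± 0.11 on the log2 scale.

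**Figure D4:**
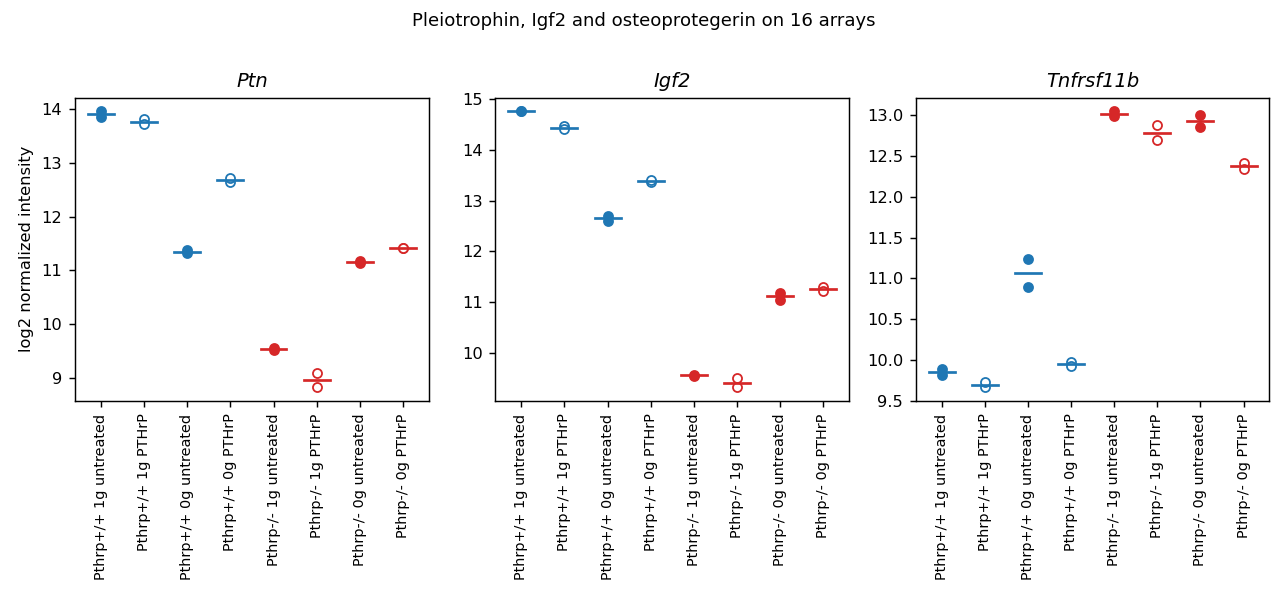
Log2 normalized intensity (vertical axis) of Ptn, Igf2 and Tnfrsf11b on each of the 16 arrays, by condition. Blue points are Pthrp+/+ and red points Pthrp-/- TOs, open points are treated cultures and lines are means of 2 arrays. Tnfrsf11b is highest in Pthrp-/- TOs, at both gravities.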

*Tnfrsf11b* which encodes osteoprotegerin, the decoy to the receptor activator of nuclear factor kappa-B ligand (RANKL), regulates bone mass by inhibiting osteoclast differentiation and activation. It was found in our study to be strongly upregulated by both microgravity and *Pthrp* ablation in trabecular osteoblasts but downregulated by 0*g* in calvarial osteoblasts [63], suggesting a role in TO and CO different behaviors in microgravity. Also strongly upregulated is *Timp3* (encoding tissue inhibitor of metalloprotease 3) which regulates ECM calcium deposition, and whose overexpression prevents osteoblast differentiation [64]. 

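Tnfrsf11b rose at 0g 2.33-fold (log2 fold change 1.22 ± 0.12, adjusted p = 7.82e-06, SE, n = 2 arrays per group, limma) and 9.00-fold with ablation (3.17 ± 0.12). It fell with the treatment at 0g to 0.462 of the untreated level (-1.11 ± 0.12, adjusted p = 0.000187). Tnfsf11, which encodes RANKL, fell at 0g (-1.14 ± 0.20) and with ablation (-1.24 ± 0.20), and had 0.23 ± 0.20 with the treatment (adjusted p = 0.559). The difference of Tnfrsf11b between 0g and 1g in Pthrp-/- TOs was -0.09 ± 0.12, adjusted p = 0.725. Calvarial osteoblasts were not on these arrays.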

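Timp3 rose 2.69-fold at 0g (log2 fold change 1.43 ± 0.11, adjusted p = 6.05e-07, SE, n = 2 arrays per group, limma) and 4.72-fold with ablation (2.24 ± 0.11). The treatment at 0g lowered it to 0.538 of the untreated level (-0.89 ± 0.11, adjusted p = 0.000310). Mmp13, a collagenase gene whose product Timp3 inhibits, fell at 0g (-0.85 ± 0.13) and with ablation (-1.91 ± 0.13).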

Gremlin overexpression is known to cause osteopenia and conditional deletion increases bone mass [65, 66], in agreement with our observation that 0g and ablation upregulate *Grem1*. 

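Grem1, which encodes a BMP antagonist, rose 5.43-fold at 0g (log2 fold change 2.44 ± 0.15, adjusted p = 1.31e-07, SE, n = 2 arrays per group, limma) and 6.11-fold with ablation (2.61 ± 0.15). It fell with the treatment at 0g to 0.606 of the untreated level. Nog, another BMP antagonist gene, was not detected in untreated Pthrp+/+ TOs at 1g and was at least 1.30-fold higher at 0g and 2.42-fold with ablation. Bmp4, a ligand that they bind, fell at 0g (-2.52 ± 0.10) and with ablation (-0.44 ± 0.10).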

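Igf2, a growth factor gene, fell at 0g to 0.232 and with ablation to 0.0272 of the level in Pthrp+/+ TOs at 1g (log2 fold changes -2.11 ± 0.10 and -5.20 ± 0.10, SE, n = 2 arrays per group). It rose 1.66-fold with the treatment at 0g. Igfbp5 fell at 0g (-2.77 ± 0.13) and with ablation (-2.24 ± 0.13) and rose with the treatment (1.08 ± 0.13). Igfbp3 also fell (-2.58 ± 0.15 and -2.73 ± 0.15) and rose with the treatment (0.86 ± 0.15). Igf1r, the IGF receptor gene, rose at 0g (0.76 ± 0.13). Of 10 IGF family genes, 6 of which stand in the paper's tables, 3 rose and 5 fell at 0g (4 and 5 adjusted over the list alone; adjusted p = 0.0950 from camera). Of 20 chemokine genes, 6 rose and 11 fell at 0g (7 and 12 adjusted over the list alone; adjusted p = 0.0635 with an estimated correlation). With the treatment 7 rose and 1 fell (7 and 4 adjusted over the list alone). Cxcl12 fell to 0.243 at 0g and 0.314 with ablation and rose 1.59-fold with the treatment. Pf4, a platelet and macrophage chemokine gene, fell at 0g (-1.61 ± 0.17), was at least 29.9-fold lower with ablation and rose with the treatment (0.79 ± 0.17). The macrophage markers fell with ablation beside these chemokine genes.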

Members of the IGF and chemokine families are downregulated by 0*g* and *Pthrp* ablation with reversal by PTHrP_1-36_. *Igf2* increases bone formation and bone apposition rates [67, 68], and *Igfbp5* stimulates osteoblast proliferation [69]. Chemokine ligand Cxcl12 expression accompanies osteoblast differentiation [70] and its downregulation suggests loss of osteoblast characteristics. All of the above changes point to rapid and profound modifications in trabecular osteoblast metabolism in 0*g* conditions.

The fact that bone loss in flight personnel is reversible to a certain extent upon return to Earth [5, 71, 72] indicates a major difference between Space-induced secondary osteoporosis and the primary aging-associated osteoporosis which is largely irreversible in absence of pharmacologic intervention. It is also interesting to note that in genome-wide association studies, genes associated with aging-related BMD loss do not overlap with those highlighted in our study except for PTHrP [73], osteoprotegerin [74], and *Ptn* [75, 76] suggesting mechanistic differences in bone loss control between these two types of osteoporosis.

## Conclusions

In this study, we present *in vitro* evidence that naturally-expressed PTHrP in TOs has an important anti-apoptotic function in weightless conditions. Our results confirm a survival role for PTHrP in microgravity-exposed osteoblasts, and identify molecules of interest for further investigation in order to find efficient targets for prevention of bone loss due to skeletal unloading. In particular, the involvement of members of the prolactin family suggests a novel mechanistic hypothesis for transmission of the weightlessness stimulus. The role of PTHrP in maintaining low levels of prolactins may be crucial to prevent microgravity-induced osteoporosis and, by extension, disuse osteoporosis.

## Supporting Information

S1 Fig Matrix table (pair-wise combination) of common genes. The 4 genes downregulated by both 0*g* and PTHrP_1-36_ treatment are *Fos*, *Zfp36*, *Pvrlz* and *JunB*.

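Fos and Junb are subunits of the transcription factor AP-1, Zfp36 encodes a protein that destabilizes messenger RNAs, and Nectin2 (formerly Pvrl2) encodes a cell adhesion protein. In Pthrp+/+ TOs at 0g their log2 fold changes were 0.27 ± 0.15 for Fos, 0.05 ± 0.10 for Zfp36, -0.51 ± 0.27 for Nectin2 and 0.37 ± 0.20 for Junb (SE, n = 2 arrays per group), with adjusted p = 0.218, 0.789, 0.204 and 0.222 from limma. With ablation all of them fell (-3.54 ± 0.15, -2.54 ± 0.10, -2.27 ± 0.27 and -1.76 ± 0.20). With the treatment at 0g, Fos (-0.68 ± 0.15), Zfp36 (-0.79 ± 0.10) and Junb (-0.84 ± 0.20) fell, and Nectin2 had -0.22 ± 0.27 (adjusted p = 0.720); 1 of its other probes passed the paper's thresholds.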

(TIF)

S1 Table Summary of experimental conditions aboard satellite Foton M3. Pre-programmed valves allowed 5 ml (or less) volumes to be fed through the bioreactors. Each PTHrP_1-36_ treatment was preceded by a 1-min flush, and the 2-h treatment was followed by 2 growth medium rinses and an overnight growth medium feed.
(PDF)

S2 Table Complete list of wild-type trabecular osteoblast genes (total 188) whose expression is modified by exposure to 6 days of simulated microgravity (*Pthrp* ^+/+^ at 1g compared to *Pthrp* ^+/+^ at 0g). **(A)** Genes (total 59) upregulated by 0g (6 days). Fold change > 2.0, p < 0.05. **(B)** Genes (total 129) downregulated by 0g (6 days). Fold change < 0.5, p value< 0.05. All probes: *Mus musculus*.

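The table lists fold changes of probes in Pthrp+/+ TOs at 0g relative to 1g. Of its genes with a tested probe, 56 of 57 upregulated and 118 of 120 downregulated ones passed the same thresholds from background-corrected intensities, and none was called in the other direction. Of 7 smooth muscle and myofibroblast markers, 1 of which stands in the paper's table for ablation and none in that for 0g, 5 rose (5 adjusted over the list alone), with the intermediate filament gene Des at 1.80 ± 0.12 (log2, SE, n = 2 arrays per group).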

(PDF)

S3 Table Complete list of trabecular osteoblasts genes (total 763) whose expression is modified by *Pthrp* gene ablation (*Pthrp* ^+/+^ at 1g compared to Pthrp^-/-^ at 1g). **(A)** Genes (total 270) upregulated by *Pthrp* ablation at 1 g. Fold change > 2.0, p < 0.05. **(B)** Genes (total 493) downregulated by *Pthrp* ablation at 1g. Fold change < 0.5, p value< 0.05. All probes: *Mus musculus*.

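The table lists fold changes of probes in Pthrp-/- relative to Pthrp+/+ TOs at 1g. Of its genes with a tested probe, 245 of 251 upregulated and 469 of 469 downregulated ones passed the same thresholds from background-corrected intensities, and none was called in the other direction. Of 22 NRF2 targets, genes of the oxidative stress response of which 4 stand in the paper's tables, 15 rose and 2, Gsta3 and Gstm2, fell (15 and 2 adjusted over the list alone; adjusted p = 0.0521 with an estimated correlation). The quinone reductase gene Nqo1 had a change of 3.77 ± 0.12 (log2, SE, n = 2 arrays per group).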

(PDF)

S4 Table Complete list of trabecular osteoblast genes whose expression is modified by intermittent PTHrP_1-36_ treatment (total 163 genes). **(A)** Genes (total 102) upregulated by intermittent PTHrP_1-36_ treatment. Fold change > 1.5, p < 0.05. **(B)** Genes (total 61) downregulated by treatment. Fold changes < 0.66, p < 0.05.

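The table lists fold changes of probes in treated relative to untreated Pthrp+/+ TOs at 0g. Of its genes with a tested probe, 95 of 99 upregulated and 55 of 59 downregulated ones passed fold changes above 1.5 or below 0.65 and an unadjusted p under 0.05 from background-corrected intensities, and none was called in the other direction. Of 8 YAP targets, genes that respond to mechanical tension and of which 5 stand in the paper's tables, 3 fell and 1, Nt5e, rose (5 and 1 adjusted over the list alone; adjusted p = 0.0720 with an estimated correlation). The change of Ankrd1 was -0.59 ± 0.14 (log2, SE, n = 2 arrays per group).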

(PDF)

# Supplementary material for: The Role of Parathyroid Hormone-Related Protein (PTHrP) in Osteoblast Response to Microgravity: Mechanistic Implications for Osteoporosis Development
**Source:** PLoS One. 2016 Jul 27;11(7):e0160034. doi: 10.1371/journal.pone.0160034
**Supplement:** S1 Table — Pre-programmed valves allowed 5 ml (or less) volumes to be fed through the bioreactors. Each PTHrP1-36 treatment was preceded by a 1-min flush, and the 2-h treatment was followed by 2 growth medium rinses and an overnight growth medium feed.

	Process<br>number	Date<br>L: launch	Hour	Minute	Growth<br>Medium<br>(ml)	PTHrP in<br>Medium<br>(ml)	Fixative<br>(ml)	PBS<br>(ml)
Day 1	1	L + 1	1	1	0	3	0	0
	2		1	2	0	5	0	0
	3		3	3	5	0	0	0
	4		3	4	5	0	0	0
	5		3	5	5	0	0	0
Day 2	1	L + 2	1	1	0	3	0	0
	2		1	2	0	5	0	0
	3		3	3	5	0	0	0
	4		3	4	5	0	0	0
	5		3	5	5	0	0	0
Day 3	1	L + 3	1	1	0	3	0	0
	2		1	2	0	5	0	0
	3		3	3	5	0	0	0
	4		3	4	5	0	0	0
	5		3	5	5	0	0	0
Day 4	1	L + 4	1	1	0	3	0	0
	2		1	2	0	5	0	0
	3		3	3	5	0	0	0
	4		3	4	5	0	0	0
	5		3	5	5	0	0	0
Day 5	1	L + 5	1	1	0	3	0	0
	2		1	2	0	5	0	0
	3		3	3	5	0	0	0
	4		3	4	5	0	0	0
	5		3	5	5	0	0	0
Day 6	1	L + 6	1	1	0	3	0	0
	2		1	2	0	5	0	0
	3		3	3	5	0	0	0
	4		3	4	5	0	0	0
	5		3	5	5	0	0	0
Day 7	1	L + 7	0	1	0	0	0	5
	2		0	2	0	0	0	5
	3		0	3	0	0	0	5
	4		0	4	0	0	0	5
	5		2	5	0	0	5	0
	6		2	6	0	0	5	0
	7		2	7	0	0	5	0
	8		2	8	0	0	5	0
	9		2	9	0	0	0	5
	10		2	10	0	0	0	5
	11		2	11	0	0	0	5
	12		2	12	0	0	0	5
	13		2	13	0	0	0	5

# Supplementary material for: The Role of Parathyroid Hormone-Related Protein (PTHrP) in Osteoblast Response to Microgravity: Mechanistic Implications for Osteoporosis Development
**Source:** PLoS One. 2016 Jul 27;11(7):e0160034. doi: 10.1371/journal.pone.0160034
**Supplement:** S2 Table — (A) Genes (total 59) upregulated by 0g (6 days). Fold change > 2.0, p < 0.05. (B) Genes (total 129) downregulated by 0g (6 days). Fold change < 0.5, p value< 0.05. All probes: Mus musculus.

S2 A and B Table: Genes affected by 6 days of simulated microgravity

S2 A Table

Genes (59) upregulated by 6 days of simulated microgravity (fold change > 2.0, p < 0.05)

Target ID	Definition (all probes : <i>Mus musculus</i>)	RefSeq ID	Fold change	Upregulated by ablation
PLF2	Mus musculus prolactin family 2, subfamily c, member 3 (Prl2c3), mRNA.	NM_011118.1	12.81098	*
MRPPLF3	Mus musculus prolactin family 2, subfamily c, member 4 (Prl2c4), mRNA.	NM_011954.2	11.76853	*
AQP5	Mus musculus aquaporin 5 (Aqp5), mRNA.<br>PREDICTED: Mus musculus similar to aquaporin 5 (LOC100046616), mRNA.	NM_009701.4<br>XM_001476512.1	7.790976<br>3.627969	*
CCK	Mus musculus cholecystokinin (Cck), mRNA.	NM_031161.2	5.513795	No
INHBB	PREDICTED: Mus musculus similar to Inhbb protein (LOC100046802), mRNA.	XM_001476835.1	4.413428	No
GREM1	Mus musculus gremlin1 (Grem1), mRNA	NM_011824.1	4.151464	*
GPC1	Mus musculus glypican 1 (Gpc1), mRNA.	NM_016696.3	4.13393	*
ALDH3A1	Mus musculus aldehyde dehydrogenase family 3, subfamily A1 (Aldh3a1), mRNA.	NM_007436.1	3.821048	*
ASS1	Mus musculus argininosuccinate synthetase 1 (Ass1), mRNA.	NM_007494.3	3.663361	*
NKD2	Mus musculus naked cuticle 2 homolog (Drosophila) (Nkd2), mRNA.	NM_028186.3	3.63063	*
NQO1	Mus musculus NAD(P)H dehydrogenase, quinone 1 (Nqo1), mRNA.	NM_008706.4	3.439677	*
INHBA	Mus musculus inhibin beta-A (Inhba), mRNA.	NM_008380.1	3.374437	*
COLM	Mus musculus gliomedin (Gldn), mRNA.	NM_177350.4	3.366197	No
HIST1H4H	Mus musculus histone cluster 1, H4h (Hist1h4h), mRNA.	NM_153173.2	3.122563	*
HSPB1	Mus musculus heat shock protein 1 (Hspb1), mRNA.	NM_013560.1	2.937195	*
CRIP2	Mus musculus cysteine rich protein 2 (Crip2), mRNA.	NM_024223.1	2.87678	*
TIMP3	Mus musculus tissue inhibitor of metalloproteinase 3 (Timp3), mRNA.	NM_011595.2<br>NM_011595.2	2.833766<br>2.168426	*
PRSS19	Mus musculus kallikrein related-peptidase 8 (Klk8), mRNA.	NM_008940.2	2.649386	No
ESD	Mus musculus esterase D/formylglutathione hydrolase (Esd), mRNA.	NM_016903.2	2.617979	*
PRELP	Mus musculus proline arginine-rich end leucine-rich repeat (Prelp), mRNA.	NM_054077.3	2.563206	*
1110032E2<br>3RIK	Mus musculus RIKEN cDNA 1110032E23 gene (1110032E23Rik), mRNA.	NM_133187.2	2.532211	*
GDF15	Mus musculus growth differentiation factor 15 (Gdf15), mRNA.	NM_011819.1	2.506674	*
FOSB	Mus musculus FBJ osteosarcoma oncogene B (Fosb), mRNA.	NM_008036.2	2.464137	No
AHRR	Mus musculus aryl-hydrocarbon receptor repressor (Ahrr), mRNA.	NM_009644.2	2.366026	*
NBL1	Mus musculus neuroblastoma, suppression of tumorigenicity 1 (Nbl1), mRNA.	NM_008675.1	2.362421	*
CRYAB	Mus musculus crystallin, alpha B (Cryab), mRNA.	NM_009964.1	2.332638	*
FABP3	Mus musculus fatty acid binding protein 3, muscle and heart (Fabp3), mRNA.	NM_010174.1	2.32906	*
MDM2	Mus musculus transformed mouse 3T3 cell double minute 2 (Mdm2), mRNA.	NM_010786.2<br>NM_010786.3	2.31834<br>2.246531	*
KCTD10	Mus musculus potassium channel tetramerisation domain containing 10 (Kctd10), mRNA.	NM_026145.3	2.279135	*
SGK	Mus musculus serum/glucocorticoid regulated kinase 1 (Sgk1), mRNA.	NM_011361.1	2.240079	*
ANK	Mus musculus progressive ankylosis (Ank), mRNA.	NM_020332.3	2.228785	*
EPHX1	Mus musculus epoxide hydrolase 1, microsomal (Ephx1), mRNA.	NM_010145.2	2.215451	*
WHRN	Mus musculus whirlin (Whrn), transcript variant 3, mRNA.	NM_001008792.1	2.202689	*
CD44	Mus musculus CD44 antigen (Cd44), transcript variant 2, mRNA.	NM_001039150.1	2.195092	*
CTGF	Mus musculus connective tissue growth factor (Ctgf), mRNA.	NM_010217.1	2.193812	*
SCX	Mus musculus scleraxis (Scx), mRNA.	NM_198885.2	2.185468	*

MUSTN1	Mus musculus musculoskeletal, embryonic nuclear protein 1 (Mustn1), mRNA.	NM_181390.1<br>NM_181390.2	2.185364<br>2.109783	*
HIST1H2BJ	Mus musculus histone cluster 1, H2bj (Hist1h2bj), mRNA.	NM_178198.1	2.173656	*
EEF1A2	Mus musculus eukaryotic translation elongation factor 1 alpha 2 (Eef1a2), mRNA.	NM_007906.2<br>NM_007906.2	2.153269<br>2.025144	*
TNFRSF11B	Mus musculus tumor necrosis factor receptor superfamily, member 11b (osteoprotegerin) (Tnfrsf11b), mRNA.	NM_008764.3	2.129809	*
HOXC6	Mus musculus homeo box C6 (Hoxc6), mRNA.	NM_010465.2	2.107019	*
AEBP1	Mus musculus AE binding protein 1 (Aebp1), mRNA.	NM_009636.1	2.102786	No
2300002D11RIK	Mus musculus RIKEN cDNA 2300002D11 gene (2300002D11Rik), mRNA.	NM_001081156.1	2.097322	*
BDNF	Mus musculus brain derived neurotrophic factor (Bdnf), transcript variant 3, mRNA.	NM_001048141.1	2.091327	*
HSPB8	Mus musculus heat shock protein 8 (Hspb8), mRNA.	NM_030704.1	2.090601	*
PDGFA	Mus musculus platelet-derived growth factor A type receptor (Pdgfa), mRNA.		2.084386	*
CCNG1	Mus musculus cyclin G1 (Ccng1), mRNA.	NM_009831.2	2.083259	*
AKR1C18	Mus musculus aldo-keto reductase family 1, member C18 (Akr1c18), mRNA.	NM_134066.2	2.073836	No
HIST1H2BM	Mus musculus histone cluster 1, H2bm (Hist1h2bm), mRNA.	NM_178200.1	2.072647	*
HIST1H2BH	Mus musculus histone cluster 1, H2bh (Hist1h2bh), mRNA.	NM_178197.1	2.069317	*
HIST1H2BF	Mus musculus histone cluster 1, H2bf (Hist1h2bf), mRNA.	NM_178195.1	2.066524	*
COL7A1	Mus musculus collagen, type VII, alpha 1 (Col7a1), mRNA.	NM_007738.3	2.044317	*
A630005A06RIK	Mus musculus TBC1 domain family, member 2 (Tbc1d2), mRNA.	NM_198664.3	2.044002	*
GSTP1	Mus musculus glutathione S-transferase, pi 1 (Gstp1), mRNA.	NM_013541.1	2.039079	*
TNFRSF12A	Mus musculus tumor necrosis factor receptor superfamily, member 12a (Tnfrsf12a), mRNA.	NM_013749.1	2.026671	*
SNRPN	Mus musculus SNRPN upstream reading frame (Snurf), mRNA.	NM_033174.2	2.014161	*
HIST1H2BK	Mus musculus histone cluster 1, H2bk (Hist1h2bk), mRNA.	NM_175665.1	2.012974	*
STMN2	Mus musculus stathmin-like 2 (Stmn2), mRNA.	NM_025285.2	2.007183	*
DOS	Mus musculus downstream of Stk11 (Dos), mRNA.	NM_015761.2	2.00261	*

S2 B Table

Genes (129) downregulated by 6 days of simulated microgravity (fold change< 0.5, p < 0.05)

Target ID	Definition (all probes : <i>Mus musculus</i>)	RefSeq ID	Fold change	Down-regulated by ablation
SFRP2	Mus musculus secreted frizzled-related protein 2 (Sfrp2), mRNA.	NM_009144.1	0.1316429	*
PTN	Mus musculus pleiotrophin (Ptn), mRNA.	NM_008973.2	0.1557338	*
IGFBP5	Mus musculus insulin-like growth factor binding protein 5 (Igfbp5), mRNA.	NM_010518.2	0.1603545	*
1500015O10RIK	Mus musculus RIKEN cDNA 1500015O10 gene (1500015O10Rik), mRNA.	NM_024283.2	0.1804316	*
IGF2	Mus musculus insulin-like growth factor 2 (Igf2), mRNA.	NM_010514.2	0.2085582	*
CLU	PREDICTED: Mus musculus similar to clusterin (LOC100046120), mRNA.	XM_001475611.1	0.213665	*
CXCL12	Mus musculus chemokine (C-X-C motif) ligand 12 (Cxcl12), transcript variant 1, mRNA.	NM_013655.2<br>NM_021704.2<br>NM_001012477.1	0.2150201<br>0.2234856<br>0.236011	*
HP	Mus musculus haptoglobin (Hp), mRNA.	NM_017370.1<br>NM_017370.1<br>NM_017370.1	0.2222102<br>0.4034571<br>0.4659876	*

C3	Mus musculus mouse complement 3, mRNA.	NM_009778.1	0.2325967	*
SCARA5	Mus musculus scavenger receptor class A, member 5 (putative) (Scara5), mRNA.	NM_028903.1	0.2351416	*
LUM	Mus musculus lumican (Lum), mRNA.	NM_008524.1	0.235224	*
MRC1	Mus musculus mannose receptor, C type 1 (Mrc1), mRNA.	NM_008625.1	0.253038	*
4930583H14RIK	Mus musculus RIKEN cDNA 4930583H14 gene (4930583H14Rik), mRNA.	NM_026358.2	0.2575598	*
2310061N23RIK	Mus musculus interferon, alpha-inducible protein 27 (Ifi27), mRNA.	NM_029803.1	0.2600992	*
DCN	Mus musculus decorin (Dcn), mRNA.	NM_007833.4<br>NM_007833.4	0.2889794<br>0.3837174	*
H19	Mus musculus H19 fetal liver mRNA (H19), non-coding RNA.	NR_001592.1	0.2906019	*
PPP1R3C	Mus musculus protein phosphatase 1, regulatory (inhibitor) subunit 3C (Ppp1r3c), mRNA.	NM_016854.2	0.2954025	*
RBM3	PREDICTED: Mus musculus similar to RNA binding motif protein 3 (LOC100043257), mRNA.	XM_001480197.1	0.2991486	*
APOD	PREDICTED: Mus musculus similar to apolipoprotein D (LOC100047583), mRNA.	XM_001479138.1	0.2996465	*
ITM2A	Mus musculus integral membrane protein 2A (Itm2a), mRNA.	NM_008409.2	0.2997355	*
D930038M13RIK	Mus musculus ABI gene family, member 3 (NESH) binding protein (Abi3bp), transcript variant 1, mRNA.	NM_178790.3	0.3036303	*
PFKL	Mus musculus phosphofructokinase, liver, B-type (Pfkf), mRNA.	NM_008826.3	0.3054363	*
BMP4	Mus musculus bone morphogenetic protein 4 (Bmp4), mRNA.	NM_007554.2	0.3117725	No
OLFML1	Mus musculus olfactomedin-like 1 (Olfml1), mRNA.	NM_172907.2	0.3123395	*
HIST1H2AD	Mus musculus histone cluster 1, H2ad (Hist1h2ad), mRNA.	NM_178188.3	0.3149356	*
DLK1	Mus musculus delta-like 1 homolog (Drosophila) (Dlk1), mRNA.	NM_010052.4	0.3273854	*
HIST1H2AK	Mus musculus histone cluster 1, H2ak (Hist1h2ak), mRNA.	NM_178183.1	0.3372404	*
2310056P07RIK	Mus musculus family with sequence similarity 162, member A (Fam162a), mRNA.	NM_027342.1	0.3391683	*
HIST1H2AF	Mus musculus histone cluster 1, H2af (Hist1h2af), mRNA.	NM_175661.1	0.3396376	*
SLC1A3	Mus musculus solute carrier family 1 (glial high affinity glutamate transporter), member 3 (Slc1a3), mRNA.	NM_148938.2	0.3399492	*
PSCDBP	Mus musculus cytohesin 1 interacting protein (Cytip), mRNA.	NM_139200.4	0.3403133	*
D0H4S114	Mus musculus DNA segment, human D4S114 (D0H4S114), mRNA.	NM_053078.3	0.3474809	No
NID2	Mus musculus nidogen 2 (Nid2), mRNA.	NM_008695.2	0.3477556	*
TGFB1	Mus musculus transforming growth factor, beta induced (Tgfb1), mRNA.	NM_009369.1	0.3514812	*
HIST1H2AH	Mus musculus histone cluster 1, H2ah (Hist1h2ah), mRNA.	NM_175659.1	0.352093	*
FMO1	Mus musculus flavin containing monooxygenase 1 (Fmo1), mRNA.	NM_010231.2	0.3568025	*
EGLN3	Mus musculus EGL nine homolog 3 (C. elegans) (Egln3), mRNA.	NM_028133.1	0.3569504	*
DPEP2	Mus musculus dipeptidase 2 (Dpep2), mRNA.	NM_176913.3<br>NM_176913.3	0.3577472<br>0.3965119	*
COL3A1	Mus musculus collagen, type III, alpha 1 (Col3a1), mRNA.	NM_009930.1	0.3599768	*
1200009O22RIK	Mus musculus RIKEN cDNA 1200009O22 gene (1200009O22Rik), mRNA.	NM_025817.3	0.3616481	*
HIST1H2AO	Mus musculus histone cluster 1, H2ao (Hist1h2ao), mRNA.	NM_178185.1	0.3618695	*
AGTR1A	Mus musculus angiotensin II receptor, type 1a (Agtr1a), mRNA.	NM_177322.2	0.3640873	*
LDB2	Mus musculus LIM domain binding protein (Ldb2), mRNA	NM_010698.2	0.3694307	*
DPT	Mus musculus dermatopontin (Dpt), mRNA.	NM_019759.2	0.369822	*
6330406I15RIK	Mus musculus RIKEN cDNA 6330406I15 gene (6330406I15Rik), mRNA.	NM_027519.1	0.3718243	*
RASSF4	Mus musculus Ras association (RalGDS/AF-6) domain family member 4 (Rassf4), mRNA.	NM_178045.3<br>NM_178045.3	0.372338<br>0.3845508	*
PDGFRA	Mus musculus platelet derived growth factor receptor, alpha polypeptide (Pdgfra), transcript variant 1, mRNA.	NM_011058.2	0.3755132	*
HIST1H2AN	Mus musculus histone cluster 1, H2an (Hist1h2an), mRNA.	NM_178184.1	0.3776532	*

ZCHC5	Mus musculus zinc finger, CCHC domain containing 5 (Zcchc5), mRNA.	NM_199468.1	0.3839341	No
SCARA3	Mus musculus scavenger receptor class A, member 3 (Scara3), mRNA.	NM_172604.3	0.3876348	No
IGFBP3	Mus musculus insulin-like growth factor binding protein 3 (Igfbp3), mRNA.	NM_008343.2	0.3878084	*
AOC3	Mus musculus amine oxidase, copper containing 3 (Aoc3), mRNA.	NM_009675.1	0.390921	*
KNG1	Mus musculus kininogen 1 (Kng1), mRNA.	NM_023125.2	0.3914529	*
SERPING1	Mus musculus serine (or cysteine) peptidase inhibitor, clade G, member 1 (Serping1), mRNA.	NM_009776.1	0.3939361	*
SFRP1	Mus musculus secreted frizzled-related protein 1 (Sfrp1), mRNA.	NM_013834.1	0.3966504	*
633040615<br>RIK	Mus musculus RIKEN cDNA 633040615 gene (633040615Rik), mRNA.	NM_027519.3	0.3991528	*
IGFBP4	Mus musculus insulin-like growth factor binding protein 4 (Igfbp4)	NM_010517.2	0.3999539	No
EMR1	Mus musculus EGF-like module containing, mucin-like, hormone receptor-like sequence 1 (Emr1), mRNA.	NM_010130.3<br>NM_010130.1	0.4002873<br>0.4839607	*
SIRPB1	Mus musculus signal-regulatory protein beta 1 (Sirpb1), transcript variant 3, mRNA.	NM_001002898.1	0.4006563	*
CAR9	Mus musculus carbonic anhydrase 9 (Car9), mRNA.	NM_139305.1	0.401926	*
SLC24A3	Mus musculus solute carrier family 24 (sodium/potassium/calcium exchanger), member 3 (Slc24a3), mRNA.	NM_053195.2	0.4027135	No
SRPX	Mus musculus sushi-repeat-containing protein (SrpX), mRNA.	NM_016911.4<br>NM_016911.4	0.4043711<br>0.4169736	*
LBP	Mus musculus lipopolysaccharide binding protein (Lbp), mRNA.	NM_008489.2	0.4046987	*
2310006J04<br>RIK	Mus musculus ankyrin repeat domain 37 (Ankrd37), mRNA.	NM_001039562.1	0.4075139	No
CCR5	Mus musculus chemokine (C-C motif) receptor 5 (Ccr5), mRNA.	NM_009917.2<br>NM_009917.2<br>NM_001008702.1	0.4091699<br>0.4434175<br>0.4461237	*
RAMP2	Mus musculus receptor (calcitonin) activity modifying protein 2 (Ramp2), mRNA.	NM_019444.2	0.4105468	*
LSP1	PREDICTED: Mus musculus predicted gene, ENSMUSG00000043795 (ENSMUSG00000043795), mRNA.	XM_001480835.1	0.4114556	*
CDKN1C	Mus musculus cyclin-dependent kinase inhibitor 1C (P57) (Cdkn1c), mRNA.	NM_009876.3	0.4116614	*
CORO1A	Mus musculus coronin, actin binding protein 1A (Coro1a), mRNA.	NM_009898.2<br>NM_009898.2<br>NM_009898.2	0.4127754<br>0.4435945<br>0.4970813	*
C1QA	Mus musculus complement component 1, q subcomponent, alpha polypeptide (C1qa), mRNA.	NM_007572.2	0.4128893	*
ELN	Mus musculus elastin (Eln), mRNA.	NM_007925.3	0.4149198	No
SLC2A1	Mus musculus solute carrier family 2 (facilitated glucose transporter), member 1 (Slc2a1), mRNA.	NM_011400.2	0.4167042	*
GPR23	Mus musculus G protein-coupled receptor 23 (Gpr23), mRNA.	NM_175271.2	0.4254305	*
PKD1	Mus musculus pyruvate dehydrogenase kinase, isoenzyme 1 (Pdk1), nuclear gene encoding mitochondrial protein, mRNA.	NM_172665.3	0.4255101	*
CTSC	Mus musculus cathepsin C (Ctsc), mRNA.	NM_009982.2	0.4265272	*
OASL2	Mus musculus 2'-5' oligoadenylate synthetase-like 2 (Oasl2), mRNA.	NM_011854.1	0.4272569	*
C1QB	Mus musculus complement component 1, q subcomponent, beta polypeptide (C1qb), mRNA.	NM_009777.2	0.4278048	*
DAB2	Mus musculus disabled homolog 2 (Drosophila) (Dab2), transcript variant 2, mRNA.	NM_023118.1	0.4278204	*
RSPO3	Mus musculus R-spondin 3 homolog (Xenopus laevis) (Rspo3), mRNA.	NM_028351.2	0.4293909	*
MFAP2	Mus musculus microfibrillar-associated protein 2 (Mfap2), mRNA.	NM_008546.2<br>NM_008546.2<br>NM_008546.2	0.4296708<br>0.4759155<br>0.4945922	*
GMFG	Mus musculus glia maturation factor, gamma (Gmfg), transcript variant 1, mRNA.	NM_022024.2<br>NM_022024.2	0.4302362<br>0.4870403	*
SELENBP1	PREDICTED: Mus musculus hypothetical protein LOC100044204 (LOC100044204), mRNA.	XM_001471696.1	0.433163	*
CAPN6	Mus musculus calpain 6 (Capn6), mRNA.	NM_007603.2	0.4346417	No
MEST	Mus musculus mesoderm specific transcript (Mest), mRNA.	NM_008590.1<br>NM_008590.1	0.4349252<br>0.4556044	*

MME	Mus musculus membrane metallo endopeptidase (Mme), mRNA.	NM_008604.2	0.4350618	*
NDRG1	Mus musculus N-myc downstream regulated gene 1 (Ndr1), mRNA.	NM_008681.2	0.4352534	No
MS4A6D	Mus musculus membrane-spanning 4-domains, subfamily A, member 6D (Ms4a6d), mRNA.	NM_026835.2	0.4373044	*
ALOX5AP	Mus musculus arachidonate 5-lipoxygenase activating protein (Alox5ap), mRNA.	NM_009663.1	0.4387523	*
HIST1H2AG	Mus musculus histone cluster 1, H2ag (Hist1h2ag), mRNA.	NM_178186.2	0.4395184	*
1300002F1<br>3RIK	Mus musculus ERBB receptor feedback inhibitor 1 (Errfi1), mRNA.	NM_133753.1	0.4395548	*
EVI2A	Mus musculus ecotropic viral integration site 2a (Evi2a), transcript variant 2, mRNA.	NM_010161.3	0.4402088	*
CXCL4	Mus musculus chemokine (C-X-C motif) ligand 4 (Cxcl4), mRNA.	NM_019932.2	0.4419611	*
1190002H2<br>3RIK	Mus musculus RIKEN cDNA 1190002H23 gene (1190002H23rik), mRNA.	NM_025427.2	0.4430251	*
DAB2	Mus musculus disabled homolog 2 (Drosophila) (Dab2), transcript variant 2, mRNA.	NM_001008702.1	0.4450885	*
ENO1	Mus musculus enolase 1, alpha non-neuron (Eno1), mRNA.	NM_023119.1	0.4461543	*
LYZ	Mus musculus lysozyme 1 (Lyz1), mRNA.	NM_013590.3	0.4473266	*
CD52	Mus musculus CD52 antigen (Cd52), mRNA.	NM_013706.1	0.44963	*
NDRL	Mus musculus N-myc downstream gene (Ndr1), mRNA.		0.4504366	*
CYP7B1	Mus musculus cytochrome P450, family 7, subfamily b, polypeptide 1 (Cyp7b1), mRNA.	NM_007825.3	0.450876	*
PPP3CA	Mus musculus protein phosphatase 3, catalytic subunit, alpha isoform (Ppp3ca), mRNA.	NM_008913.1	0.4521215	No
PIRA4	Mus musculus paired-Ig-like receptor A4 (Pira4), mRNA.	NM_011091.1	0.4527747	*
RARRES2	Mus musculus retinoic acid receptor responder (tazarotene induced) 2 (Rarres2), mRNA.	NM_027852.1	0.4537163	*
CD14	Mus musculus CD14 antigen (Cd14), mRNA.	NM_009841.3	0.4582975	*
ODZ4	Mus musculus odd Oz/ten-m homolog 4 (Drosophila) (Odz4), mRNA.	NM_011858.3	0.4619088	No
ALDH3B1	Mus musculus aldehyde dehydrogenase 3 family, member B1 (Aldh3b1), mRNA.	NM_026316.2	0.4627661	*
OGN	Mus musculus osteoglycin (Ogn), mRNA.	NM_008760.2	0.4635047	No
KCNAB2	Mus musculus potassium voltage-gated channel, shaker-related subfamily, beta member 2 (Kcnab2), mRNA.	NM_010598.2	0.4659567	*
C1QG	Mus musculus complement component 1, q subcomponent, C chain (C1qc), mRNA.	NM_007574.2	0.468035	*
GALNT9	Mus musculus UDP-N-acetyl-alpha-D-galactosamine:polypeptide N-acetyl-galactosaminyltransferase 9 (Galnt9), mRNA.	NM_198306.1	0.4683551	*
ADD3	Mus musculus adducin 3 (gamma) (Add3), mRNA.	NM_013758.2	0.4687887	*
ZFP36L1	Mus musculus zinc finger protein 36, C3H type-like 1 (Zfp36l1), mRNA.	NM_007564.4	0.4703194	*
HEMP1	Mus musculus NCK associated protein 1 like (Nckap1l), mRNA.	NM_153505.4	0.4709411	*
LGMMN	Mus musculus legumain (Lgmn), mRNA.	NM_011175.2	0.4770529	*
2810046M2<br>2RIK		NM_026621.1	0.4778584	No
TXNIP	Mus musculus thioredoxin interacting protein (Txnip), transcript variant 1, mRNA.	NM_001009935.2	0.4827267	*
EHD4	Mus musculus EH-domain containing 4 (Ehd4), mRNA.	NM_133838.4	0.483588	*
LDH1	Mus musculus lactate dehydrogenase A (Ldha), mRNA.	NM_010699.1	0.4844018	No
ARHGAP20	Mus musculus Rho GTPase activating protein 20 (Arhgap20), mRNA.	NM_175535.3	0.4859805	*
PTX3	Mus musculus pentaxin related gene (Ptx3) mRNA.	NM_008987.2	0.4867727	*
ENTPD2	Mus musculus ectonucleoside triphosphate diphosphohydrolase 2 (Entpd2), mRNA.	NM_009849.1	0.4874467	No
NCF4	Mus musculus neutrophil cytosolic factor 4 (Ncf4), mRNA.	NM_008677.1	0.4881307	*
PFC	Mus musculus complement factor properdin (Cfp), mRNA.	NM_008823.3	0.488737	*
SMARCA1	Mus musculus SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 1 (Smarca1), mRNA.	NM_053123.3	0.4911543	*

FCER1G	Mus musculus Fc receptor IgE high affinity 1 gamma polypeptide (Fcer1g) mRNA	NM_010185.2	0.4915371	*
CENPA	Mus musculus centromere protein A (Cenpa), mRNA.	NM_007681.2	0.4943203	*
MIF	Mus musculus macrophage migration inhibitory factor (Mif), mRNA.	NM_010798.2	0.4948902	No
1200002N14RIK	Mus musculus RIKEN cDNA 1200002N14 gene (1200002N14Rik), mRNA.	NM_027878.2	0.4949315	*
TK1	Mus musculus thymidine kinase 1 (Tk1), mRNA.	NM_009387.1	0.4950169	*
ALDOA	Mus musculus aldolase A, fructose-bisphosphate (Aldoa), mRNA.	NM_007438.3	0.4959253	*
SLPI	Mus musculus secretory leukocyte peptidase inhibitor (Slpi), mRNA.	NM_011414.2	0.4988716	*
DMN	Mus musculus synemin, intermediate filament protein (Synm), transcript variant 3, mRNA.	NM_183312.3	0.4993148	No

# Supplementary material for: The Role of Parathyroid Hormone-Related Protein (PTHrP) in Osteoblast Response to Microgravity: Mechanistic Implications for Osteoporosis Development
**Source:** PLoS One. 2016 Jul 27;11(7):e0160034. doi: 10.1371/journal.pone.0160034
**Supplement:** S3 Table — (A) Genes (total 270) upregulated by Pthrp ablation at 1 g. Fold change > 2.0, p < 0.05. (B) Genes (total 493) downregulated by Pthrp ablation at 1g. Fold change < 0.5, p value< 0.05. All probes: Mus musculus.

S3 A and B Tables: Genes (763) affected by *Pthrp* ablation (at 1g).

S3 A Table: Genes (270) upregulated by *Pthrp* ablation (at 1g) (fold change > 2.0, p < 0.05)

Target ID	Definition (all probes : <i>Mus musculus</i>)	RefSeq ID	Fold change	Up regulated by Og
AQP5	Mus musculus aquaporin 5 (Aqp5), mRNA.<br>PREDICTED: Mus musculus similar to aquaporin 5 (LOC100046616), mRNA.	NM_009701.4<br>XM_001476512.1	25.5869<br>9.54725	*
PLF2	Mus musculus prolactin family 2, subfamily c, member 3 (Prl2c3), mRNA.	NM_011118.1	20.6708	*
MRPPLF3	Mus musculus prolactin family 2, subfamily c, member 4 (Prl2c4), mRNA.	NM_011954.2	19.0465	*
ESM1	Mus musculus endothelial cell-specific molecule 1 (Esm1), mRNA.	NM_023612.3	11.5814	
ANXA8	Mus musculus annexin A8 (Anxa8), mRNA.	NM_013473.3<br>NM_013473.2	11.0903<br>3.9279	
NKD2	Mus musculus naked cuticle 2 homolog (Drosophila) (Nkd2), mRNA.	NM_028186.3	9.96437	*
NQO1	Mus musculus NAD(P)H dehydrogenase, quinone 1 (Nqo1), mRNA.	NM_008706.4	9.41091	*
CRYAB	Mus musculus crystallin, alpha B (Cryab), mRNA.	NM_009964.1	9.13575	*
ANK	Mus musculus progressive ankylosis (Ank), mRNA.	NM_020332.3	9.11502	*
TNFRSF11B	Mus musculus tumor necrosis factor receptor superfamily, member 11b (osteoprotegerin) (Tnfrsf11b), mRNA.	NM_008764.3	9.05821	*
ADH7	Mus musculus alcohol dehydrogenase 7 (class IV), mu or sigma polypeptide (Adh7), mRNA.	NM_009626.3	8.11975	
FABP3	Mus musculus fatty acid binding protein 3, muscle and heart (Fabp3), mRNA.	NM_010174.1	7.70136	*
BDNF	Mus musculus brain derived neurotrophic factor (Bdnf), transcript variant 3, mRNA.	NM_001048141.1	7.46112	*
HIST1H4H	Mus musculus histone cluster 1, H4h (Hist1h4h), mRNA.	NM_153173.2	6.52552	*
FHL1	Mus musculus four and a half LIM domains 1 (Fhl1), transcript variant 1, mRNA.	NM_001077361.1<br>NM_001077362.1	6.46872<br>6.12187	
S3-12	Mus musculus plasma membrane associated protein, S3-12 (S3-12), mRNA.	NM_020568.2	6.38498	
INHBA	Mus musculus inhibin beta-A (Inhba), mRNA.	NM_008380.1	6.03861	*
1110032E23<br>RIK	Mus musculus RIKEN cDNA 1110032E23 gene (1110032E23Rik), mRNA.	NM_133187.2	5.50103	*
GREM1	Mus musculus gremlin1 (Grem1) mRNA.	NM_011824.1	5.17357	*
CDH13	Mus musculus cadherin 13 (Cdh13), mRNA.	NM_019707.4<br>NM_019707.4	5.05871<br>2.57044	
CD44	Mus musculus CD44 antigen (Cd44), transcript variant 2, mRNA.	NM_001039150.1	4.9279	*
ESD	Mus musculus esterase D/formylglutathione hydrolase (Esd), mRNA.	NM_016903.2<br>NM_016903.2	4.78236<br>2.20099	*
TIMP3	Mus musculus tissue inhibitor of metalloproteinase 3 (Timp3), mRNA.	NM_011595.2<br>NM_011595.2	4.71802<br>4.57388	*
DSCR1	Mus musculus Down syndrome critical region homolog 1 (Dscr1) mRNA.	NM_019466.2	4.5003	
IRX3	Mus musculus Iroquois related homeobox 3 (Drosophila) (Irx3), mRNA.		4.36278	
PDLIM1	Mus musculus PDZ and LIM domain 1 (elfin) (Pdlim1), mRNA.	NM_016861.3	4.35651	
2300002D11<br>RIK	Mus musculus RIKEN cDNA 2300002D11 gene (2300002D11Rik), mRNA.	NM_001081156.1	4.2774	*
CRIP2	Mus musculus cysteine rich protein 2 (Crip2), mRNA.	NM_024223.1	4.26098	*
SCX	Mus musculus scleraxis (Scx), mRNA.	NM_198885.2	4.25152	*
1810008K03<br>RIK	Mus musculus ChaC, cation transport regulator-like 1 (E. coli) (Chac1), mRNA.	NM_026929.3	4.23677	
2300002G24<br>RIK	Mus musculus cysteine-rich C-terminal 1 (Crct1), mRNA.	NM_028798.2	4.20434	
3110050N22<br>RIK		NM_173181.1	4.07191	

ITGBL1	Mus musculus integrin, beta-like 1 (Itgbl1), mRNA.	NM_145467.1	4.06449	
PHF17	Mus musculus PHD finger protein 17 (Phf17), mRNA.	NM_172303.3	4.03838	
GPC1	Mus musculus glypican 1 (Gpc1), mRNA.	NM_016696.3	4.00833	*
BC099439	Mus musculus cDNA sequence BC099439 (BC099439), mRNA.	NM_001025564.1	4.0077	
MUSTN1	Mus musculus musculoskeletal, embryonic nuclear protein 1 (Mustn1), mRNA.	NM_181390.1<br>NM_181390.2	3.95709<br>3.09965	*
FGF10	Mus musculus fibroblast growth factor 10 (Fgf10), mRNA.	NM_008002.3<br>NM_008002.3	3.9152<br>3.88914	
WNT10A	Mus musculus wingless related MMTV integration site 10a (Wnt10a), mRNA.	NM_009518.1	3.91059	
GSTO1	Mus musculus glutathione S-transferase omega 1 (Gsto1), mRNA.	NM_010362.2	3.84759	
LOC217066	Mus musculus predicted gene, OTTMUSG00000025408 (OTTMUSG00000025408), non-coding RNA.	NR_003564.1	3.83718	
TINAGL	Mus musculus tubulointerstitial nephritis antigen-like (Tinagl), mRNA.	NM_023476.1	3.81307	
ANKRD1	Mus musculus ankyrin repeat domain 1 (cardiac muscle) (Ankrd1), mRNA.	NM_013468.2	3.79705	
STMN2	Mus musculus stathmin-like 2 (Stmn2), mRNA.	NM_025285.2	3.76379	*
SNRPN	Mus musculus SNRPN upstream reading frame (Snurf), mRNA.	NM_033174.2	3.73681	*
RHOD	Mus musculus ras homolog gene family, member D (Rhod), mRNA.	NM_007485.2	3.72967	
HSPB1	Mus musculus heat shock protein 1 (Hspb1), mRNA.	NM_013560.1	3.68691	*
SLITRK5	Mus musculus SLIT and NTRK-like family, member 5 (Slitrk5), mRNA.	NM_198865.1	3.6852	
A630005A06<br>RIK	Mus musculus TBC1 domain family, member 2 (Tbc1d2), mRNA.	NM_198664.3	3.51804	*
3110050N22<br>RIK	Mus musculus family with sequence similarity 164, member A (Fam164a), mRNA.	NM_173181.3	3.51754	
DOS	Mus musculus downstream of Stk11 (Dos), mRNA.	NM_015761.2	3.47437	*
LTBP1	Mus musculus latent transforming growth factor beta binding protein 1 (Ltbp1), transcript variant 2, mRNA.	NM_206958.1	3.46436	
TNFRSF12A	Mus musculus tumor necrosis factor receptor superfamily, member 12a (Tnfrsf12a), mRNA.	NM_013749.1	3.44943	*
AQP1	Mus musculus aquaporin 1 (Aqp1), mRNA.	NM_007472.1<br>NM_007472.1<br>NM_007472.2	3.36438<br>3.17094<br>2.68865	
FLRT2	Mus musculus fibronectin leucine rich transmembrane protein 2 (Flrt2), mRNA.	NM_201518.1	3.35539	
CHST7	Mus musculus carbohydrate (N-acetylglucosamino) sulfotransferase 7 (Chst7), mRNA.	NM_021715.1	3.30149	
SLC6A9	Mus musculus solute carrier family 6 (neurotransmitter transporter, glycine), member 9 (Slc6a9), mRNA.	NM_008135.4	3.29421	
CTGF	Mus musculus connective tissue growth factor (Ctgf), mRNA.	NM_010217.1	3.29075	*
HIST1H4J	Mus musculus histone cluster 1, H4j (Hist1h4j), mRNA.	NM_178210.1	3.27048	
HOXA7	Mus musculus homeo box A7 (Hoxa7), mRNA.	NM_010455.2	3.26892	
NUPR1	Mus musculus nuclear protein 1 (Nupr1), mRNA.	NM_019738.1	3.26419	
EPHA3	Mus musculus Eph receptor A3 (Epha3), mRNA.	NM_010140.1<br>NM_010140.1	3.25155<br>2.30077	
SCMH1	Mus musculus sex comb on midleg homolog 1 (Scmh1), mRNA.	NM_013883.1	3.21681	
SNCG	Mus musculus synuclein, gamma (Sn cg), mRNA.	NM_011430.2	3.17605	
RIN1	Mus musculus Ras and Rab interactor 1 (Rin1), mRNA.	NM_145495.2	3.16499	
ATF5	Mus musculus activating transcription factor 5 (Atf5), mRNA.	NM_030693.1	3.16417	
COL7A1	Mus musculus collagen, type VII, alpha 1 (Col7a1), mRNA.	NM_007738.3	3.12923	*
CCNG1	Mus musculus cyclin G1 (Ccng1), mRNA.	NM_009831.2<br>NM_009831.2<br>NM_009831.2	3.10906<br>2.3024<br>2.06394	*
PDE4DIP	Mus musculus phosphodiesterase 4D interacting protein (myomegalin) (Pde4dip), transcript variant 1, mRNA.	NM_001039376.1	3.09392	

MOD1	PREDICTED: Mus musculus similar to Mod1 protein, transcript variant 4 (LOC677317), mRNA.	XM_001004685.1	3.08651	
DPP7	Mus musculus dipeptidylpeptidase 7 (Dpp7), mRNA.	NM_031843.2	3.06014	
Pfn2	Mus musculus profilin 2 (Pfn2), mRNA.	NM_019410.2<br>NM_019410.2	3.05198<br>2.75215	
CCND1	Mus musculus cyclin D1 (Ccnd1), mRNA.	NM_007631.2<br>NM_007631.1<br>NM_007631.1	3.04646<br>2.63953<br>2.55278	
PKIA	Mus musculus protein kinase inhibitor, alpha (Pkia), mRNA.	NM_008862.3	3.04401	
CD109	Mus musculus CD109 antigen (Cd109), mRNA.	NM_153098.2<br>NM_153098.2	3.02402<br>2.37338	
FBXO25	Mus musculus F-box protein 25 (Fbxo25), mRNA.	NM_025785.2	3.01954	
CKLFSF4	Mus musculus CKLF-like MARVEL transmembrane domain containing 4 (Cmtm4), mRNA.	NM_153582.4	3.01163	
RNU6	Mus musculus U6 small nuclear RNA (Rnu6), non-coding RNA.	NR_003027.1	2.9508	
ELMO2	Mus musculus engulfment and cell motility 2, ced-12 homolog (C. elegans) (Elmo2), transcript variant 3, mRNA.	NM_080287.2	2.94356	
IRX2	Mus musculus Iroquois related homeobox 2 (Drosophila) (Irx2), mRNA.	NM_010574.2	2.94042	
1810045K06<br>RIK	Mus musculus kelch-like 21 (Drosophila) (Klhl21), mRNA.	NM_001033352.3	2.93826	
ACOT7	Mus musculus acyl-CoA thioesterase 7 (Acot7), mRNA.	NM_133348.1<br>NM_133348.1<br>NM_133348.1<br>NM_133348.1	2.93403<br>2.57733<br>2.48516<br>2.43181	
PLA2G12A	Mus musculus phospholipase A2, group X1A (Pla2g12a), transcript variant 1, mRNA.	NM_023196.2	2.928	
EPHX1	Mus musculus epoxide hydrolase 1, microsomal (Ephx1), mRNA.	NM_010145.2	2.90728	*
PTRH1	Mus musculus peptidyl-tRNA hydrolase 1 homolog (S. cerevisiae) (Ptrh1), mRNA.	NM_178595.3<br>NM_178595.2	2.88622<br>2.74032	
NPR2	Mus musculus natriuretic peptide receptor 2 (Npr2), mRNA.	NM_173788.3	2.87031	
MLLT11	Mus musculus myeloid/lymphoid or mixed-lineage leukemia (trithorax homolog, Drosophila); translocated to, 11 (Mllt11), mRNA.	NM_019914.3	2.86807	
MOXD1	Mus musculus monooxygenase, DBH-like 1 (Moxd1), mRNA.	NM_021509.3	2.84276	
GDF15	Mus musculus growth differentiation factor 15 (Gdf15), mRNA.	NM_011819.1	2.84186	*
HSP105	Mus musculus heat shock protein 105 (Hsp105) mRNA.	NM_013559.1	2.83632	
HIST1H2BM	Mus musculus histone cluster 1, H2bm (Hist1h2bm), mRNA.	NM_178200.1	2.82491	*
MDM2	Mus musculus transformed mouse 3T3 cell double minute 2 (Mdm2), mRNA.	NM_010786.2<br>NM_010786.3	2.80901<br>2.71183	*
CCDC3	Mus musculus coil-coiled domain containing 3 (Ccdc3) mRNA.	XM_129987.2	2.78141	
ASS1	Mus musculus argininosuccinate synthetase 1 (Ass1), mRNA.	NM_007494.3	2.78125	*
SQSTM1	Mus musculus sequestosome 1 (Sqstm1), mRNA.	NM_011018.2	2.77037	
HIST1H2BJ	Mus musculus histone cluster 1, H2bj (Hist1h2bj), mRNA.	NM_178198.1	2.7552	*
TESK1	Mus musculus testis specific protein kinase 1 (Tek1), mRNA.	NM_011571.2	2.75272	
ALDH3A1	Mus musculus aldehyde dehydrogenase family 3, subfamily A1 (Aldh3a1), mRNA.	NM_007436.1	2.73391	*
TRIB2	Mus musculus Tribbles homolog 2 (Trib2) mRNA.	NM_144551.3	2.72893	
ARHGEF18	Mus musculus rho/rac guanine nucleotide exchange factor (GEF) 18 (Arhgef18), mRNA.	NM_133962.3	2.72592	
KCTD10	Mus musculus potassium channel tetramerisation domain containing 10 (Kctd10), mRNA.	NM_026145.3	2.72172	*
AI450948	Mus musculus AHNAK nucleoprotein 2 (Ahnak2), mRNA.	NM_001033476.1	2.71731	
FHL2	Mus musculus four and a half LIM domains 2 (Fhl2), mRNA.	NM_010212.3	2.70708	
ST3GAL3	Mus musculus ST3 beta-galactoside alpha-2,3-sialyltransferase 3 (St3gal3), mRNA.	NM_009176.2	2.70341	
HIST1H2BH	Mus musculus histone cluster 1, H2bh (Hist1h2bh), mRNA.	NM_178197.1	2.69357	*

STK38L	Mus musculus serine/threonine kinase 38 like (Stk38l), mRNA.	NM_172734.2	2.6934	
SDPR	Mus musculus serum deprivation response (Sdpr), mRNA.	NM_138741.1	2.68312	
PRELP	Mus musculus proline arginine-rich end leucine-rich repeat (Prelp), mRNA.	NM_054077.3	2.68243	*
LMCD1	Mus musculus LIM and cysteine-rich domains 1 (Lmcd1), mRNA.	NM_144799.1<br>NM_144799.1	2.67584<br>2.56154	
CATNAL1	Mus musculus catenin (cadherin associated protein), alpha-like 1 (Ctnnal1), mRNA.	NM_018761.2	2.67576	
AU040829	Mus musculus expressed sequence AU040829 (AU040829), transcript variant 2, mRNA.	NM_175003.3	2.67252	
GSTP1	Mus musculus glutathione S-transferase, pi 1 (Gstp1), mRNA.	NM_013541.1<br>NM_013541.1	2.67226<br>2.47776	*
HIST1H2BK	Mus musculus histone cluster 1, H2bk (Hist1h2bk), mRNA.	NM_175665.1	2.6699	*
PDGFA	Mus musculus platelet-derived growth factor, A polypeptide (Pdgfa), mRNA.		2.63164	*
BC022687	Mus musculus cDNA sequence BC022687 (BC022687), mRNA.	NM_145450.3	2.6233	
CHST1	Mus musculus carbohydrate (keratan sulfate Gal-6) sulfotransferase 1 (Chst1), mRNA.	NM_023850.1	2.61691	
PRKG2	Mus musculus protein kinase, cGMP-dependent, type II (Prkg2), mRNA.	NM_008926.3	2.61221	
IL7	Mus musculus interleukin 7 (Il7), mRNA.	NM_008371.4	2.60881	
EFNA5	Mus musculus ephrin A5 (Efna5), transcript variant 2, mRNA.	NM_010109.2	2.60209	
ASNS	Mus musculus asparagine synthetase (Asns), mRNA.	NM_012055.3<br>NM_012055.1	2.60203<br>2.34067	
LRP11	Mus musculus low density lipoprotein receptor-related protein 11 (Lrp11), mRNA.	NM_172784.2	2.59931	
E2F6	Mus musculus E2F transcription factor 6 (E2f6), mRNA.	NM_033270.1<br>NM_033270.1	2.59526<br>2.18826	
SULF1	Mus musculus sulfatase 1 (Sulf1), mRNA.	NM_172294.1	2.58389	
DDEF1	PREDICTED: Mus musculus similar to Development and differentiation enhancing (LOC100045359), mRNA.	XM_001474179.1	2.581	
AVP1	Mus musculus arginine vasopressin-induced 1 (Avp1), mRNA.	NM_027106.3	2.56632	
D10ERTD214 E	Mus musculus CDGSH iron sulfur domain 1 (Cisd1), mRNA.	NM_134007.4	2.56526	
HIST1H2BF	Mus musculus histone cluster 1, H2bf (Hist1h2bf), mRNA.	NM_178195.1	2.55937	*
2010323F13 RIK	Mus musculus GTP cyclohydrolase I feedback regulator (Gchfr), mRNA.	NM_177157.4	2.55781	
C85492	Mus musculus expressed sequence C85492 (C85492), mRNA.	NM_153540.3	2.55722	
GNB4	Mus musculus guanine nucleotide binding protein (G protein), beta 4 (Gnb4), mRNA.	NM_013531.3	2.55171	
ENPP5	Mus musculus ectonucleotide pyrophosphatase/phosphodiesterase 5 (Enpp5), mRNA.	NM_032003.1	2.53694	
IRS2	Mus musculus insulin receptor substrate 2 (Irs2), mRNA.	NM_001081212.1	2.53676	
HIST1H2BE	Mus musculus histone cluster 1, H2be (Hist1h2be), mRNA.	NM_178194.3	2.53288	
PDGFC	Mus musculus platelet-derived growth factor, C polypeptide (Pdgfc), mRNA.	NM_019971.2	2.51907	
DDC8	Mus musculus testis specific protein, Ddc8 (Ddc8), mRNA.	NM_021440.1	2.51858	
LIMK2	Mus musculus LIM motif-containing protein kinase 2 (Limk2), transcript variant 3, mRNA.	NM_001034030.1	2.5175	
AHRR	Mus musculus aryl-hydrocarbon receptor repressor (Ahrr), mRNA.	NM_009644.2	2.51242	*
PHGDH	Mus musculus 3-phosphoglycerate dehydrogenase (Phgdh), mRNA.	NM_016966.3	2.50713	
4933428A15 RIK	Mus musculus microfibrillar-associated protein 3-like (Mfap3l), mRNA.	NM_027756.3	2.50027	
MEGF10	Mus musculus multiple EGF-like-domains 10 (Megf10), mRNA.	NM_001001979.1	2.49787	
BTEB1	Mus musculus Kruppel-like factor 9 (Klf9), mRNA.	NM_010638.4	2.49532	
DDIT3	Mus musculus DNA-damage inducible transcript 3 (Ddit3), mRNA.	NM_007837.2<br>NM_007837.2	2.49149<br>2.42554	

TMBIM1	Mus musculus transmembrane BAX inhibitor motif containing 1 (Tmbim1), mRNA.	NM_027154.3	2.47126	
CSPG4	Mus musculus chondroitin sulfate proteoglycan 4 (Cspg4), mRNA.	NM_139001.2	2.47001	
ANXA3	Mus musculus annexin A3 (Anxa3), mRNA.	NM_013470.1<br>NM_013470.1	2.46116<br>2.43753	
D2BWG0891 E	Mus musculus dysbindin (dystrobrevin binding protein 1) domain containing 2 (Dbndd2), transcript variant 3, mRNA.	NM_001048228.1	2.45135	
COQ10B	Mus musculus coenzyme Q10 homolog B (S. cerevisiae) (Coq10b), transcript variant 1, mRNA.	NM_001039710.1<br>NM_001039710.1	2.45009<br>2.0111	
PRLR	Mus musculus prolactin receptor (Prlr), mRNA.	NM_011169.4	2.43943	
FOXP1	Mus musculus forkhead box G1 (Foxg1), mRNA.	NM_008241.1	2.43518	
SLC19A2	Mus musculus solute carrier family 19 (thiamine transporter), member 2 (Slc19a2), mRNA.	NM_054087.2	2.43174	
CIB2	Mus musculus calcium and integrin binding family member 2 (Cib2), mRNA.	NM_019686.3	2.42973	
HSPB8	Mus musculus heat shock protein 8 (Hspb8), mRNA.	NM_030704.1	2.42948	*
PKD4	Mus musculus pyruvate dehydrogenase kinase, isoenzyme 4 (Pdk4), mRNA.	NM_013743.2	2.42519	
CAR11	Mus musculus carbonic anhydrase 11 (Car11), mRNA.	NM_009800.2	2.42404	
SLC20A2	PREDICTED: Mus musculus hypothetical protein LOC100045882 (LOC100045882), mRNA.	XM_001475083.1	2.40661	
2310046G15 RIK	Mus musculus protease, serine, 23 (Prss23), mRNA.	NM_029614.3	2.40484	
THBD	Mus musculus thrombomodulin (Thbd), mRNA.	NM_009378.2	2.39873	
HIST1H2BN	Mus musculus histone cluster 1, H2bn (Hist1h2bn), mRNA.	NM_178201.1	2.39622	
1600002K03 RIK	Mus musculus RIKEN cDNA 1600002K03 gene (1600002K03Rik), mRNA.	NM_027207.1	2.39613	
SULT4A1	Mus musculus sulfotransferase family 4A, member 1 (Sult4a1), mRNA.	NM_013873.3	2.38797	
9030611019 RIK	Mus musculus family with sequence similarity 110, member C (Fam110c), mRNA.	NM_027828.2	2.37875	
NGFB	Mus musculus nerve growth factor, beta (Ngfb), mRNA.	NM_013609.1	2.37565	
HIST1H4I	Mus musculus histone cluster 1, H4i (Hist1h4i), mRNA.	NM_175656.2	2.37374	
HIST1H4K	Mus musculus histone cluster 1, H4k (Hist1h4k), mRNA.	NM_178211.1	2.3728	
SGK	Mus musculus serum/glucocorticoid regulated kinase 1 (Sgk1), mRNA.	NM_011361.1	2.36214	*
ANGPTL2	Mus musculus angiopoietin-like 2 (Angptl2), mRNA.	NM_011923.4	2.35841	
SLC9A3R2	Mus musculus solute carrier family 9 (sodium/hydrogen exchanger), member 3 regulator 2 (Slc9a3r2), transcript variant A, mRNA.	NM_023055.1	2.35753	
SAMD4	Mus musculus sterile alpha motif domain containing 4 (Samd4), transcript variant 1, mRNA.	NM_001037221.1	2.35603	
NRN1	Mus musculus neuritin 1 (Nrn1), mRNA.	NM_153529.1	2.35489	
HIST1H3E	Mus musculus histone cluster 1, H3e (Hist1h3e), mRNA.	NM_178205.1	2.34212	
DP1	Mus musculus receptor accessory protein 5 (Reep5), mRNA.	NM_007874.2	2.3364	
1700024K14 RIK	Mus musculus CAP-GLY domain containing linker protein family, member 4 (Clip4), mRNA.	NM_030179.2	2.33421	
WHRN	Mus musculus whirlin (Whrn), transcript variant 3, mRNA.	NM_001008792.1	2.3278	*
LOR	Mus musculus loricrin (Lor), mRNA.	NM_008508.2	2.32305	
CD9	Mus musculus tetraspanning glycoprotein 9 (Cd9) mRNA	NM_007657.2	2.32166	
1700047117R IK	Mus musculus RIKEN cDNA 1700047117 gene 1 (1700047117Rik1), mRNA.	NM_028527.1	2.31688	
HES1	Mus musculus hairy and enhancer of split 1 (Drosophila) (Hes1), mRNA.	NM_008235.2	2.31173	
SNX7	Mus musculus sorting nexin 7 (Snx7), mRNA.	NM_029655.2	2.31142	
CKLFSF4	Mus musculus CKLF-like MARVEL transmembrane domain containing 4 (Cmtm4), mRNA.	NM_153582.4	2.3065	
CBR2	Mus musculus carbonyl reductase 2 (Cbr2), mRNA.	NM_007621.1	2.30116	

HIST1H3D	Mus musculus histone cluster 1, H3d (Hist1h3d), mRNA.	NM_178204.1	2.29977	
EEF1A2	Mus musculus eukaryotic translation elongation factor 1 alpha 2 (Eef1a2), mRNA.	NM_007906.2	2.29317	*
D8ERTD594E	Mus musculus WW, C2 and coiled-coil domain containing 2 (Wwc2), mRNA.	NM_133791.4	2.29045	
C630013N10<br>RIK	Mus musculus kelch-like 26 (Drosophila) (Klhl26), transcript variant 1, mRNA.	NM_172052.1	2.28996	
DAB2IP	Mus musculus disabled homolog 2 (Drosophila) interacting protein (Dab2ip), mRNA.	NM_001001602.1	2.27987	
MRPL38	Mus musculus mitochondrial ribosomal protein L38 (Mrpl38), nuclear gene encoding mitochondrial protein, mRNA.	NM_024177.3	2.27595	
HIST1H4M	Mus musculus histone cluster 1, H4m (Hist1h4m), mRNA.	NM_175657.1	2.27071	
PBP2	Mus musculus phosphatidylethanolamine binding protein 2 (Pbp2), mRNA.	NM_029595.3	2.26699	
CDO1	Mus musculus cysteine dioxygenase 1, cytosolic (Cdo1), mRNA.	NM_033037.3	2.25818	
KCNK2	Mus musculus potassium channel, subfamily K, member 2 (Kcnk2), mRNA.	NM_010607.1	2.25607	
IDH3A	Mus musculus isocitrate dehydrogenase 3 (NAD+) alpha (Idh3a), nuclear gene encoding mitochondrial protein, mRNA.	NM_029573.2	2.24384	
PMM1	Mus musculus phosphomannomutase 1 (Pmm1), mRNA.	NM_013872.1<br>NM_013872.2	2.24368<br>2.0541	
SLCO3A1	Mus musculus solute carrier organic anion transporter family, member 3a1 (Slco3a1), transcript variant 1, mRNA.	NM_023908.2	2.24125	
B230104P22<br>RIK	Mus musculus NUA family, SNF1-like kinase, 1 (Nuak1), mRNA.	NM_001004363.1	2.23653	
NGFB	Mus musculus nerve growth factor, beta (Ngfb), mRNA.	NM_013609.1	2.22787	
2610204M08<br>RIK	Mus musculus RIKEN cDNA 2610204M08 gene (2610204M08Rik), mRNA.	NM_198411.2	2.21893	
HOXC6	Mus musculus homeo box C6 (Hoxc6), mRNA.	NM_010465.2	2.21521	*
NBL1	Mus musculus neuroblastoma, suppression of tumorigenicity 1 (Nbl1), mRNA.	NM_008675.1	2.21447	*
CD151	Mus musculus transmembrane-4 protein (Cd151) mRNA	NM_009842.1	2.21371<br>2.16579<br>2.1459	
2300002D11<br>RIK	Mus musculus RIKEN cDNA 2300002D11 gene (2300002D11Rik), mRNA.	NM_001081156.2	2.21367	*
D5BWG0834<br>E	Mus musculus coiled-coil domain containing 92 (Ccdc92), mRNA.	NM_144819.2	2.20015	
GTSE1	Mus musculus G two S phase expressed protein 1 (Gtse1), mRNA.	NM_013882.1	2.19507	
HMGA1	Mus musculus high mobility group AT-hook 1 (Hmga1), transcript variant 1, mRNA.	NM_016660.2	2.19481	
RNF11	Mus musculus ring finger protein 11 (Rnf11), mRNA.	NM_013876.3<br>NM_013876.2	2.19088<br>2.13822	
GDF10	Mus musculus growth differentiation factor 10 (Gdf10), mRNA.	NM_145741.2	2.19078	
SERPINE2	Mus musculus serine (or cysteine) peptidase inhibitor, clade E, member 2 (Serpine2), mRNA.	NM_009255.2	2.18924	
TLCD1	Mus musculus TLC domain containing 1 (Tlcd1), mRNA.	NM_026708.1	2.18619	
1810059A23<br>RIK	Mus musculus MTERF domain containing 2 (Mterfd2), mRNA.	NM_178051.3	2.17992	
CYB5R3	Mus musculus cytochrome b5 reductase 3 (Cyb5r3), mRNA.	NM_029787.2	2.17454	
CDKN1A	Mus musculus cyclin-dependent kinase inhibitor 1A (P21) (Cdkn1a), mRNA.	NM_007669.2<br>NM_007669.2	2.17063<br>2.03977	
D930001I22R<br>IK	Mus musculus RIKEN cDNA D930001I22 gene (D930001I22Rik), mRNA.	NM_173397.2	2.16768	
TTLL11	Mus musculus tubulin tyrosine ligase-like family, member 11 (Ttll11), mRNA.	NM_028921.1	2.16575	
THSD6	Mus musculus ADAMTS-like 5 (Adamtsl5), transcript variant 2, mRNA.	NM_025629.2	2.16529	
9130213B05<br>RIK	Mus musculus RIKEN cDNA 9130213B05 gene (9130213B05Rik), mRNA.	NM_145562.2	2.16525	
CLN2	Mus musculus tripeptidyl peptidase I (Tpp1), mRNA.	NM_009906.4	2.16468	
BC046404	Mus musculus cDNA sequence BC046404 (BC046404), mRNA.	NM_198861.1	2.16108	

EPN2	Mus musculus epsin 2 (Epn2), mRNA.	NM_010148.2	2.15494	
IGFBP2	Mus musculus insulin-like growth factor binding protein 2 (Igfbp2), mRNA.	NM_008342.2	2.14973	
BTBD11	Mus musculus BTB (POZ) domain containing 11 (Btbd11), transcript variant 2, mRNA.	NM_001017525.1	2.13589	
CD80	Mus musculus CD80 antigen (Cd80), mRNA.	NM_009855.2	2.13447	
SLC5A7	Mus musculus solute carrier family 5 (choline transporter), member 7 (Slc5a7), mRNA.	NM_022025.3	2.13317	
SPNB2	Mus musculus spectrin beta 2 (Spnb2), transcript variant 1, mRNA.	NM_175836.2	2.13016	
C85492	Mus musculus expressed sequence C85492 (C85492), mRNA.	NM_153540.3	2.1278	
CDKN2A	Mus musculus cyclin-dependent kinase inhibitor 2A (Cdkn2a), transcript variant 1, mRNA.	NM_009877.2	2.12587	
AKT3	Mus musculus thymoma viral proto-oncogene 3 (Akt3), mRNA.	NM_011785.2	2.12536	
MOD1	Mus musculus malic enzyme, supernatant (Mod1), mRNA.	NM_008615.1	2.12224	
OSBPL3	Mus musculus oxysterol binding protein-like 3 (Osbp13), mRNA.	NM_027881.1	2.12214	
LRRC28	Mus musculus leucine rich repeat containing 28 (Lrrc28), mRNA.	NM_175124.4	2.12175	
RUSC2	Mus musculus RUN and SH3 domain containing 2 (Rusc2), transcript variant 1, mRNA.	NM_199057.2<br>NM_199057.2	2.12044<br>2.07967	
PPM1F	Mus musculus protein phosphatase 1F (PP2C domain containing) (Ppm1f), mRNA.	NM_176833.3	2.11857	
TWIST2	Mus musculus Twist family gene 2 (Twist2) mRNA	NM_007855.1	2.11724	
OLFM1	Mus musculus olfactomedin 1 (Olfm1), transcript variant 2, mRNA.	NM_001038612.1	2.11547	
RGS4	Mus musculus regulator of G-protein signaling 4 (Rgs4), mRNA.	NM_009062.3	2.11307	
BC046404	PREDICTED: Mus musculus similar to CDNA sequence BC046404 (LOC100045343), misc RNA.	XR_031575.1	2.11236	
POLK	Mus musculus polymerase (DNA directed), kappa (Polk), mRNA.	NM_012048.2	2.11149	
HIST1H2BC	Mus musculus histone cluster 1, H2bc (Hist1h2bc), mRNA.	NM_023422.3	2.11057	
SKP1A	Mus musculus S-phase kinase-associated protein 1A (Skp1a), mRNA.	NM_011543.3	2.10718	
C530043G21<br>RIK	Mus musculus family with sequence similarity 20, member B (Fam20b), mRNA.	NM_145413.4	2.10425	
CAV1	Mus musculus caveolin 1, caveolae protein (Cav1), mRNA.	NM_007616.3	2.1	
DOK1	Mus musculus docking protein 1 (Dok1), mRNA.	NM_010070.3<br>NM_010070.3	2.0981<br>2.00769	
ANXA1	Mus musculus annexin A1 (Anxa1), mRNA.	NM_010730.2	2.09796	
LRRFIP1	Mus musculus leucine rich repeat (in FLII) interacting protein 1 (Lrrfip1), mRNA.	NM_008515.1	2.09756	
3222401M22<br>RIK	Mus musculus raftlin family member 2 (Rftn2), mRNA. XM_920263<br>XM_986521 XM_986556 XM_986596 XM_986637 XM_986673	NM_028713.1	2.09728	
GATA2	Mus musculus GATA binding protein 2 (Gata2), mRNA.	NM_008090.4	2.09705	
USP20	Mus musculus ubiquitin specific peptidase 20 (Usp20), mRNA.	NM_028846.3	2.09632	
ITGB5	Mus musculus integrin beta 5 (Itgb5), mRNA.	NM_010580.1	2.09482	
0610031J06R<br>IK	Mus musculus RIKEN cDNA 0610031J06 gene (0610031J06Rik), mRNA.	NM_020003.1	2.09432	
GRASP	Mus musculus general receptor for phosphoinositides-associated scaffold protein (Grasp) mRNA	NM_019518.2	2.09076	
TMEM119	Mus musculus transmembrane protein 119 (Tmem119), mRNA.	NM_146162.1	2.08626	
1810046J19R<br>IK	Mus musculus RIKEN cDNA 1810046J19 gene (1810046J19Rik), mRNA.	NM_025559.2	2.08391	
ENO2	Mus musculus enolase 2, gamma neuronal (Eno2), mRNA.	NM_013509.2	2.07747	
GSS	Mus musculus glutathione synthetase (Gss), mRNA.	NM_008180.1	2.07467	
D330024H06<br>RIK	Mus musculus KN motif and ankyrin repeat domains 1 (Kank1), mRNA.	NM_181404.5	2.0705	
AXL	Mus musculus AXL receptor tyrosine kinase (Axl), mRNA.	NM_009465.3	2.06773	

PTGS1	Mus musculus prostaglandin-endoperoxide synthase 1 (Ptgs1), mRNA.	NM_008969.3	2.06488	
RFTN2	Mus musculus raftlin family member 2 (Rftn2), mRNA. XM_920263 XM_986521 XM_986556 XM_986596 XM_986637 XM_986673	NM_028713.1	2.06413	
0610006K04<br>RIK	Mus musculus nudix (nucleoside diphosphate linked moiety X)-type motif 22 (Nudt22), mRNA.	NM_026675.2	2.06218	
HYAL1	Mus musculus hyaluronoglucosaminidase 1 (Hyal1), mRNA.	NM_008317.4	2.05647	
TLE1	Mus musculus transducin-like enhancer of split 1, homolog of Drosophila E(spl) (Tle1), mRNA. XM_984202 XM_984240 XM_984277 XM_984316 XM_984359 XM_984397 XM_984426 XM_984456 XM_984492 XM_984530	NM_011599.3	2.05144	
HAGH	Mus musculus hydroxyacyl glutathione hydrolase (Hagh), mRNA.	NM_024284.1	2.04763	
D7ERTD156E	Mus musculus nodal modulator 1 (Nomo1), mRNA.	NM_153057.3	2.04593	
2900046G09<br>RIK	Mus musculus family with sequence similarity 131, member A (Fam131a), mRNA.	NM_133778.2	2.04532	
2610001E17<br>RIK	Mus musculus coiled-coil domain containing 80 (Ccdc80), mRNA.	NM_026439.2	2.04149	
HIST1H4F	Mus musculus histone cluster 1, H4f (Hist1h4f), mRNA.	NM_175655.1	2.04141	
0610007H07<br>RIK	Mus musculus transmembrane BAX inhibitor motif containing 4 (Tmbim4), mRNA.	NM_026617.3	2.03485	
MGST3	Mus musculus microsomal glutathione S-transferase 3 (Mgst3), mRNA.	NM_025569.1	2.02646	
6330505N24<br>RIK	Mus musculus RIKEN cDNA 6330505N24 gene (6330505N24Rik), mRNA.	NM_001033301.2	2.02597	
2310066E14<br>RIK	Mus musculus RIKEN cDNA 2310066E14 gene (2310066E14Rik), mRNA.	NM_001081241.2	2.02182	
RAB3B	Mus musculus member RAS oncogene family RIKEN-rab3b (Rab3b) mRNA.	NM_023537.4	2.02047	
DCI	Mus musculus dodecenoyl-Coenzyme A delta isomerase (3,2 trans-enoyl-Coenzyme A isomerase) (Dci), nuclear gene encoding mitochondrial protein, mRNA.	NM_010023.3	2.01962	
0610031J06R<br>IK	Mus musculus RIKEN cDNA 0610031J06 gene (0610031J06Rik), mRNA.	NM_020003.1	2.01776	
GSTA1	Mus musculus glutathione S-transferase, alpha 1 (Ya) (Gsta1), mRNA.	NM_008181.2	2.01709	
HBS1L	Mus musculus Hbs1-like (S. cerevisiae) (Hbs1l), transcript variant 1, mRNA.	NM_019702.2	2.01706	
TRP53INP2	Mus musculus transformation related protein 53 inducible nuclear protein 2 (Trp53inp2), mRNA.	NM_178111.3	2.01696	
S100A4	Mus musculus S100 calcium binding protein A4 (S100a4), mRNA.	NM_011311.1	2.01615	
1500003O03<br>RIK	PREDICTED: Mus musculus similar to EF-hand Ca2+ binding protein p22 (LOC100048622), mRNA.	XM_001480443.1	2.01556	
IDB1	Mus musculus inhibitor of DNA binding 1 (Id1), mRNA.	NM_010495.2	2.01443	
ASAH1	Mus musculus N-acylsphingosine amidohydrolase 1 (Asah1), mRNA.	NM_019734.1	2.01175	

S3 B Table: Genes (493) downregulated by *Pthrp* ablation (at 1g) (fold change < 0.5, p < 0.05)

Target ID	Definition (all probes : <i>Mus musculus</i>)	RefSeq ID	Fold change	Down regulated by Og
LYZS	Mus musculus lysozyme 2 (Lyz2), mRNA.	NM_017372.3<br>NM_017372.2	0.00777<br>0.0279	
LAPTM5	Mus musculus lysosomal-associated protein transmembrane 5 (Laptm5), mRNA.	NM_010686.3	0.01087	
FCER1G	Mus musculus high affinity immunoglobulin epsilon receptor gamma subunit (Fcer1g) mRNA.	NM_010185.2	0.01636	*
LYZ	Mus musculus lysozyme (Lyz), mRNA.	NM_013590.2<br>NM_013590.3	0.02094<br>0.38513	*
C1QB	Mus musculus complement component 1, q subcomponent, beta polypeptide (C1qb), mRNA.	NM_009777.2	0.02453	*
IGF2	Mus musculus insulin-like growth factor 2 (Igf2), mRNA.	NM_010514.2	0.02611	*

C1QG	Mus musculus complement component 1, q subcomponent, C chain (C1qc), mRNA.	NM_007574.2	0.03164	*
ALOX5AP	Mus musculus arachidonate 5-lipoxygenase activating protein (Alox5ap), mRNA.	NM_009663.1	0.03171	*
CLECSF8	Mus musculus C-type lectin domain family 4, member d (Clec4d), mRNA.	NM_010819.3	0.03345	
MS4A6D	Mus musculus membrane-spanning 4-domains, subfamily A, member 6D (Ms4a6d), mRNA.	NM_026835.2	0.03588	*
H19	Mus musculus H19 fetal liver mRNA (H19), non-coding RNA.	NR_001592.1	0.03605	*
CCL4	Mus musculus chemokine (C-C motif) ligand 4 (Ccl4), mRNA.	NM_013652.2	0.03678	
CCL9	Mus musculus chemokine (C-C motif) ligand 9 (Ccl9), mRNA.	NM_011338.2	0.03902	
EMR1	Mus musculus EGF-like module containing, mucin-like, hormone receptor-like sequence 1 (Emr1), mRNA.	NM_010130.3<br>NM_010130.1<br>NM_010130.3	0.04523<br>0.1316<br>0.38638	*
PTN	Mus musculus pleiotrophin (Ptn), mRNA.	NM_008973.2	0.04714	*
MS4A7	Mus musculus membrane-spanning 4-domains, subfamily A, member 7 (Ms4a7), transcript variant 1, mRNA.	NM_027836.5	0.04969	
CD68	Mus musculus CD68 antigen (Cd68), mRNA.	NM_009853.1	0.05004	
TREM2	Mus musculus triggering receptor expressed on myeloid cells 2 (Trem2), mRNA.	NM_031254.2	0.05084	
DCN	Mus musculus decorin (Dcn), mRNA.	NM_007833.4<br>NM_007833.4	0.05486<br>0.06403	*
LPL	Mus musculus lipoprotein lipase (Lpl), mRNA.	NM_008509.2	0.05499	
HIST1H2AO	Mus musculus histone cluster 1, H2ao (Hist1h2ao), mRNA.	NM_178185.1	0.05714	*
LUM	Mus musculus lumican (Lum), mRNA.	NM_008524.1	0.05734	*
2310061N23<br>RIK	Mus musculus interferon, alpha-inducible protein 27 (Ifi27), mRNA.	NM_029803.1	0.05903	*
HIST1H2AK	Mus musculus histone cluster 1, H2ak (Hist1h2ak), mRNA.	NM_178183.1	0.05962	*
CORO1A	Mus musculus coronin, actin binding protein 1A (Coro1a), mRNA.	NM_009898.2<br>NM_009898.2<br>NM_009898.2<br>NM_009898.2	0.05965<br>0.08707<br>0.16968<br>0.38779	*
HIST1H2AD	Mus musculus histone cluster 1, H2ad (Hist1h2ad), mRNA.	NM_178188.3	0.06131	*
CXCL1	Mus musculus chemokine (C-X-C motif) ligand 1 (Cxcl1), mRNA.	NM_008176.1	0.06474	
HIST1H2AF	Mus musculus histone cluster 1, H2af (Hist1h2af), mRNA.	NM_175661.1	0.06739	*
PFC	Mus musculus complement factor properdin (Cfp), mRNA.	NM_008823.3	0.07203	*
CD52	Mus musculus CD52 antigen (Cd52), mRNA.	NM_013706.1	0.07493	*
CTSC	Mus musculus cathepsin C (Ctsc), mRNA.	NM_009982.2<br>NM_009982.2<br>NM_009982.3	0.0758<br>0.18634<br>0.33872	*
HIST1H2AH	Mus musculus histone cluster 1, H2ah (Hist1h2ah), mRNA.	NM_175659.1	0.07772	*
SERPINA3G	Mus musculus serine (or cysteine) peptidase inhibitor, clade A, member 3G (Serpina3g), mRNA.	NM_009251.1	0.07795	
MYO1F	Mus musculus myosin IF (Myo1f), mRNA.	NM_053214.1	0.07882	
TGFBI	Mus musculus transforming growth factor, beta induced (Tgfb1), mRNA.	NM_009369.1<br>NM_009369.3	0.07927<br>0.38979	*
CASP1	Mus musculus caspase 1 (Casp1), mRNA.	NM_009807.2	0.08006	
CENPA	Mus musculus centromere protein A (Cenpa), mRNA.	NM_007681.2	0.08088	*
WBSCR5	Mus musculus linker for activation of T cells family, member 2 (Lat2), transcript variant 2, mRNA.	NM_022964.3	0.08091	
MRC1	Mus musculus mannose receptor, C type 1 (Mrc1), mRNA.	NM_008625.1	0.0815	*
HEMP1	Mus musculus NCK associated protein 1 like (Nckap1), mRNA.	NM_153505.4	0.08261	*
PRC1	Mus musculus protein regulator of cytokinesis 1 (Prc1), mRNA.	NM_145150.1	0.08587	
SLC11A1	Mus musculus solute carrier family 11 (proton-coupled divalent metal ion transporters), member 1 (Slc11a1), mRNA.	NM_013612.1<br>NM_013612.1<br>NM_013612.1<br>NM_013612.1	0.08799<br>0.10977<br>0.18128<br>0.33293	

E030006K04<br>RIK	Mus musculus centaurin, delta 3 (Centd3), mRNA.	NM_139206.1	0.08861	
HIST1H2AN	Mus musculus histone cluster 1, H2an (Hist1h2an), mRNA.	NM_178184.1	0.09457	*
SFRP2	Mus musculus secreted frizzled-related protein 2 (Sfrp2), mRNA.	NM_009144.1	0.09652	*
1500015O10<br>RIK	Mus musculus RIKEN cDNA 1500015O10 gene (1500015O10Rik), mRNA.	NM_024283.2	0.09756	*
MDK	Mus musculus midkine (Mdk), transcript variant 3, mRNA.	NM_0010123<br>36.1<br>NM_010784.4	0.10108<br>0.20629	
COTL1	Mus musculus coactosin-like 1 (Dictyostelium) (Cotl1), mRNA.	NM_028071.1	0.10111	
AOC3	Mus musculus amine oxidase, copper containing 3 (Aoc3), mRNA.	NM_009675.1	0.10201	*
RASSF4	Mus musculus Ras association (RalGDS/AF-6) domain family member 4 (Rassf4), mRNA.	NM_178045.3<br>NM_178045.3	0.10287<br>0.1215	*
LMO2	Mus musculus LIM domain only 2 (Lmo2), mRNA.	NM_008505.3	0.10409	
NCF4	Mus musculus neutrophil cytosolic factor 4 (Ncf4), mRNA.	NM_008677.1	0.10803	*
TYROBP	Mus musculus TYRO protein tyrosine kinase binding protein (Tyrobp), mRNA.	NM_011662.2	0.10834	
FOS	Mus musculus FBJ osteosarcoma oncogene (Fos), mRNA.	NM_010234.2	0.11169	
CD14	Mus musculus CD14 antigen (Cd14), mRNA.	NM_009841.3	0.11175	*
CD84	Mus musculus CD84 antigen (Cd84), mRNA.	NM_013489.1	0.11252	
IGF1	Mus musculus insulin-like growth factor 1 (Igf1), transcript variant 1, mRNA.	NM_010512.3<br>NM_184052.2	0.11285<br>0.17522	
PTX3	Mus musculus long pentraxin 3 (Ptx3) mRNA.	NM_008987.2<br>NM_008987.3	0.11368<br>0.14017	*
OASL2	Mus musculus 2'-5' oligoadenylate synthetase-like 2 (Oasl2), mRNA.	NM_011854.1	0.11594	*
KCNAB2	Mus musculus potassium voltage-gated channel, shaker-related subfamily, beta member 2 (Kcnab2), mRNA.	NM_010598.2	0.11799	*
SLC1A3	Mus musculus solute carrier family 1 (glial high affinity glutamate transporter), member 3 (Slc1a3), mRNA.	NM_148938.2	0.11818	*
ZRANB3	Mus musculus zinc finger, RAN-binding domain containing 3 (Zranb3), mRNA.<br>XM_896419 XM_896436 XM_912948 XM_922552 XM_922558 XM_922565<br>XM_922581 XM_922587 XM_922596 XM_974893 XM_974926 XM_974968<br>XM_975006 XM_975040 XM_975084	NM_027678.2	0.12044	
NPY	Mus musculus neuropeptide Y (Npy), mRNA.	NM_023456.2	0.12159	
LSP1	PREDICTED: Mus musculus predicted gene, ENSMUSG00000043795 (ENSMUSG00000043795), mRNA.	XM_00148083<br>5.1	0.12439	*
C3	Mus musculus complement 3 (C3) mRNA.	NM_009778.1	0.12541	*
SPON2	Mus musculus spondin 2, extracellular matrix protein (Spon2), mRNA.	NM_133903.2	0.12584	
PYGL	Mus musculus liver glycogen phosphorylase (Pygl), mRNA.	NM_133198.1<br>NM_133198.1	0.12663<br>0.35035	
EVI2A	Mus musculus ecotropic viral integration site 2a (Evi2a), transcript variant 2, mRNA.	NM_010161.3<br>NM_010161.3	0.12808<br>0.43273	
SRPX	Mus musculus sushi-repeat-containing protein (SrpX), mRNA.	NM_016911.4<br>NM_016911.4	0.12828<br>0.14382	*
E430025L02R<br>IK	Mus musculus leucine rich repeat containing 33 (Lrrc33), mRNA.	NM_146069.4	0.1296	
LPXN	Mus musculus leupaxin (Lpxn), mRNA.	NM_134152.3	0.1316	
LILRB4	Mus musculus leukocyte immunoglobulin-like receptor, subfamily B, member 4 (Lilrb4), mRNA.	NM_013532.2	0.13167	
MMP12	Mus musculus matrix metalloproteinase 12 (Mmp12), mRNA.	NM_008605.3	0.13191	
ARL11	Mus musculus ADP-ribosylation factor-like 11 (Arl11), mRNA.	NM_177337.3	0.13262	
PSCDBP	Mus musculus cytohesin 1 interacting protein (Cytip), mRNA.	NM_139200.4	0.13288	*
SFRP1	Mus musculus secreted frizzled-related sequence protein 1 (Sfrp1) mRNA.	NM_013834.1	0.13323	*
DAB2	Mus musculus disabled homolog 2 (Drosophila) (Dab2), transcript variant 2, mRNA.	NM_0010087<br>02.1<br>NM_023118.1	0.13411<br>0.17926	*

ITM2A	Mus musculus integral membrane protein 2A (Itm2a), mRNA.	NM_008409.2	0.13895	*
UHRF1	Mus musculus ubiquitin-like, containing PHD and RING finger domains, 1 (Uhrf1), mRNA.	NM_010931.2	0.13962	
DPEP2	Mus musculus dipeptidase 2 (Dpep2), mRNA.	NM_176913.3	0.14003<br>0.18665	*
SCARA5	Mus musculus scavenger receptor class A, member 5 (putative) (Scara5), mRNA.	NM_028903.1	0.14055	*
DLK1	Mus musculus delta-like 1 homolog (Drosophila) (Dlk1), mRNA.	NM_010052.4	0.15137	*
PTPNS1	Mus musculus signal-regulatory protein alpha (Sirpa), mRNA.	NM_007547.2	0.15282	
MCM5	Mus musculus minichromosome maintenance deficient 5, cell division cycle 46 (S. cerevisiae) (Mcm5), mRNA.	NM_008566.2	0.15351	
FCGR3	Mus musculus Fc receptor, IgG, low affinity III (Fcgr3), mRNA.	NM_010188.4	0.15699	
EMB	Mus musculus embigin (Emb), mRNA.	NM_010330.3	0.15774	
MS4A6D	Mus musculus membrane-spanning 4-domains, subfamily A, member 6D (Ms4a6d), mRNA.	NM_026835.2	0.15781	
OLFML2B	Mus musculus olfactomedin-like 2B (Olfml2b), mRNA.	NM_177068.3	0.15971	
4930583H14<br>RIK	Mus musculus RIKEN cDNA 4930583H14 gene (4930583H14Rik), mRNA.	NM_026358.2	0.16845	*
TUBB2B	Mus musculus tubulin, beta 2b (Tubb2b), mRNA.	NM_023716.2<br>NM_023716.1	0.17209<br>0.44793	
P2RY6	Mus musculus pyrimidinergic receptor P2Y, G-protein coupled, 6 (P2ry6), mRNA.	NM_183168.1	0.17217	
USP18	Mus musculus ubiquitin specific peptidase 18 (Usp18), mRNA.<br>PREDICTED: Mus musculus similar to ubiquitin specific protease UBP43 (LOC100048346), mRNA.	NM_011909.1<br>M_001480051<br>.1	0.17303<br>0.25553	
TK1	Mus musculus thymidine kinase 1 (Tk1), mRNA.	NM_009387.1	0.17424	*
APOD	PREDICTED: Mus musculus similar to apolipoprotein D (LOC100047583), mRNA.	XM_00147913<br>8.1	0.17425	*
OAS1G	Mus musculus 2'-5' oligoadenylate synthetase 1G (Oas1g), mRNA.	NM_011852.2	0.1746	
POLR2G	Mus musculus polymerase (RNA) II (DNA directed) polypeptide G (Polr2g), mRNA.	NM_026329.2	0.17533	
VAV1	Mus musculus vav 1 oncogene (Vav1), mRNA.	NM_011691.3	0.17711	
PPP1R3C	Mus musculus protein phosphatase 1, regulatory (inhibitor) subunit 3C (Ppp1r3c), mRNA.	NM_016854.2	0.17777	*
CDCA3	Mus musculus cell division cycle associated 3 (Cdca3), mRNA.	NM_013538.4	0.1784	
FOLR2	Mus musculus folate receptor 2 (fetal) (Folr2), mRNA.	NM_008035.1	0.17841	
CXCL16	Mus musculus chemokine (C-X-C motif) ligand 16 (Cxcl16), mRNA.	NM_023158.6	0.17918	
ANLN	Mus musculus anillin, actin binding protein (Anln), mRNA.	NM_028390.2	0.17991	
FBLN1	Mus musculus fibulin 1 (Fbln1), mRNA.	NM_010180.1	0.18019	
CXCL4	Mus musculus chemokine (C-X-C motif) ligand 4 (Cxcl4), mRNA.	NM_019932.2	0.18065	*
MFAP2	Mus musculus microfibrillar-associated protein 2 (Mfap2), mRNA.	NM_008546.2<br>NM_008546.2<br>NM_008546.2	0.18086<br>0.259<br>0.27577	*
HP	Mus musculus haptoglobin (Hp), mRNA.	NM_017370.1<br>NM_017370.1<br>NM_017370.1	0.18333<br>0.41672<br>0.4727	*
NFIL3	PREDICTED: Mus musculus similar to NFIL3/E4BP4 transcription factor (LOC100046232), mRNA.	XM_00147581<br>7.1	0.18485	
CDC20	Mus musculus cell division cycle 20 homolog (S. cerevisiae) (Cdc20), mRNA.	NM_023223.1<br>NM_023223.1<br>NM_023223.1	0.18489<br>0.34963<br>0.35414	
PLK1	Mus musculus polo-like kinase 1 (Drosophila) (Plk1), mRNA.	NM_011121.3	0.18491	
HCPH	Mus musculus protein tyrosine phosphatase, non-receptor type 6 (Ptpn6), transcript variant 2, mRNA.	NM_0010777<br>05.1	0.18546	
LST1	Mus musculus liver-specific organic anion transporter (Lst1) mRNA.	XM_359281.1	0.18555	
TLR13	Mus musculus toll-like receptor 13 (Tlr13), mRNA.	NM_205820.1	0.1866	

C1QA	Mus musculus complement component 1, q subcomponent, alpha polypeptide (C1qa), mRNA.	NM_007572.2	0.19278	*
SLAMF9	Mus musculus SLAM family member 9 (Slamf9), mRNA.	NM_029612.3	0.19353	
APOBEC1	Mus musculus apolipoprotein B mRNA editing enzyme, catalytic polypeptide 1 (ApoBec1), transcript variant 1, mRNA.	NM_031159.3	0.19424	
SMOC1	Mus musculus SPARC related modular calcium binding 1 (Smoc1), mRNA.	NM_022316.1	0.19476	
CCL3	Mus musculus chemokine (C-C motif) ligand 3 (Ccl3), mRNA.	NM_011337.2	0.19482	
EMILIN2	Mus musculus elastin microfibril interfacer 2 (Emilin2), mRNA.	NM_145158.2	0.19501	
PBK	Mus musculus PDZ binding kinase (Pbk), mRNA.	NM_023209.1	0.19636	
633040615R<br>IK	Mus musculus RIKEN cDNA 633040615 gene (633040615Rik), mRNA.	NM_027519.1	0.19828	*
RPS6KA1	Mus musculus ribosomal protein S6 kinase polypeptide 1 (Rps6ka1), mRNA.	NM_009097.1	0.19858	
CYP7B1	Mus musculus cytochrome P450, family 7, subfamily b, polypeptide 1 (Cyp7b1), mRNA.	NM_007825.3	0.19979	*
BC013481	Mus musculus RNA binding motif protein 47 (Rbm47), mRNA.	NM_178446.2	0.20078	
FCRL3	Mus musculus Fc receptor, IgG, low affinity IV (Fcgr4), mRNA.	NM_144559.1	0.20276	
GMFG	Mus musculus glia maturation factor, gamma (Gmfg), transcript variant 1, mRNA.	NM_022024.2<br>NM_022024.2	0.20309<br>0.23556	*
BIRC5	Mus musculus baculoviral IAP repeat-containing 5 (Birc5), transcript variant 1, mRNA.	NM_009689.1<br>NM_009689.2<br>NM_009689.2	0.20396<br>0.24155<br>0.26431	
633040615R<br>IK	Mus musculus RIKEN cDNA 633040615 gene (633040615Rik), mRNA.	NM_027519.3	0.20417	*
CCL4	Mus musculus chemokine (C-C motif) ligand 4 (Ccl4), mRNA.	NM_013652.2	0.20766	
1200002N14<br>RIK	Mus musculus RIKEN cDNA 1200002N14 gene (1200002N14Rik), mRNA.	NM_027878.2	0.20795	*
APOB48R	Mus musculus apolipoprotein B48 receptor (Apob48r), mRNA.	NM_138310.1	0.20797	
CSF1R	Mus musculus colony stimulating factor 1 receptor (Csf1r), mRNA.	NM_0010378<br>59.2	0.2102	
IGFBP5	Mus musculus insulin-like growth factor binding protein 5 (Igfbp5), mRNA.	NM_010518.2	0.21306	*
1300002F13<br>RIK	Mus musculus ERBB receptor feedback inhibitor 1 (Errfi1), mRNA.	NM_133753.1	0.2132	*
ELMO1	Mus musculus engulfment and cell motility 1, ced-12 homolog (C. elegans) (Elmo1), transcript variant 2, mRNA.	NM_198093.2	0.2135	
HMG2	Mus musculus high mobility group nucleosomal binding domain 2 (Hmgn2), mRNA.	NM_016957.3	0.21351	
SLC15A3	Mus musculus solute carrier family 15, member 3 (Slc15a3), mRNA.	NM_023044.1	0.21475	
OLFML3	Mus musculus olfactomedin-like 3 (Olfml3), mRNA.	NM_133859.2	0.21513	
MYLK	Mus musculus myosin, light polypeptide kinase (Mylk), mRNA.	NM_139300.3<br>NM_139300.3	0.21625<br>0.2756	
ZFP36	Mus musculus zinc finger protein 36 (Zfp36), mRNA.	NM_011756.4	0.21637	
4632417K18<br>RIK	Mus musculus RIKEN cDNA 4632417K18 gene (4632417K18Rik), mRNA.	NM_026640.2	0.21756	
COL3A1	Mus musculus collagen, type III, alpha 1 (Col3a1), mRNA.	NM_009930.1	0.2207	*
LOC1000342<br>51	Mus musculus predicted gene, OTTMUSG00000000971 (OTTMUSG00000000971), mRNA.	NM_0010819<br>57.1	0.22164	
COL18A1	Mus musculus procollagen, type XVIII, alpha 1 (Col18a1), mRNA.	NM_009929.2	0.2239	
RGS1	Mus musculus regulator of G-protein signaling 1 (Rgs1), mRNA.	NM_015811.1<br>NM_015811.1<br>NM_015811.1	0.22631<br>0.42553<br>0.45232	
APOE	Mus musculus apolipoprotein E (ApoE), mRNA.	NM_009696.2	0.22645	
NUSAP1	Mus musculus nucleolar and spindle associated protein 1 (Nusap1), transcript variant 2, mRNA.	NM_0010426<br>52.1	0.22666	
HK3	Mus musculus hexokinase 3 (Hk3), nuclear gene encoding mitochondrial protein, mRNA.	NM_0010332<br>45.3	0.22785	

ZFP36L1	Mus musculus zinc finger protein 36, C3H type-like 1 (Zfp36l1), mRNA.	NM_007564.2<br>NM_007564.4	0.22805<br>0.26544	*
LGMN	Mus musculus legumain (Lgm), mRNA.	NM_011175.2	0.22864	*
H2-AB1	Mus musculus histocompatibility 2, class II antigen A, beta 1 (H2-Ab1), mRNA.	NM_207105.2	0.23107	
LGALS3BP	Mus musculus lectin, galactoside-binding, soluble, 3 binding protein (Lgals3bp), mRNA.	NM_011150.2	0.23114	
BTK	Mus musculus Bruton agammaglobulinemia tyrosine kinase (Btk), mRNA.	NM_013482.1	0.23157	
SOCS3	Mus musculus suppressor of cytokine signaling 3 (Socs3), mRNA.	NM_007707.2	0.23266	
FES	Mus musculus feline sarcoma oncogene (Fes), mRNA.	NM_010194.2	0.23406	
GBP2	Mus musculus guanylate binding protein 2 (Gbp2), mRNA.	NM_010260.1	0.23663	
CTSS	Mus musculus cathepsin S (Ctss), mRNA.	NM_021281.1	0.23739	
RBM3	PREDICTED: Mus musculus similar to RNA binding motif protein 3 (LOC100043257), mRNA.	XM_00148019<br>7.1	0.23785	*
RAB8B	Mus musculus RAB8B, member RAS oncogene family (Rab8b), mRNA.	NM_173413.2<br>NM_173413.2	0.23791<br>0.27441	
MYO1G	Mus musculus myosin IG (Myo1g), mRNA.	NM_178440.2	0.23811	
PARP14	Mus musculus poly (ADP-ribose) polymerase family, member 14 (Parp14), mRNA. XM_901644 XM_916789 XM_924484 XM_924488	NM_0010395<br>30.1	0.23892	
LCP1	Mus musculus lymphocyte cytosolic protein 1 (Lcp1), mRNA.	NM_008879.3	0.23989	
CDC2A	Mus musculus cell division cycle 2 homolog A (S. pombe) (Cdc2a), mRNA.	NM_007659.3	0.24236	
SLPI	Mus musculus secretory leukocyte peptidase inhibitor (Slpi), mRNA.	NM_011414.2	0.24292	*
UBE1L	Mus musculus ubiquitin-activating enzyme E1-like (Ube1l), mRNA.	NM_023738.4	0.24773	
SERPING1	Mus musculus serine (or cysteine) peptidase inhibitor, clade G, member 1 (Serp1), mRNA.	NM_009776.1	0.24935	*
DOK3	Mus musculus docking protein 3 (Dok3), mRNA.	NM_013739.2	0.24945	
A230050P20<br>RIK	Mus musculus RIKEN cDNA A230050P20 gene (A230050P20Rik), mRNA.	NM_175687.1	0.24993	
EDNRA	Mus musculus endothelin receptor type A (Ednra), mRNA.	NM_010332.2	0.25053	
SIRPB1	Mus musculus signal-regulatory protein beta 1 (Sirpb1), transcript variant 3, mRNA.	NM_0010028<br>98.1	0.25071	*
PFKL	Mus musculus phosphofructokinase, liver, B-type (Pfkf), mRNA.	NM_008826.3	0.25146	*
NRM	Mus musculus nurim (nuclear envelope membrane protein) (Nrm), mRNA.	NM_134122.2	0.25211	
ARRB2	Mus musculus arrestin, beta 2 (Arrb2), mRNA.	NM_145429.4	0.25506	
2310056P07<br>RIK	Mus musculus family with sequence similarity 162, member A (Fam162a), mRNA.	NM_027342.1	0.25677	*
AA175286	PREDICTED: Mus musculus sterile alpha motif domain containing 9-like, transcript variant 1 (Samd9l), mRNA.	XM_620286.3	0.25754	
GLRX	Mus musculus glutaredoxin (Glrx), mRNA.	NM_053108.2	0.25757	
ADAMTS2	Mus musculus a disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif, 2 (Adamts2), mRNA.	NM_175643.2<br>NM_175643.2	0.25883<br>0.2796	
AI132321	Mus musculus phospholipase D family, member 4 (Pld4), mRNA.	NM_178911.4	0.2594	
STK6	Mus musculus aurora kinase A (Aurka), mRNA.	NM_011497.3	0.2609	
SELENBP1	PREDICTED: Mus musculus hypothetical protein LOC100044204 (LOC100044204), mRNA.	XM_00147169<br>6.1	0.26133	*
MFAP5	Mus musculus microfibrillar associated protein 5 (Mfap5), mRNA.	NM_015776.2	0.26267	
PIRA4	Mus musculus paired-Ig-like receptor A4 (Pira4), mRNA.	NM_011091.1	0.26305	*
HIST1H2AG	Mus musculus histone cluster 1, H2ag (Hist1h2ag), mRNA.	NM_178186.2	0.26455	*
ARHGAP30	Mus musculus Rho GTPase activating protein 30 (Arhgap30), mRNA.	NM_0010055<br>08.1	0.26709	
KNG1	Mus musculus kininogen 1 (Kng1), mRNA.	NM_023125.2	0.26822	
KIF22	Mus musculus kinesin family member 22 (Kif22), mRNA.	NM_145588.1	0.26835	

DOK2	Mus musculus docking protein 2 (Dok2), mRNA.	NM_010071.2	0.26926	
2700094K13<br>RIK	Mus musculus RIKEN cDNA 2700094K13 gene (2700094K13Rik), transcript variant 2, mRNA.	NM_0010372<br>79.1	0.27098	
PDGFB	Mus musculus platelet-derived growth factor B (Pdgfb) mRNA.	NM_011057.2	0.27199	
CD53	Mus musculus CD53 antigen (Cd53), mRNA.	NM_007651.2	0.27232	
AI586015	Mus musculus signal transducing adaptor family member 1 (Stap1), mRNA.	NM_019992.3	0.27272	
TGM2	Mus musculus transglutaminase 2, C polypeptide (Tgm2), mRNA.	NM_009373.3	0.2746	
IFIT3	Mus musculus interferon-induced protein with tetratricopeptide repeats 3 (Ifit3), mRNA.	NM_010501.1	0.27671	
GAS6	Mus musculus growth arrest specific 6 (Gas6), mRNA.	NM_019521.2	0.27858	
G1P2	PREDICTED: Mus musculus hypothetical protein LOC100038882 (LOC100038882), mRNA.	XM_00147168<br>6.1	0.27871	
AI481100	Mus musculus interferon inducible GTPase 2 (Ilgp2), mRNA.	NM_019440.2	0.27876	
TGFBR3	Mus musculus transforming growth factor, beta receptor III (Tgfbr3), mRNA.	NM_011578.2	0.27966	
ADAM8	Mus musculus a disintegrin and metallopeptidase domain 8 (Adam8), mRNA.	NM_007403.2<br>NM_007403.2	0.27974<br>0.32845	
FYB	Mus musculus FYN binding protein (Fyb), mRNA.	NM_011815.1	0.2812	
CXCL12	Mus musculus chemokine (C-X-C motif) ligand 12 (Cxcl12), transcript variant 3, mRNA.	NM_013655.2<br>NM_021704.2<br>NM_021704.2	0.28324<br>0.37782<br>0.40775	*
TYMS	Mus musculus thymidylate synthase (Tyms), mRNA.	NM_021288.3	0.28611	
4732429D16<br>RIK	Mus musculus RIKEN cDNA 4732429D16 gene (4732429D16Rik), mRNA.	NM_145437.2	0.28756	
RAMP2	Mus musculus receptor (calcitonin) activity modifying protein 2 (Ramp2), mRNA.	NM_019444.2	0.28785	*
RSPO3	Mus musculus R-spondin 3 homolog (Xenopus laevis) (Rspo3), mRNA.	NM_028351.2	0.28962	*
TOP2A	Mus musculus topoisomerase (DNA) II alpha (Top2a), mRNA.	NM_011623.1	0.29004	
CXCL5	PREDICTED: Mus musculus similar to LPS-induced CXC chemokine (LOC100044702), mRNA.	XM_00147269<br>9.1	0.29091	
IFITM3	Mus musculus interferon induced transmembrane protein 3 (Ifitm3), mRNA.	NM_025378.2	0.29163	
AI467606	Mus musculus expressed sequence AI467606 (AI467606), mRNA.	NM_178901.3	0.29215	
2510004L01<br>RIK	Mus musculus radical S-adenosyl methionine domain containing 2 (Rsad2), mRNA.	NM_021384.3	0.29317	
FSTL1	Mus musculus follistatin-like 1 (Fstl1), mRNA.	NM_008047.4	0.29322	
LHFPL2	Mus musculus lipoma HMGIC fusion partner-like 2 (Lhfpl2), mRNA.	NM_172589.2	0.29358	
MEOX2	Mus musculus mesenchyme homeobox 2 (Meox2), mRNA.	NM_008584.3	0.29404	
D930038M1<br>3RIK	Mus musculus ABI gene family, member 3 (NESH) binding protein (Abi3bp), transcript variant 1, mRNA.	NM_178790.3	0.2955	*
LDB2	Mus musculus LIM domain-binding protein (Ldb2) mRNA.	NM_010698.2	0.29632	*
H2-M3	Mus musculus histocompatibility 2, M region locus 3 (H2-M3), mRNA.	NM_013819.2	0.29638	
DPT	Mus musculus dermatopontin (Dpt), mRNA.	NM_019759.2	0.29739	*
KCNK13	Mus musculus potassium channel, subfamily K, member 13 (Kcnk13), mRNA.	NM_146037.1	0.29916	
SLC2A1	Mus musculus solute carrier family 2 (facilitated glucose transporter), member 1 (Slc2a1), mRNA.	NM_011400.2	0.29917	*
IGSF4A	Mus musculus immunoglobulin superfamily member 4A (Igsf4a) mRNA.		0.30045	
LIG1	Mus musculus ligase I, DNA, ATP-dependent (Lig1), transcript variant 2, mRNA.	NM_010715.2	0.30209	
RNF144	Mus musculus ring finger protein 144A (Rnf144a), transcript variant 2, mRNA.	NM_080563.3	0.30219	
MCM6	Mus musculus minichromosome maintenance deficient 6 (MIS5 homolog, S. pombe) (S. cerevisiae) (Mcm6), mRNA.	NM_008567.1<br>NM_008567.1<br>NM_008567.1	0.30253<br>0.32313<br>0.39003	
PLEKHA2	Mus musculus pleckstrin homology domain-containing, family A (phosphoinositide binding specific) member 2 (Plekha2), mRNA.	NM_031257.2	0.30295	

How the deposited data were processed for this re-analysis (not part of the article)

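The array series measured RNA of mouse trabecular osteoblasts after 6 days of culture on microcarriers in a design of genotype (Pthrp+/+ or Pthrp-/-), gravity (1g, or 0g in a rotating vessel) and treatment (none, or PTHrP1-36 at 10 nM for 2 h per day). Each of the 8 conditions was measured on 2 Illumina Mouse Ref-8 v2.0 arrays, 16 in all, and every array entered the analysis. The viability experiments are not analysed here.

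The authors hybridised labelled total RNA, normalized the signals with the lumi package in FlexArray 1.5 and tested them with Wright and Simon's random variance model. The deposited values are bead-summarised intensities on a linear scale that were not normalized between arrays, a detection p-value, deposited by the authors beside each intensity and computed against the negative control beads of its array, and the authors' normalized values on a log2 scale, which rank the probes of an array as the intensities do (rank correlation 1). Median intensity was 60.6 to 70.3, the mean of the negative controls 49.2 to 57.0, and 12161 to 13560 probes per array were detected. Of 25697 probes, 23978 were given 1 gene symbol, 23962 of them by gene number, and 1719 had none.

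Intensities were background-corrected with limma 3.58.1 (neqc with the detection p, offset 16) on R 4.3.3, quantile-normalized and log2-transformed. A probe was tested where its detection p was under 0.05 on at least 2 arrays (15279 probes, 10437 genes), and a gene was counted where any of its probes passed. A fit of 8 condition means (lmFit and eBayes) left 8 residual degrees of freedom, to which the prior added 4.98. The main comparisons were 0g against 1g in untreated Pthrp+/+ TOs, Pthrp-/- against Pthrp+/+ in untreated TOs at 1g, and treated against untreated Pthrp+/+ TOs at 0g; other contrasts of the same fit and their interactions were also tested. Genes were counted at the paper's thresholds (fold change above 2 or below 0.5, for the treatment above 1.5 or below 0.65, with unadjusted p under 0.05) and at a Benjamini-Hochberg adjusted p under 0.05 over all probes with no fold minimum. A fold against a group in which the probe was not detected on either array is given as a bound against the level at which detection begins.

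Genes named in the text were chosen by a rule set before the data were examined: Pthlh and Pth1r, every gene that the paper's text names for the arrays, the 8 largest rises and 8 largest falls of each main comparison among genes that pass and whose arrays do not overlap, and 4 members of each list described. Values in the paper's tables had been seen by then. Genes outside the rule are marked in the text as chosen after their values were seen. Gene lists, 41 in number, were fixed at the same time, 40 had at least 2 tested members, and each was tested with camera (preset correlation 0.01, and again with an estimated correlation), with fry beside it and 1 probe per gene.

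The comparisons share arrays, so overlaps and correlations were set beside 100 simulated sets of unchanged groups with the same sharing (seed 20161201) and beside comparisons that share none. Sets of unchanged groups hold almost no called gene, so their overlaps show chance with no effect and do not measure what the shared arrays add among changed genes. For that, a simulation added after the data were seen kept the fitted group means with 1 probe per gene and shuffled the ablation or the treatment effects within 20 bins of the level they start from, 100 draws each. Its arrays vary independently from gene to gene, so a deviation of a shared array that many genes have in common is left out, and its lists were longer than the observed ones (on average 712 genes for the treatment, where 500 were observed). The interval of the share of common genes is a Wilson interval at 95%. The processing was tested on simulated data in which known genes were changed: of genes changed 2-fold, 95.5% were recovered at an adjusted p under 0.05 for 0g, 98.5% for ablation and 89.6% for the treatment, and of genes changed 1.5-fold 41.8%, 46.3% and 50.8%; 3.66%, 3.55% and 9.09% of the calls were false. Alternatives were no background correction, cyclic loess normalization, the authors' normalized values, no filter or a stricter one (8 arrays), a fit to only the groups compared, Wright and Simon's model, a trend with robust estimation, array weights, a replicate block over all arrays or within genotype, 1 probe per gene, adjusted p with the fold thresholds, comparisons over other arrays, and leaving out each array in turn. Figures were drawn with matplotlib 3.10.9 from tables read with pandas 2.3.3. The sources used name neither the replicates that shared a rotation run nor the array slides, so the main fit is unpaired and no slide block was fitted.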

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

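The tests of Cirbp, of Rbm3 at 0g, of the fall of the macrophage markers and of the 0g correlation in the authors' values, and the heat and cold values in Pthrp-/- TOs, were chosen after the result was seen; the test over genes detected on at least 1 Pthrp-/- array was set after the fall of the macrophage markers was seen and before its own value.

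The effect of 0g differed between genotypes: 2934 genes had a genotype by gravity difference at an adjusted p under 0.05 in untreated TOs. Of the 624 genes changed at 0g in Pthrp+/+ TOs at the paper's thresholds, 477 had the opposite sign in Pthrp-/- TOs, but only 190 of them passed there at an adjusted p under 0.05, as did 16 with the same sign. Across genes the 2 effects correlated at -0.36; the correlation was -0.40 in the authors' normalized values, which argues against the normalization used here, and -0.26 over the treated arrays, which argues against an effect of the untreated arrays alone. If 0g lowers the hypoxia-induced genes in both genotypes, an exchange of the gravity labels of the Pthrp-/- arrays would raise them. Their median in untreated Pthrp-/- TOs at 0g was -0.28 (SE of the mean over 22 genes 0.087), as it was below 0 in Pthrp+/+ TOs. Of these genes, 4 were lower and 18 did not pass. Under that assumption the median argues against an exchange. A 0g response that depends on Pthrp need not meet the assumption, so the list cannot decide between them. In the direction that an exchange would give, the cold-inducible Rbm3 and Cirbp had a median of 1.54 at 0g in untreated Pthrp-/- TOs and the 13 heat shock genes one of -0.46 with 7 lower; these values were no prediction, and a 0g response that depends on Pthrp does not forbid them. A dependence of the 0g response on Pthrp is the hypothesis that the design offers, and it was not tested beyond these values. An exchange in untreated and treated Pthrp-/- arrays alike would put 0g arrays into both ablation comparisons used for the overlap with 0g. The overlap thus rests on the labels, and the comparison without shared arrays does not test them.

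Rbm3 fell at 0g and with ablation at 1g and rose with PTHrP1-36 in Pthrp+/+ TOs, but it was higher in Pthrp-/- than in Pthrp+/+ TOs at 0g by 1.70 (log2, SE 0.12). If the gravity labels of the Pthrp-/- arrays hold, this argues against a loss of PTHrP that lowers Rbm3 at 0g as it does at 1g. With an exchange of these labels, Rbm3 would differ little between genotypes at either gravity, and its fall with ablation would be largely gone. Rbm3 is induced by cold, and a warmer culture in the groups with less Rbm3 would raise the inducible heat shock genes there. The median of 3 such genes was 1.02 at 0g, 1.38 with ablation and -0.60 with PTHrP1-36. The SE of the mean over these genes, which are not independent replicates, was 0.43, 0.33 and 0.39. The other cold-inducible gene, Cirbp, went with Rbm3, at -1.18, -1.13 and 0.71. By the methods, however, an untreated and a treated 0g chamber rotated together on the same axis in an incubator. The untreated one had its medium changed daily, and the treated one was given the peptide for 2 h per day and then fresh medium. Their handling thus differed, so a temperature difference between them is not excluded. A difference in culture temperature stays open for the whole pattern, as does stress of the cells for another reason. No culture temperature per array was used here.

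With ablation 31 of 31 macrophage markers fell, 21 of them were not detected on either untreated Pthrp-/- array at 1g and 15 on no Pthrp-/- array, while all 31 were detected on both untreated Pthrp+/+ arrays at 1g. Macrophages in the Pthrp+/+ cultures that the Pthrp-/- cultures lack are a candidate source of these transcripts, as is a loss of their expression. How far genes of such missing cells make up the overlap of lowered genes stays open. Among genes detected on at least 1 Pthrp-/- array, 87.3% of the genes lowered at 0g were lowered with ablation, but 16 of the 31 markers pass that filter, so it does not remove them all. Among genes detected on all 16 arrays, where 6 markers remain, it was 163 of 201 (81.1%). Of the markers, 24 stand in the paper's tables, so the list is no independent evidence of its direction.

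A difference between groups stood out in 4 further comparisons at an adjusted p under 0.05. The effect of PTHrP1-36 differed between gravities for 358 genes in Pthrp+/+ TOs and for 80 genes in Pthrp-/- TOs. It differed between genotypes for 141 genes at 1g and for 247 genes at 0g.

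Signals also appeared in comparisons on which the paper gives no values, counted at an adjusted p under 0.05. Gravity changed 1106 genes in untreated Pthrp-/- TOs, 915 in treated Pthrp+/+ TOs and 1018 in treated Pthrp-/- TOs. PTHrP1-36 changed 83 genes in Pthrp+/+ TOs at 1g, 387 in Pthrp-/- TOs at 1g and 264 in Pthrp-/- TOs at 0g. Ablation changed 3726 genes at 0g and 5632 at 1g in treated cells.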

How the results depend on the processing

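Alternatives that use only genes detected on at least 1 Pthrp-/- array, leave out the macrophage markers, or apply Wright and Simon's model to the authors' normalized values with no filter were chosen after seeing the data; all others were set before the data were examined. Over 209 gene results, 3405 of 3553 alternative values kept direction and side of the threshold, 125 lost the threshold, 16 gained it and 7 changed sign; over 120 list results it was 1441 of 1557, with 50 lost and 66 gained; of 187 alternative values of the 9 counts, 161 stayed within 1.5 times (for the share, within its interval). Of the list values, 28 of those lost came with the estimated correlation and 37 of those gained with fry. Unlike camera, fry tests a list against no change and not against the other genes. With the authors' normalized values, the counts at the paper's thresholds were 204 for 0g (63 up and 141 down), 717 for ablation (249 and 468) and 149 for PTHrP1-36 (98 and 51), with 0 genes opposite between 0g and ablation and 82 reversed. With Wright and Simon's model on those values they were 204, 717 and 143, with 0 opposite, 80 reversed and, at an adjusted p under 0.05, 1303 genes for 0g and 138 for PTHrP1-36. Without background correction they were 398 for 0g and 288 for PTHrP1-36, with 1 opposite and 155 reversed. At an adjusted p under 0.05, PTHrP1-36 changed 284 genes in a fit of only the groups compared, which has fewer arrays, and 560 with Wright and Simon's model. Leaving out 1 array at a time gave 276 to 1448 genes for PTHrP1-36 at an adjusted p under 0.05 (386 and 1448 without untreated 0g replicate 1 and 2, 311 and 276 without treated replicate 1 and 2), 527 to 1039 at the paper's thresholds (1039 without untreated 0g replicate 2), and a share of common genes of 85.2% to 89.6% (85.2% without untreated 0g replicate 2); the lone array of a group is then assumed to vary like the others. For the other counts the leave-outs gave 650 to 675 (0g) and 1926 to 2017 (ablation) at the paper's thresholds, 2068 to 2583 and 4707 to 5020 at an adjusted p under 0.05, 3 to 5 opposite and 253 to 313 reversed genes. The share was 84.1% with ablation from treated 1g arrays, and 5 genes were reversed with the PTHrP effect from 1g arrays, which measure another condition. Values near 0 changed sign: Pth1r, ablation effect (-0.0226 with cyclic loess; -0.00615 to 0.413 over the leave-outs, lowest without Pthrp-/- 1g replicate 1), Pth1r, PTHrP effect at 0g (0.0591 with cyclic loess, 0.00363 in the authors' values by either model; -0.0902 to 0.0638 over the leave-outs, highest without treated 0g replicate 2) and Nectin2, PTHrP effect at 0g (-0.607 to 0.175 over the leave-outs, highest without untreated 0g replicate 1). Except for the smaller number of arrays, the cause was not tested. The methods have an untreated and a treated 0g chamber rotate together, but the sources used do not tie the replicate numbers to runs. The deviations of replicates from their condition means correlated at -0.30 to 0.22 between conditions (over 0.1 in 7 of 28 pairs of conditions), and at 0.077 between untreated and treated Pthrp+/+ TOs at 0g. With a replicate block PTHrP1-36 changed 554 genes at the paper's thresholds and 925 at an adjusted p under 0.05, and with a replicate block within genotype 556 and 986. A block for array slides was not run, since the slides are not named. The signal of detected probes, 3.42 to 5.21 times background, limits folds against groups in which a gene is dim.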

Differences from the paper's values

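For genes at the paper's thresholds, the paper's counts at 0g are 59 upregulated and 129 downregulated (188 in total), against 195, 429 and 624 here. For ablation the paper's counts are 270, 493 and 763, against 834, 1112 and 1944 here, and for PTHrP1-36 the paper's are 102, 61 and 163, against 393, 162 and 555 here. Of the genes common to 0g and ablation, the paper's counts are 52 up and 115 down, against 173 and 387 here. Of the alternatives set before the data were examined, the authors' normalized values bring all of these within 1.5 times of the paper's (63, 141 and 204; 249, 468 and 717; 98, 51 and 149; 56 and 126), no background correction does so for the 75 genes downregulated by PTHrP1-36, and the others do so for none.

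The paper's counts of 0g-upregulated genes downregulated by PTHrP and of ablation-upregulated genes downregulated by PTHrP are 27 and 34, against 69 and 95 here. Its counts of 0g-downregulated genes upregulated by PTHrP and of ablation-downregulated genes upregulated by PTHrP are 53 and 95 (19.2% of the latter list), against 222 and 329 (29.6%) here. For genes changed by all 3 conditions, the paper's counts are 24 and 50 (74 in total), against 62 and 209 (271) here. The authors' normalized values bring all of these within 1.5 times (29 and 29; 60 and 93, 19.9%; 25, 57 and 82). Without background correction this holds for the 45 ablation-upregulated genes and for the percentage (22.5), which is also within reach with adjusted p and the fold threshold (27.2) and without untreated 0g replicate 1 (27.8); the other alternatives reach none.

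Of the alternatives chosen after seeing the values, Wright and Simon's model on the authors' normalized values with no filter brings all of the counts above, for genes at the paper's thresholds and genes changed by all 3 conditions, within 1.5 times (totals of 204, 717, 143 and 80; 45 genes downregulated by PTHrP1-36), and drops 10 of 186, 39 of 756 and 19 of 162 genes that the paper calls for 0g, ablation and PTHrP1-36, where the authors' normalized values in limma drop 10, 39 and 13, and the processing used here 12, 42 and 12. Restricting the count to genes detected on at least 1 Pthrp-/- array, chosen after seeing the fall of the macrophage markers, brings only the percentage of ablation-downregulated genes upregulated by PTHrP within reach (27.9), and drops 23, 110 and 20 of the genes that the paper calls.

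Of 120 folds that the paper gives for named genes, 27 differ. Genes for which its table gives several folds that could not be tied to 1 probe, such as Hp, were not compared. The folds below are thus not all that may differ. For the fold change, 0g against 1g: Aqp5 7.79 in the paper, 16.3 here and 8.92 with the authors' values; Bdnf 2.09 in the paper, 3.39 here and 2.21 with the authors' values; Clu 0.214 in the paper, 0.123 here and 0.189 with the authors' values; Col7a1 2.04 in the paper, 3.45 here and 2.14 with the authors' values; Dpt 0.370 in the paper, 0.153 here and 0.367 with the authors' values; Igfbp3 0.388 in the paper, 0.167 here and 0.385 with the authors' values; Nid2 0.348 in the paper, 0.230 here and 0.316 with the authors' values; Nkd2 3.63 in the paper, 6.22 here and 4.07 with the authors' values; Scara5 0.235 in the paper, 0.140 here and 0.209 with the authors' values; Scx 2.19 in the paper, 4.91 here and 2.16 with the authors' values; Sfrp2 0.132 in the paper, 0.0466 here and 0.120 with the authors' values.

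For the fold change, ablation against Pthrp+/+: Aqp5 25.6 in the paper, 46.1 here and 25.6 with the authors' values; Bdnf 7.46 in the paper, 12.7 here and 7.46 with the authors' values; Cd14 0.112 in the paper, 0.0414 here and 0.112 with the authors' values; Col7a1 3.13 in the paper, 5.43 here and 3.13 with the authors' values; Dlk1 0.151 in the paper, 0.0474 here and 0.151 with the authors' values; Dpt 0.297 in the paper, at most 0.0568 here and 0.297 with the authors' values; Igfbp3 0.377 in the paper, 0.151 here and 0.377 with the authors' values; Nckap1l 0.0826 in the paper, at most 0.0139 here and 0.0826 with the authors' values; Nkd2 9.96 in the paper, 15.3 here and 9.96 with the authors' values; Pf4 0.181 in the paper, at most 0.0334 here and 0.181 with the authors' values; Ramp2 0.288 in the paper, 0.171 here and 0.288 with the authors' values; Scara5 0.141 in the paper, 0.0490 here and 0.141 with the authors' values; Scx 4.25 in the paper, 11.2 here and 4.25 with the authors' values; Sfrp1 0.133 in the paper, 0.0414 here and 0.133 with the authors' values; Sfrp2 0.0965 in the paper, at most 0.0160 here and 0.0965 with the authors' values.

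For the fold change, PTHrP at 0g against untreated: Sfrp2 1.59 in the paper, 2.96 here and 1.59 with the authors' values.

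The authors' normalized values bring all 27 folds within 1.5 times of the paper's, as does Wright and Simon's model on them, which was chosen after seeing the values. No background correction does so for Bdnf, Col7a1 and Nkd2 in both comparisons, Nid2 and Scara5 at 0g, and Aqp5 and Ramp2 with ablation; cyclic loess for Bdnf, Col7a1 and Nid2 at 0g and for Nkd2 in both. Leaving out untreated 0g replicate 1 does so for Bdnf at 0g, untreated 0g replicate 2 for Nid2 and Scara5 at 0g, untreated Pthrp+/+ 1g replicate 1 for Nid2, and untreated Pthrp-/- 1g replicate 1 for Nkd2 with ablation; the remaining alternatives bring none within it. Of the paper's tabulated folds, 784 of 791 for ablation and 164 of 166 for PTHrP1-36 equal the differences of group means in the authors' normalized values to within 0.002 (log2), and 2 of 189 for 0g, where the median absolute difference is 0.06.

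The paper states that no gene went in contradictory directions. Between 0g and ablation, 4 genes did so at the paper's thresholds (Ccl2, Cxcl14, Fosb and Ptpn22), between ablation and PTHrP1-36 12 genes changed in the same direction, and between 0g and PTHrP1-36 0 did (limma), where across genes the effects share arrays. The legend of S1 Fig names Fos, Zfp36, Nectin2 and Junb as lowered by 0g and by PTHrP1-36; at 0g the values here were 0.27, 0.05, -0.51 and 0.37 (log2, adjusted p = 0.218, 0.789, 0.204 and 0.222), with ablation all fell, and with PTHrP1-36 Fos, Zfp36 and Junb fell. None of them stands in the paper's own table for 0g, and all of them stand among the lowered genes of its tables for ablation and for PTHrP1-36. The paper names Rbm3 as the most lowered of the reversed genes; here it ranked 55 of 209 by 0g and 169 by ablation, and 2 by its rise with PTHrP1-36, with Sfrp2 first by 0g and Olfml1 first by the rise.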

Other observations

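Gravity changed 1106 genes, 606 up and 500 down, in Pthrp-/- TOs at an adjusted p under 0.05 (limma); the genes named in this part were chosen after their values were seen. Scara5, a ferritin receptor gene, rose by 2.50 ± 0.15 (log2, SE, n = 2 arrays per group), Angptl7, an angiopoietin-like factor gene, by 2.37 ± 0.13 and Agtr1a by 2.66 ± 0.21, while Cck had -2.33 ± 0.13. Prl2c1, a prolactin family gene, was at least 4.38-fold lower and the neuropeptide gene Npy at least 3.26-fold lower. Of the lists, 9 of 20 mitosis genes, 5 of 10 small leucine-rich proteoglycans and 5 of 10 IGF family genes rose, and none of these fell at an adjusted p under 0.05 over all probes (11, 5 and 6 higher, and 0, 1 and 1 lower, adjusted over each list alone; adjusted p = 0.0218 with an estimated correlation for each). The macrophage markers had 3 lower and 28 not passing (3 lower adjusted over the list alone).

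In Pthrp+/+ TOs at 1g, PTHrP1-36 lowered the interferon-induced genes Rsad2 (-1.45 ± 0.10) and Isg15 (-1.25 ± 0.24), and Lcn2 (-1.38 ± 0.10), which encodes the iron-binding protein lipocalin 2. In Pthrp-/- TOs, Slc7a5, an amino acid transporter gene, fell with it at 1g (-1.19 ± 0.16) and at 0g (-1.39 ± 0.16), as did Mthfd2, which encodes a mitochondrial folate enzyme (-1.26 ± 0.14 and -1.13 ± 0.14). Of 18 integrated stress response genes, 6 fell at 1g and 4 at 0g (11 and 9 adjusted over the list alone; adjusted p = 0.00578 and 0.00824 with an estimated correlation). With ablation at 1g, 12 of these 18 rose and 2, Atf3 and Cebpb, fell (12 and 2 adjusted over the list alone; adjusted p = 0.0550 with an estimated correlation).

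At 0g, 8 of 13 H2A histone genes fell and 2 rose (8 and 2 adjusted over the list alone; adjusted p = 0.138 with an estimated correlation), and with ablation 8 fell and 5 rose (8 and 5 adjusted over the list alone; adjusted p = 0.229 with an estimated correlation). Of 12 PTH receptor targets, 3 rose and 2 fell at 0g (3 and 2 adjusted over the list alone), and 3 fell with PTHrP1-36 (5 adjusted over the list alone; adjusted p = 0.0637 from camera). Of 3 male-specific genes, Eif2s3y rose with ablation (0.79 ± 0.16), Kdm5d and Uty did not pass (0.12 and 0.07), and none passed at 0g (limma; lowest adjusted p = 0.466).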
